# Distinct Contributions of TNF Receptor 1 and 2 to TNF-Induced Glomerular Inflammation in Mice

**DOI:** 10.1371/journal.pone.0068167

**Published:** 2013-07-15

**Authors:** Anela Taubitz, Martin Schwarz, Nuru Eltrich, Maja T. Lindenmeyer, Volker Vielhauer

## Abstract

TNF is an important mediator of glomerulonephritis. The two TNF-receptors TNFR1 and TNFR2 contribute differently to glomerular inflammation in vivo, but specific mechanisms of TNFR-mediated inflammatory responses in glomeruli are unknown. We investigated their expression and function in murine kidneys, isolated glomeruli ex vivo, and glomerular cells in vitro. In normal kidney TNFR1 and TNFR2 were preferentially expressed in glomeruli. Expression of both TNFRs and TNF-induced upregulation of TNFR2 mRNA was confirmed in murine glomerular endothelial and mesangial cell lines. In vivo, TNF exposure rapidly induced glomerular accumulation of leukocytes. To examine TNFR-specific inflammatory responses in intrinsic glomerular cells but not infiltrating leukocytes we performed microarray gene expression profiling on intact glomeruli isolated from wildtype and *Tnfr*-deficient mice following exposure to soluble TNF ex vivo. Most TNF-induced effects were exclusively mediated by TNFR1, including induced glomerular expression of adhesion molecules, chemokines, complement factors and pro-apoptotic molecules. However, TNFR2 contributed to TNFR1-dependent mRNA expression of inflammatory mediators in glomeruli when exposed to low TNF concentrations. Chemokine secretion was absent in TNF-stimulated *Tnfr1*-deficient glomeruli, but also significantly decreased in glomeruli lacking TNFR2. In vivo, TNF-induced glomerular leukocyte infiltration was abrogated in *Tnfr1*-deficient mice, whereas *Tnfr2*-deficiency decreased mononuclear phagocytes infiltrates, but not neutrophils. These data demonstrate that activation of intrinsic glomerular cells by soluble TNF requires TNFR1, whereas TNFR2 is not essential, but augments TNFR1-dependent effects. Previously described TNFR2-dependent glomerular inflammation may therefore require TNFR2 activation by membrane-bound, but not soluble TNF.

## Introduction

Cytokines produced by intrinsic renal cells and infiltrating leukocytes are central mediators of inflammatory kidney diseases. Tumor necrosis factor-α (TNF) is involved in glomerular inflammation and scarring [1], [2]. Renal expression of TNF is up-regulated in experimental animals and patients with glomerulonephritis (GN) [3], [4], [5], [6]. TNF is produced by macrophages, T cells, neutrophils and endothelium. Furthermore, intrinsic renal cells, including mesangial cells, podocytes, and tubular epithelial cells produce TNF upon stimulation [4], [7], [8], [9], [10], [11].

The functional role of TNF in GN has been demonstrated in animal models. Systemic administration of TNF induced glomerular damage in rabbits [12] and exacerbated glomerular injury in rats with nephrotoxic serum nephritis (NTN), a model of immune complex-mediated GN [13]. TNF-deficient mice subjected to NTN demonstrated reduced proteinuria, glomerular crescent formation, infiltration of leukocytes, and expression of vascular adhesion molecules [14]. In bone marrow chimeric mice it was shown that intrinsic renal cells are the major source of TNF contributing to renal injury in the NTN model [15], [16]. TNF blockade also attenuated glomerular lesions and crescent formation in rats developing anti-glomerular basement membrane antibody-induced crescentic GN [17], [18], [19].

Biological activities of TNF are mediated through two functionally distinct TNF receptors (TNFR), TNFR1 (CD120a) and TNFR2 (CD120b). An increased glomerular expression of TNFR1 and TNFR2 has been suggested by animal and human biopsy studies of GN [6], [20]. We have previously identified distinct proinflammatory roles of the two TNFRs in the development of glomerular injury in murine NTN. *Tnfr1*-deficiency delayed the onset of GN, whereas deficiency of intrinsic renal cell-expressed TNFR2 abrogated glomerular injury following immune complex deposition [20]. Underlying mechanisms of these differential TNFR-mediated inflammatory responses in the glomerulus are not known.

With TNF receptor-targeted interventions becoming a potential therapeutic strategy to reduce glomerular inflammation, mechanisms of TNFR-specific inflammatory responses in glomeruli remain to be elucidated. Here, we characterize TNFR1- and TNFR2-dependent glomerular inflammatory pathways in murine kidneys in vivo, in isolated glomeruli ex vivo, and in murine mesangial cells in vitro. Microarray gene expression profiling on intact glomeruli isolated from wildtype and *Tnfr*-deficient mice demonstrated that soluble TNF mediates most inflammatory effects in glomeruli via TNFR1-dependent mRNA induction of proinflammatory mediators, including adhesion molecules and chemokines. TNFR2 contributed to TNFR1-dependent effects after stimulation with low TNF concentrations. In addition, we identified a posttranscriptional role of TNFR2 in enhancing chemokine secretion. Consistent with these in vitro results, we demonstrated a predominant role of TNFR1 in mediating soluble TNF-induced glomerular leukocyte accumulation in vivo, with a selective contribution of TNFR2 to the accumulation of glomerular mononuclear phagocytes. Together, these data suggest that activation of intrinsic glomerular cells by soluble TNF requires TNFR1, whereas TNFR2 augments TNFR1-dependent effects. In contrast, no exclusively TNFR2-dependent inflammatory pathways were identified in soluble TNF-stimulated glomeruli. These data suggest that mice deficient for renal cell-expressed TNFR2 are protected from GN in vivo [20] as a result from blocked TNFR2 activation by membrane-bound TNF, but not soluble TNF in intrinsic glomerular cells.

## Materials and Methods

### Animals

Mouse strains with targeted deletion of TNFR1 (*Tnfr1*−/−, B6.129-*Tnfrsf1a^tm1Mak^*) and 2 (*Tnfr2*−/−, B6.129-*Tnfrsf1b^tm1Mwm^*) were originally purchased from the Jackson Laboratory (Bar Harbor, ME, USA) and bred in our Central Animal Facility (University Hospital Innenstadt, Ludwig-Maximilians-University Munich) under specific pathogen-free conditions. *Tnfr1* and *2* double-deficient mice (*Tnfr1,2*−/−) and C57BL/6J wildtype controls were generated by cross-breeding of single *Tnfr*-deficient mice. Renal leukocyte infiltration was induced in 6 to 8 week old male mice by intraperitoneal injection of 5 µg recombinant murine TNF (Invitrogen, Karlsruhe, Germany). Perfused kidneys were harvested eight hours after TNF injection. Untreated male mice were used for paramagnetic isolation of glomeruli subsequently analyzed in ex vivo experiments. All experimental procedures involving mice were approved by the Ethical Committee of the Regierung von Oberbayern (AZ 55.2-1-54-2532.3-8-12).

### Paramagnetic Isolation of Glomeruli

Isolation of glomeruli from mouse kidneys was essentially performed as described by Takemoto and coworkers [21]. Briefly, M-450 tosylactivated, 4.5 µm diameter Dynabeads (Invitrogen, Karlsruhe, Germany) were inactivated according to the manufacturer`s instructions. Mice were perfused with 8×10^7^ paramagnetic Dynabeads diluted in 40 ml of phosphate-buffered saline (PBS; Pan Biotech, Aidenbach, Germany) through the heart with a constant pressure of 40 mmHg using a custom-made, pressure-controlled syringe. Kidneys were digested with 1 mg/ml collagenase A (Roche Diagnostics, Mannheim, Germany) in 1 ml Hanks` balanced salt solution (HBSS; Pan Biotech) at 37°C for 30 minutes. The digested tissue was passed through a 100 µm cell strainer (BD Biosciences, Heidelberg, Germany). The cell suspension containing glomeruli with trapped paramagnetic Dynabeads was placed into a magnetic particle concentrator (Invitrogen) for 7 minutes. The first supernatant was pipetted into a separate tube and stored on ice. The remaining tissue was resuspended in 10 ml PBS, and placed again into the magnetic particle concentrator for 5 minutes. The supernatant was removed and remaining paramagnetically labelled glomeruli were resuspended in 4 ml PBS and passed through a 100 µm cell strainer. This suspension was placed again in the magnetic particle separator for 5 minutes, the supernatant discarded, and the remaining tissue was washed three times with 10 ml PBS. Finally, purified glomeruli were resuspended in 1.5 ml of PBS. All procedures were performed on ice except the collagenase digestion at 37°C. Samples of all obtained fractions were viewed microscopically. The final paramagnetically labelled fraction contained highly purified glomeruli with a yield of approximately 10,000 glomeruli per mouse kidney and a purity >97% (intact glomeruli versus tubular fragments or single cells). As previously described, isolated glomeruli were lacking the Bowman`s capsule [21]. The first supernatant was free of glomeruli, but contained tubular fragments, single tubular cells and polymorphic interstitial cells.

### Cell Culture

A murine glomerular endothelial cell line was originally derived from tsA58 immorto mice [22] and generously provided by Dr. Nese Akis (Division of Microbiology, Uludag University, Bursa, Turkey). Cells were grown in DMEM medium with GlutaMax (Invitrogen) supplemented with 10% fetal calf serum (FCS; Biochrom, Berlin, Germany), 100 U/ml penicillin and 100 µg/ml streptomycin (PAA Laboratories, Pasching, Austria). The endothelial cells were characterized by positive immunostaining for CD31, von Willebrand factor, and cytokeratin 18. A murine mesangial cell line was maintained in DMEM supplemented with 2.5% FCS and penicillin-streptomycin as described [23]. Reaching 80% confluency cells were serum starved for 24 hours and subsequently stimulated with murine TNF (Invitrogen) or IFN-γ (PeproTech, Rocky Hill, NJ, USA) in DMEM for 5 hours (endothelial cells) or 24 hours (mesangial cells).

Primary murine mesangial cells (pMC) were prepared from C57BL/6J wildtype and *Tnfr*-deficient mice following paramagnetic isolation of glomeruli as previously described [24]. After five passages, pMC were characterized by positive immunostaining for α-smooth muscle actin and desmin, and by negative staining for CD31, von Willebrand factor and cytokeratin 18. Being 80% confluent pMC from passages 7–8 were serum starved for 24 hours and subsequently stimulated with indicated concentrations of murine TNF in RPMI 1640 for 12 hours.

### Glomerular Culture and Stimulation

After isolation 5,000 intact glomeruli were resuspended in 3 ml RPMI 1640 supplemented with 15% FCS, 15 mM HEPES buffer (Invitrogen), 0.66 U/ml insulin and penicillin-streptomycin, and were incubated in 6 well plates at 37°C for 24 hours. After serum starving for further 24 hours glomeruli were stimulated with indicated concentrations of murine TNF in RPMI 1640 for 12 or 24 hours.

### Microarray Studies

For microarray experiments 5,000 glomeruli isolated from male C57BL/6J wildtype and *Tnfr*-deficient mice were serum starved and subsequently stimulated with 50 ng/ml TNF. After 12 hours total RNA was prepared using RNeasy Mini Kit (Qiagen, Hilden, Germany). Integrity of each RNA sample was tested by denaturing agarose gel electrophoresis. Three independent preparations of 2 µg total RNA per genotype was used for biotin-labeled complementary RNA probe synthesis and hybridization of Affymetrix Mouse Genome 430 2.0 arrays according to the Affymetrix Expression Analysis Technical Manual. Triplicate arrays per genotype were scanned and analyzed using the Affymetrix GeneChip Operating Software (GCOS1.0). The complete data set was deposited into the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/; submission no. GSE43928).

For microarray analysis robust multichip average (RMA) [25] was performed. All twelve Affymetrix Microarray CEL files were normalized together using RMA Express, version 1.0 beta 2 (http://rmaexpress.bmbolstad.com/). For probe set annotation the default Mouse 430_2.cdf was used. Following normalized RMA, significance analysis of microarrays (SAM) was applied using the Microsoft Excel plugin of SAM, version 1.21 [26] to analyze differentially expressed transcripts in *Tnfr1,2*−/−, *Tnfr1*−/− and *Tnfr2*−/− glomeruli compared to wildtype. A q-value <5% was used to identify probe sets that detected transcipts with different expression levels in the analyzed groups. If the same gene was identified by multiple probe sets, fold-changes to wildtype were calculated from the averaged signal intensities of the respective probe sets. Genes with an at least 1.5-fold difference in mRNA abundance were considered as differentially expressed between groups.

### Ranking of Differentially Expressed Genes by Gene Ontology

The Database for Annotation, Visualization and Integrated Discovery (DAVID; accessible at http://david.abcc.ncifcrf.gov) [27], [28] was used to group functionally related genes. DAVID gene functional classification was applied to rank the overall importance of functional gene groups that reached an enrichment score of ≥1.3. To identify over-represented biological categories (gene ontology classes) DAVID functional annotation chart was applied using the functional annotation categories of the Gene Ontology Consortium for cellular components, biological processes, and molecular function [27], [29]. Based on the Expression Analysis Systematic Explorer (EASE) [30], annotation terms with EASE scores of p ≤0.05, fold enrichment ≥1.5, and at least 4 genes per group were considered significant for over-representation in the given gene list [27]. For all analysis, redundant probe sets for a given gene were removed before analysis to prevent statistical biasing.

### RNA Isolation and qRT-PCR

Total RNA from cells and isolated tissue was prepared using the RNeasy Mini Kit (Quiagen). Complementary DNA was generated from 500 ng of total RNA by reverse transcription (RT) using random priming and MMLV reverse transcriptase (Invitrogen).

TaqMan real-time PCR was performed on an AB Prism 7000 analyser (Applied Biosystems, Weiterstadt, Germany) using heat-activated TaqDNA polymerase (Amplitaq Gold, Applied Biosystems). For murine nephrin (NM_019459), VCAM-1 (NM_011693), P-selectin (NM_011347), and GAPDH (NM_008084) the following oligonucleotide primers (300 nmol/L) and hydrolysis probes (100 nmol/L) were used (all from Applied Biosystems): murine nephrin, sense primer 5′-ACCCTCCAGTTAACTTGTCTTTGG-3′, antisense primer 5′-ATGCAGCGG AGCCTTTGA-3′, fluorescence labelled probe (FAM) 5′-TCCAGCCTCTCTCC-3′; murine VCAM-1, sense primer 5′-AACCCAAACAGAGGCAGAGTGTAC-3′, antisense primer 5′-GACCCAGATGGTGGTTTCCTT-3′, fluorescence labelled probe (FAM) 5′-TGTCAACGTTGCCCC-3′, murine P-selectin, sense primer 5′-ATGAA CCCTGTTTTAAACGAAAGC-3′, antisense primer 5′-CTTGGTTGCTGCAGGAC ATG-3′, fluorescence labelled probe (FAM) 5′-ACACAGCCTCCTGCC-3′, and murine Gapdh, sense primer 5′-CATGGCCTTCCGTGTTCCTA-3′, antisense primer 5′-ATGCCTGCTTCACCACCTTCT-3′, fluorescence labelled probe (VIC) 5′-CCCAA TGTGTCCGTCGTGGATCTGA-3′: For murine FXYD2 domain-containing ion transport regulator 2 (Fxyd2; NM_007503), TNFR1 (NM_011609), TNFR2 (NM_011610), CCL2/MCP-1 (NM_011333), CCL3/MIP-1α (NM_011337), CCL5/RANTES (NM_013653), ICAM-1 (NM_010493), E-selectin (NM_011693), and 18S rRNA commercially available pre-developed TaqMan reagents (Applied Biosystems) were used. For some target genes amplification and PCR product detection was performed using SYBR Green PCR Master Mix reagents. The SYBR Green forward (f) and reverse (r) oligonucleotide primer sequences were as follows: murine Rab6B, 5′- GGTTGCCTGGTAGGTGTTGT-3′ (f), 5′- GCTGCGAAAATTC AAGTTGG-3′ (r); and 18S rRNA, 5′-GCAATTATTCCCCATGAACG-3′ (f), 5′-AGG GCCTCACTAAACCATCC-3′ (r). The expression of candidate genes was normalized to reference genes GAPDH or 18S rRNA. The mRNA expression was analyzed by standard curve quantification. All measurements were performed in duplicates. Controls consisting of bidistilled H_2_O and RT^−^ controls were negative in all runs.

### Immunohistochemistry

Protein expression of renal TNFR1 and TNFR2 was detected on 4 µm cryostat sections of OCT-embedded tissue stained with polyclonal goat anti-mouse TNFR1 and polyclonal goat anti-mouse TNFR2 antibodies (both from R&D Systems, Wiesbaden, Germany). Specificity of the antisera was shown by negative staining of tissue sections from *Tnfr1*- and *Tnfr2*-deficient mice, respectively.

### Detection of TNF Receptor Surface Expression by Flow Cytometry

To detect TNFR1 surface expression glomerular endothelial or mesangial cells were incubated in fluorescence-activated cell sorting (FACS) buffer (PBS, 0.2% bovine serum albumin, 0.1% NaN_2_) with a monoclonal hamster anti-mouse TNFR1 antibody (clone 55R-286; BD Biosciences), followed by a biotin-labeled mouse anti-hamster IgG cocktail (BD Biosciences). Cells were then stained with phycoerythrin (PE)-conjugated streptavidin (BD Biosciences). Hamster IgG1 was used as the appropriate isotype control. TNFR2 expression was analyzed with a PE-conjugated monoclonal hamster anti-mouse TNFR2 antibody (clone TR75-89; BD Bioscience). PE-conjugated hamster IgG1 was used as isotype control.

### Chemokine ELISA

Chemokine levels in glomerular culture supernatants were determined using commercially available ELISA kits for CCL2/MCP-1, CCL5/RANTES and CXCL10/IP-10 (R&D Systems) following the manufacturer’s protocols.

### Quantification of Glomerular Leukocyte Subsets by Four-color Flow Cytometry

Single-cell suspensions from glomerular tissue preparations of individual kidneys were prepared as previously described [31]. Cells were incubated in FACS buffer on ice with combinations of fluorochrome-labeled antibodies to murine leukocyte surface markers including PE-conjugated anti-CD45 (clone 30-F11), FITC-conjugated Ly-6G (clone 1A8), FITC-conjugated CD3ε (clone 145-2C11), allophycocyanin (APC)-conjugated CD4 (clone RM4-5), PE-Cy5-conjugated CD8α (clone 53-6.7) (all from BD Biosciences), and APC-conjugated F4/80 (clone CL:A3-1; from AbD serotec, Oxford, UK). Stained cells were analysed with a FACS Calibur™ flow cytometer and Cellquest™ software (BD Biosciences). The number of positively stained cells was expressed as percentage of total glomerular cells.

### Statistical Analysis

Numerical results of each experimental group were expressed as mean±SD or SE as indicated, and were compared using two-sided non-parametric Mann-Whitney *U* test. When more than 2 experimental groups were compared, Kruskal-Wallis test was carried out, followed by pairwise Mann-Whitney U tests. Significance was assigned to P<0.05.

## Results

### Expression of TNFR1 and TNFR2 in Mouse Kidney and Intrinsic Glomerular Cells

Glomeruli were isolated from 6 to 8 week old wildtype mice after perfusion with paramagnetic Dynabeads (Figure S1A). The first supernatant obtained during the washing procedure consisted of a tubulointerstitial tissue fraction that was free of glomeruli (Figure S1B). To assure the glomerular and tubulointerstitial origin of the two tissue fractions mRNA expression of glomerular and tubular marker genes was determined examining nephrin and FXYD2, the γ-subunit of the tubular Na,K-ATPase, respectively (Figure S1C, S1D).

Compartment-specific quantitative PCR revealed a constitutive expression of TNFR1 and TNFR2 in normal mouse glomeruli, with substantially lower transcript levels in tubulointerstitial tissue (Figure 1A). Consistently, immunohistochemistry demonstrated a prominent protein expression of TNFR1 and TNFR2 in glomeruli, but only weak expression in the tubulointerstitium of normal mice (Figure 1B).

**Figure 1:**
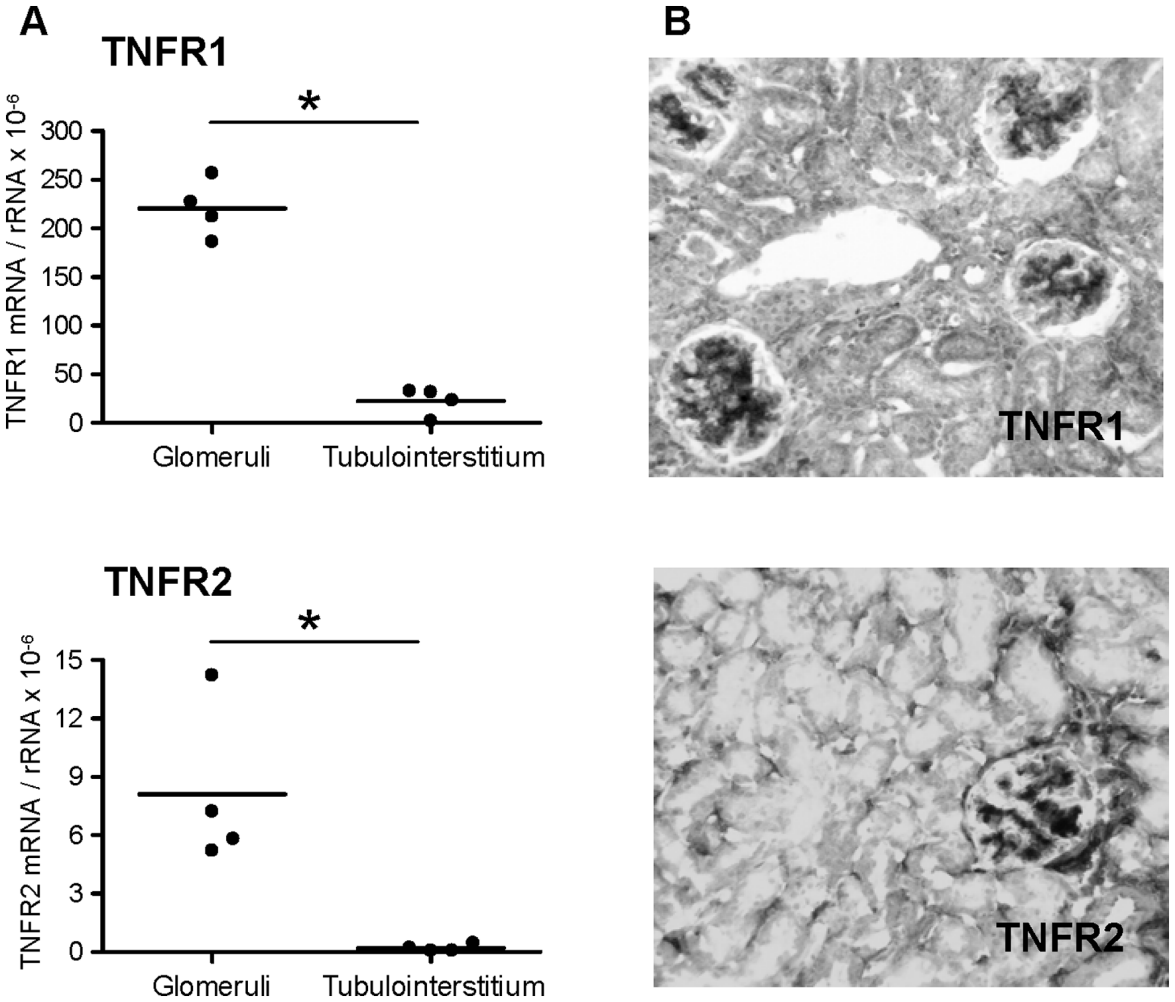
Expression of TNFR1 and TNFR2 in mouse kidney. **A:** Compartment-specific expression of TNFR1 and TNFR2 mRNA in glomeruli and tubulointerstitial tissue isolated from normal mouse kidney as analyzed by quantitative real-time PCR. Values were normalized to rRNA expression used as reference gene. ∗ p<0.05. **B:** Immunohistochemistry on frozen sections for TNFR1 and TNFR2 protein demonstrates a prominent glomerular expression of both receptors (black color product) in normal mouse kidney. Original magnification x200.

In vitro, glomerular endothelial (Figure 2A, 2B) and mesangial cells (Figure 2C, 2D) constitutively expressed mRNA of both TNFRs, with a substantially lower abundance of TNFR2 mRNA. After stimulation of both cell types with TNF and IFN-γ, TNFR1 mRNA was only upregulated after challenge with IFN-γ or TNF in combination with IFN-γ (Figure 2A, 2C). In contrast, TNFR2 expression was readibly inducable after incubation with TNF, IFN-γ or combined stimulation (Figure 2B, 2D). As TNF receptors are shed from the cell surface following ligand binding and activation we next analyzed surface expression of TNFR1 and TNFR2. In glomerular endothelial cells cytokine stimulation decreased surface expression of both TNFRs (Figure 2E, 2F). In contrast, TNFR1 and TNFR2 were not shed from the surface of mesangial cells upon stimulation, and surface expression of TNFR2 increased after combined stimulation with TNF and IFN-γ (Figure 2G, 2H), suggesting a robust mesangial TNFR signaling capacity in inflammatory conditions.

**Figure 2:**
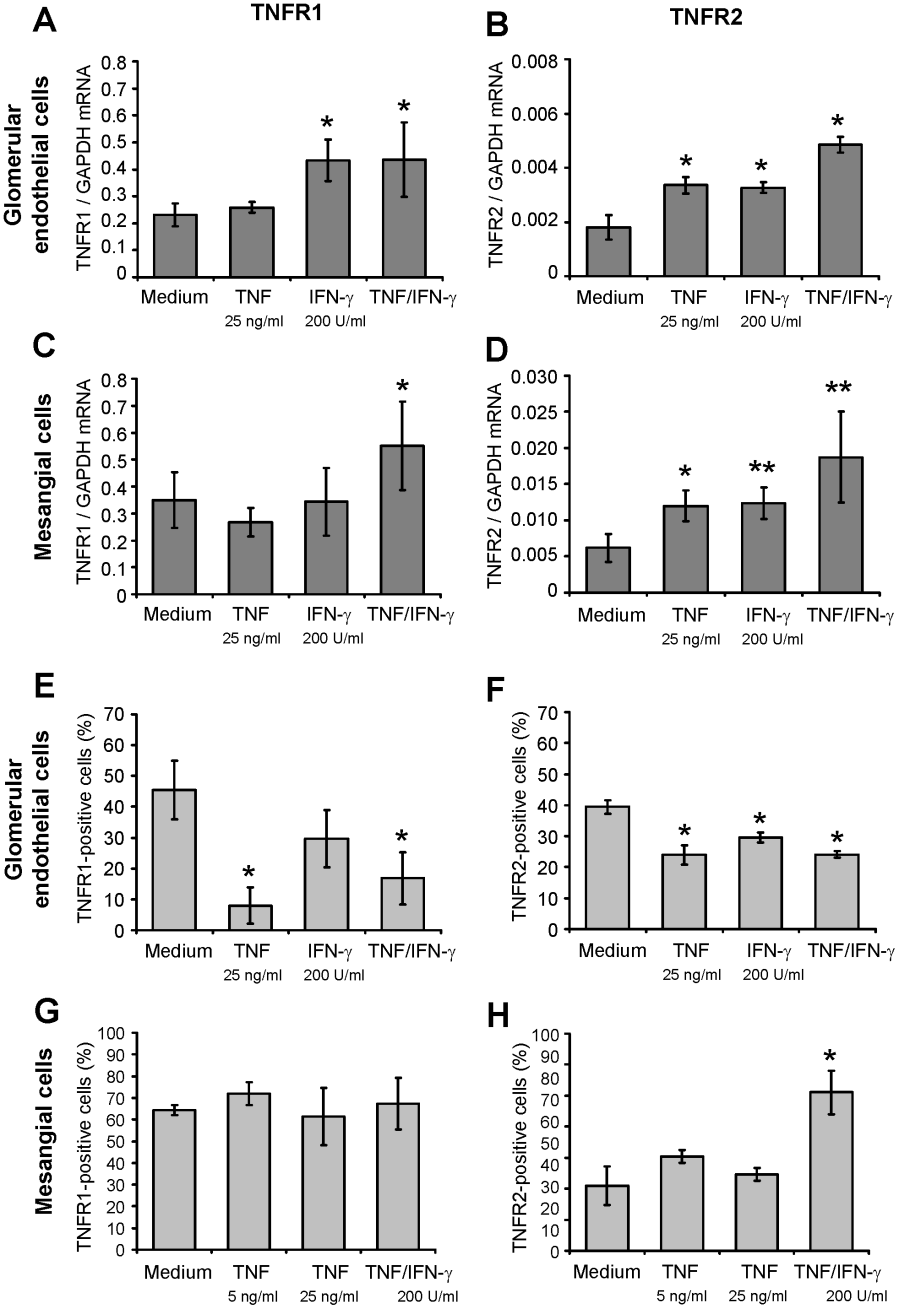
Expression of TNFR1 and TNFR2 in glomerular endothelial and mesangial cells in vitro. **A:** Expression of TNFR1 mRNA in unstimulated, TNF-stimulated and IFN-γ-stimulated glomerular endothelial cells. Cells were stimulated with indicated concentrations of TNF and/or IFN-γ for 5 hours. **B:** Expression of TNFR2 mRNA in unstimulated, TNF-stimulated and IFN-γ-stimulated glomerular endothelial cells. Cells were stimulated as in A. **C:** Expression of TNFR1 mRNA in unstimulated, TNF-stimulated and IFN-γ-stimulated mesangial cells. Cells were stimulated with indicated concentrations of TNF and/or IFN-γ for 24 hours. **D:** Expression of TNFR2 mRNA in unstimulated, TNF-stimulated and IFN-γ-stimulated glomerular endothelial cells. Cells were stimulated as in C. mRNA expression levels were analyzed by quantitative real-time PCR. Values were normalized to GAPDH expression used as reference gene. ∗ p<0.05, ∗∗ <0.01 (**A-D**). **E:** TNFR1 surface expression in unstimulated, TNF-stimulated and IFN-γ-stimulated glomerular endothelial cells in vitro analyzed by flow cytometry. Cells were stimulated with indicated concentrations of TNF and/or IFN-γ for 5 hours. **F:** TNFR2 surface expression in unstimulated, TNF-stimulated and IFN-γ-stimulated glomerular endothelial cells. Cells were stimulated as in E. **G:** Flow cytometric analysis of TNFR1 surface expression in unstimulated, TNF-stimulated and IFN-γ-stimulated mesangial cells in vitro. Cells were treated with indicated concentrations of TNF and IFN-γ for 24 hours. **H:** TNFR2 surface expression in unstimulated, TNF-stimulated and IFN-γ-stimulated mesangial cells. Cells were stimulated as in G. The percentage of TNFR-positive cells was determined in comparison to the respective isotype controls. ∗ p<0.05 versus medium control (**E-H**). Data are mean and SD of 3 to 6 independent experiments per group.

Together, these data demonstrate a constitutive glomerular expression of both TNFRs in normal mouse kidneys, which can be induced by proinflammatory stimuli, with TNFR2 being more readily upregulated than TNFR1.

### TNF-induced Expression of Glomerular Adhesion Molecules and Chemokines Correlates with Glomerular Leukocyte Infiltration in vivo

8 hours after intraperitoneal injection of 5 µg TNF, glomerular mRNA expression of adhesion molecules and chemokines substantially increased, with the highest induction (42.5-fold) seen for the proinflammatory chemokine CCL2/MCP-1 (Figure 3A). This was associated with glomerular influx of CD45^+^ leukocytes, mainly Ly6C^+^ neutrophils and F4/80^+^ mononuclear phagocytes, as revealed by compartment-specific flow cytometry (Figure 3B). These data demonstrate that TNF-induced expression of glomerular adhesion molecules and chemokines results in a rapid glomerular influx of leukocytes, which may substantially contribute to the glomerular production of inflammatory mediators. Thus, analysis of TNF-exposed glomeruli in vivo would not allow the characterization of local TNFR-mediated inflammatory responses in intrinsic glomerular cells as opposed to infiltrating leukocytes.

**Figure 3:**
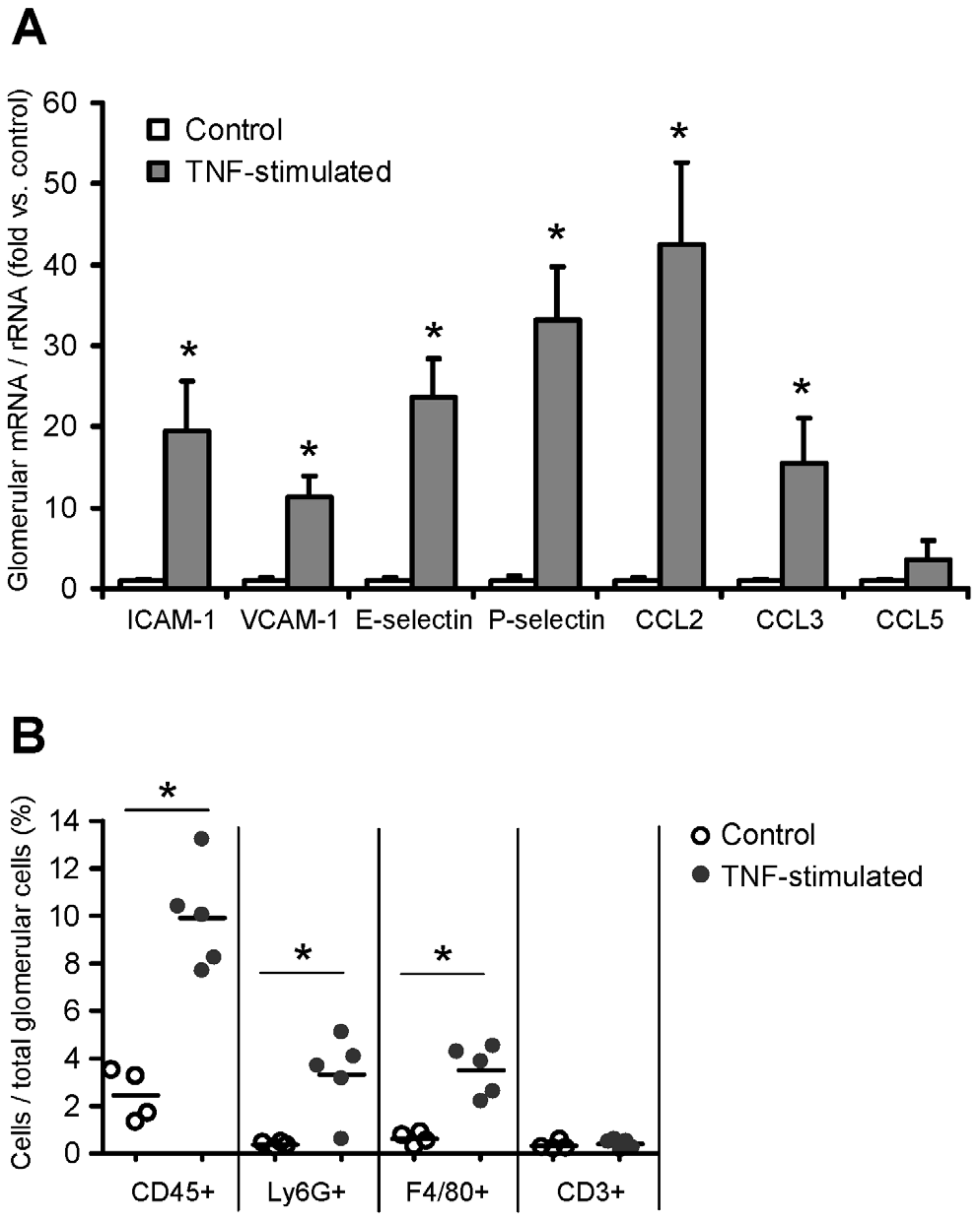
TNF-induced expression of glomerular adhesion molecules and chemokines correlates with leukocyte infiltration in vivo. **A:** Glomerular expression of adhesion molecules and proinflammatory chemokines in glomeruli isolated from control mice (white bars) and from mice 8 hours after intraperitoneal injection of 5 µg TNF (grey bars). mRNA levels were determined by quantitative real-time PCR, and values were normalized to 18S rRNA as reference gene. Results are expressed as fold change compared to control glomeruli. Data shown are means and SE of n = 3 to 6 per group; ∗ p<0.05 versus control. **B:** Glomerular leukocyte infiltration 8 hours after intraperitoneal injection of TNF (5 µg) was analysed by compartment-specific flow cytometry. Leukocyte subpopulations were identified as follows: leukocytes: CD45^+^, neutrophils: CD45^+^ Ly6G^+^ F4/80^−^, F4/80 positive mononuclear phagocytes: CD45^+^ F4/80^+^ Ly6G^−^, and T cells: CD45^+^ CD3ε^+^. Leukocyte numbers are expressed as percentage of all glomerular cells. ∗ p<0.05 versus control.

### Analysis of TNFR1- and TNFR2-specific Inflammatory Responses in TNF-stimulated Glomeruli ex vivo by Microarray Expression Profiling

To examine TNFR-specific inflammatory responses in intrinsic glomerular cells but not infiltrating leukocytes we stimulated intact glomeruli isolated from wildtype and *Tnfr*-deficient mice with soluble TNF ex vivo. 

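Glomeruli were isolated with paramagnetic beads from wildtype, *Tnfr1,2*−/−, *Tnfr1*−/− and *Tnfr2*−/− mice, and cultures of 5000 glomeruli were exposed to 50 ng/ml TNF for 12 hours. The mutants lack TNF receptor 1, encoded by Tnfrsf1a, TNF receptor 2, encoded by Tnfrsf1b, or both. RNA of 3 preparations per genotype was hybridized, giving 12 arrays for the 4 genotypes. Arrays of unstimulated glomeruli were not analysed here, so each comparison sets TNF-exposed mutant glomeruli against TNF-exposed wildtype glomeruli. The authors normalized the 12 arrays together by the robust multichip average, which gives a log2 value per probe set. These values lay between 1.93 and 14.1, and the medians of the arrays between 5.59 and 5.64. Of 45101 probe sets, 34958 carried exactly 1 gene symbol, and each of the resulting 18194 genes was represented by its probe set with the highest mean. A linear model with a moderated variance (limma) was fitted to all 12 arrays, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold. The comparisons, 28 gene lists, the rule for naming genes and most alternative settings were fixed before the data were examined. The number of arrays limits the precision, since an exact permutation test of 3 against 3 arrays cannot give a p under 0.1. All p-values measure the spread between these samples, and neither the labels nor the paper's text says whether each preparation came from separate mice. In simulated data with 50 changed genes at each of 4 sizes, a log2 change of 1 was called for 62% of genes in *Tnfr1,2*−/−, 66% in *Tnfr1*−/− and 70% in *Tnfr2*−/− glomeruli, and one of 1.5 for 94%, 96% and 96%. Where few genes change, the adjustment is stricter, so these shares do not hold for *Tnfr2*−/− glomeruli.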

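Transcripts of both targeted receptor genes were measured. Tnfrsf1b, which encodes TNF receptor 2, had a log2 value of 7.63 ± 0.20 (SD, n = 3) in wildtype, 5.48 ± 0.10 in *Tnfr1,2*−/−, 7.48 ± 0.81 in *Tnfr1*−/− and 5.33 ± 0.36 in *Tnfr2*−/− glomeruli. Tnfrsf1a, which encodes TNF receptor 1, had a log2 value of 10.56 ± 0.28 in wildtype, 9.29 ± 0.28 in *Tnfr1,2*−/−, 9.74 ± 0.47 in *Tnfr1*−/− and 10.73 ± 0.12 in *Tnfr2*−/− glomeruli. Tnfrsf1b fell by 2.15 on the log2 scale in *Tnfr1,2*−/− glomeruli (standard error 0.329, adjusted p = 0.0062), but changed by -1.12 (adjusted p = 0.055) where its probe sets were averaged. Tnfrsf1a fell by 1.27 in *Tnfr1,2*−/− glomeruli (standard error 0.237, adjusted p = 0.0228). Its change of -0.82 in *Tnfr1*−/− glomeruli did not pass the test (adjusted p = 0.217), but passed with the array set given below (0.0065) or the replicate number as a block (0.031) and with array weights (-0.88, 0.024). The call for Tnfrsf1a in *Tnfr1,2*−/− glomeruli was lost without wildtype replicate 1 (adjusted p = 0.11), wildtype replicate 2 (0.12), *Tnfr1,2*−/− replicate 2 (0.11) or *Tnfr1,2*−/− replicate 3 (0.095). The arrays also fell into 2 sets by the 3′ minus 5′ difference of the beta-actin control, a sign of RNA and labelling quality. This difference was 0.875 ± 0.114 (SD, n = 7) on the log2 scale in set 1 and 2 ± 0.2 (n = 5) in set 2. Set 2 held wildtype replicate 3, *Tnfr1,2*−/− replicates 2 and 3, *Tnfr1*−/− replicate 3 and *Tnfr2*−/− replicate 3. The poly-A spike-in controls differed between the sets by 1.32 in the same measure (exact permutation p = 0.0013 over 792 splits). The first principal component carried 45% of the variance, of which the array set took 87.7%. The second component carried 21.2%, of which genotype took 85.6%.

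**Figure D1:**
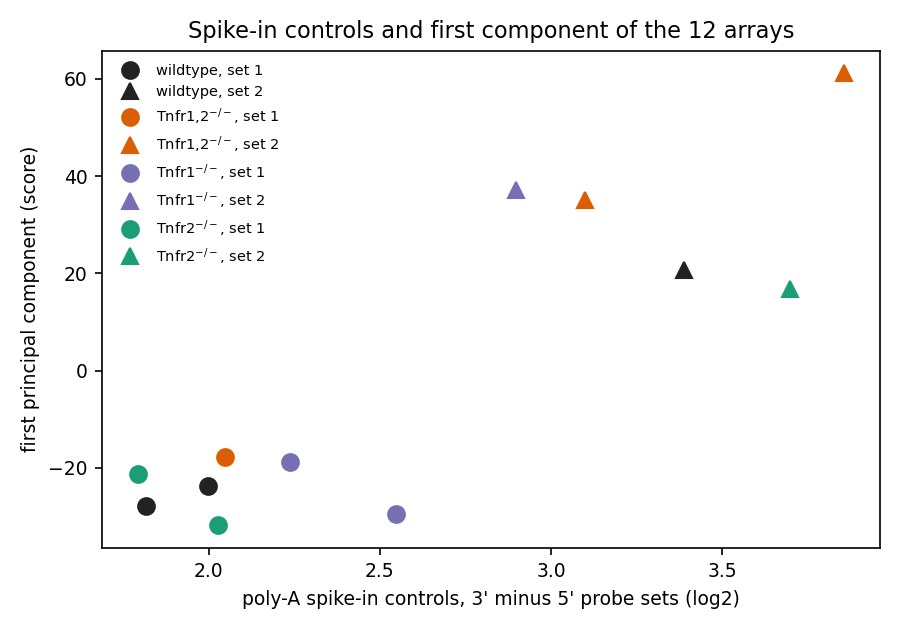
Score of each of the 12 arrays on the first principal component (y axis) against the 3′ minus 5′ difference of the poly-A spike-in controls in log2 units (x axis). Circles are arrays of set 1, triangles arrays of set 2, and colours give the genotype; the spike-in difference runs from 1.79 to 2.55 in set 1 and from 2.9 to 3.86 in set 2.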

Global gene expression levels were determined on Affymetrix Mouse Genome 430 2.0 gene chips. Representative genes differentially expressed in TNF-stimulated *Tnfr1,2*−/−, *Tnfr1*−/− and *Tnfr2*−/− glomeruli compared to wildtype are listed in Table S1. 

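The functional groups of Table S1 differed in how evenly their members were lower. In *Tnfr1,2*−/− glomeruli all 12 genes of chemokines and their receptors fell, among them Cxcl2 and Cxcl3, which attract neutrophils and were 25.9-fold and 22.1-fold lower. All 7 measured NF-κB factors and regulators fell as well, and 13 of 16 measured innate immune effectors and receptors. Of 12 measured apoptosis mediators 9 fell, of 10 proteases 7 fell and 1 rose, and of 9 antigen presentation proteins 7 fell. Adhesion proteins went both ways, with 5 of 12 lower and 3 higher. So did the 26 transport proteins and channels, of which 15 fell and 8 rose. Of 22 signaling molecules 7 fell and 8 rose, the latter including the tyrosine kinase Bmx (3.54-fold higher). Among 15 transcription factors and regulators 6 fell and 6 rose, with Heyl, a target of Notch signaling, 4.77-fold higher. Of 17 cytokines and cytokine receptors 8 fell and 1 rose, of 14 cell cycle regulators 5 fell and 4 rose, of 12 metabolic enzymes 5 fell, and of 8 cytoskeletal proteins 2 fell and 2 rose. Adhfe1, a mitochondrial dehydrogenase, was 8.02-fold lower. In *Tnfr1*−/− glomeruli 11 of the 12 chemokine genes, 6 of the 7 NF-κB genes and 12 of the 16 innate immune genes fell. Other groups were less even there. Of the 22 signaling molecules 3 fell and 9 rose, of the 26 transport proteins 10 fell and 7 rose, and of the 17 cytokine genes 5 fell. The study chose these groups on the same arrays, so the counts are not independent evidence of their direction. Values in the table had been seen before the examples were chosen.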

A comprehensive summary of all differentially expressed gene sets and genes in *Tnfr1,2*−/−, *Tnfr1*−/−, and *Tnfr2*−/− glomeruli compared to wildtype is shown in Table S2, S3, S4).

In *Tnfr1,2*−/− glomeruli, i.e. glomeruli without TNF-signaling capacity, we detected 290 differentially expressed genes compared to wildtype glomeruli following TNF stimulaton, with 219 genes being down-regulated, and 71 genes with up-reglulated expression (Figure 4A, 5, Table S2). Among these, 168 genes were regulated similarly (i.e. up- or down-regulated) as in *Tnfr1*−/− glomeruli (Figure 4B, 6A, Table S3), without altered expression in *Tnfr2*−/− glomeruli. 

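Among the called genes, Ccl2, a chemokine that attracts monocytes, had the largest measured decrease in *Tnfr1,2*−/− glomeruli, 50.9-fold lower than in wildtype (log2 change -5.67, standard error 0.353, n = 3 arrays per genotype, adjusted p = 1.1e-05). Clec4e, a receptor for microbial glycolipids, was 41.6-fold lower on its probe set with the highest mean. Over its listed probe sets the fold change was -25.5 from the mean linear signal and -12.9 from the mean of log2 values. Cfb, complement factor B, was 34.6-fold lower. Acod1, which makes itaconate in activated macrophages, was 32.2-fold lower and had the smallest adjusted p (4.8e-07). The glucose transporter Slc2a6 was 28.1-fold lower. Saa3, an acute phase protein, and the interferon-induced GTPases Gbp6 and Gbp3 were 25.4-fold, 24.2-fold and 22-fold lower. The *Tnfr1,2*−/− means of Clec4e, Cfb, Acod1, Slc2a6 and Gbp6 lay under the array medians, near the background, so their folds are lower bounds. In the other direction, Vip, a vasodilator neuropeptide, was 11.7-fold higher (log2 change 3.55, standard error 0.329). Hopx, a homeodomain protein without DNA binding, was 5.91-fold higher, and Vegfd, a lymphangiogenic growth factor, 5.19-fold higher. In all, 160 genes fell with a median of 3.19-fold and 76 rose with a median of 2.65-fold, of 18194 tested. Their *Tnfr1,2*−/− arrays all lay on 1 side of the wildtype arrays, which held for 12.4% of all tested genes where chance gives 10%. With array weights 455 genes were lower and 585 higher, so that the balance of the directions turned. With the array set as a block 243 genes were lower and 145 higher, and all 236 were among them. Since the arrays of both genotypes did not overlap, the sign of these genes within each set was fixed beforehand and cannot test the array sets. Of the 236 genes, 233 passed 1.5-fold in set 1 and 233 in set 2. Set 1 holds 1 *Tnfr1,2*−/− array and set 2 holds 1 wildtype array, too few to weigh calls within a set. The count of called genes was 152 without wildtype replicate 1 and 130 without wildtype replicate 2.

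**Figure D2:**
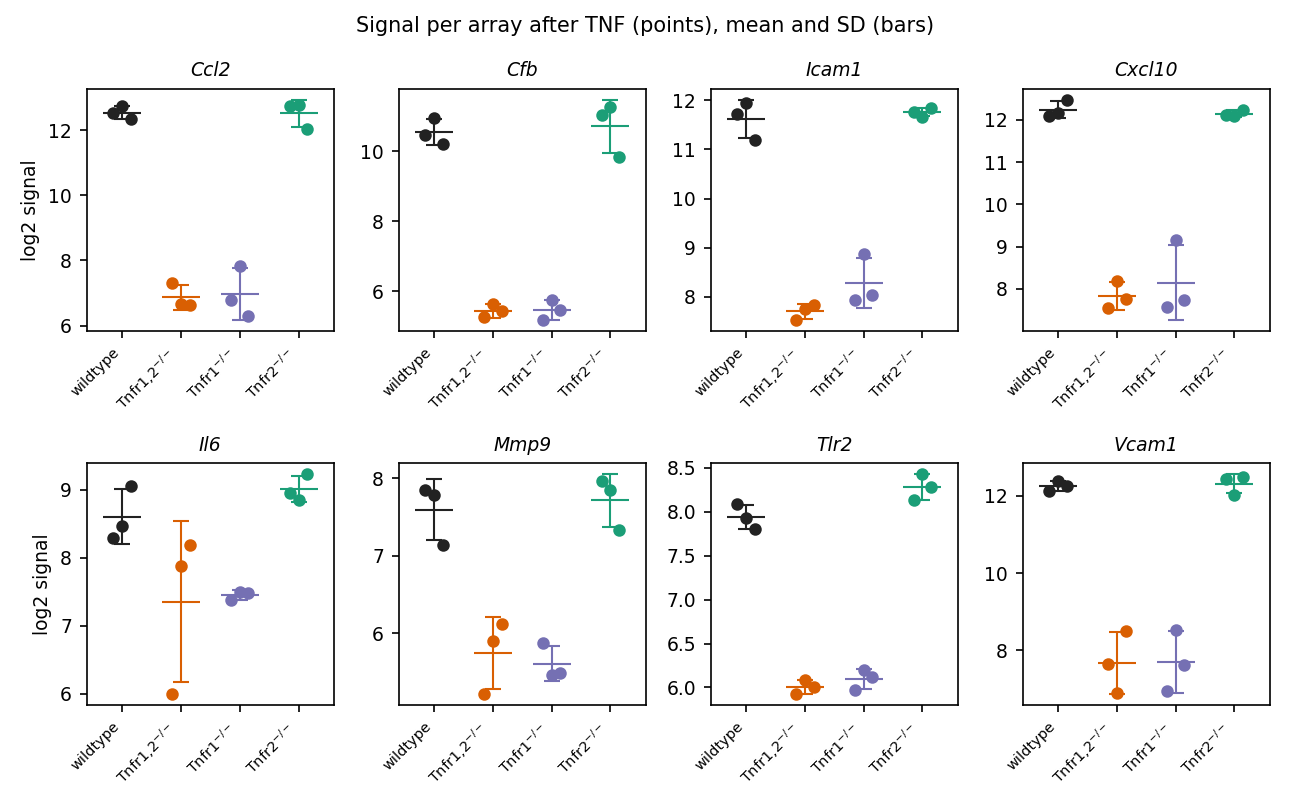
Log2 values (y axis) of Ccl2, Cfb, Icam1, Cxcl10, Il6, Mmp9, Tlr2 and Vcam1 on the 3 arrays of each genotype (x axis). Points are arrays, and the lines give the mean and SD; for Ccl2 the wildtype arrays lie between 12.3 and 12.8 and the *Tnfr1,2*−/− arrays between 6.63 and 7.30.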

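Genes that fell in *Tnfr1,2*−/− glomeruli mostly fell in *Tnfr1*−/− glomeruli too. Shared examples were Gbp2, an interferon-induced GTPase (13.4-fold lower in *Tnfr1,2*−/− and 13.3-fold lower in *Tnfr1*−/− glomeruli), and Hp, haptoglobin (13.4-fold and 15-fold lower). Hopx rose 6.02-fold in *Tnfr1*−/− glomeruli. Of the genes called in both, 114 were lower (1.15 by chance), 57 higher (0.368 by chance) and 0 went in opposite directions. The comparisons share the wildtype arrays, so the same counts were taken over 100 simulated data sets with shared controls and no effect, which gave 0 shared genes on average. Across genes, which are not independent replicates, the correlation of the log2 changes was 0.718, against 0.414 on average (range -0.566 to 0.927) in the simulations. The covariance was 0.0964 against 0.0327 on average and 0.158 at the highest in the simulations. Of the 171 shared genes 0 were called in *Tnfr2*−/− glomeruli, where limma called 0 genes in all and SAM called 4. There 128 genes had an unadjusted p under 0.05, fewer than chance gives at that threshold. The lack of calls is therefore weak evidence that Tnfr2 loss had no effect. Between *Tnfr1,2*−/− and *Tnfr2*−/− changes the correlation was 0.153 (0.48 in the simulations), but -0.12 without *Tnfr2*−/− replicate 3 and 0.5 without wildtype replicate 3. Between *Tnfr1*−/− and *Tnfr2*−/− changes it was 0.228 (0.446 in the simulations), but 0.42 and 0.37 without wildtype replicates 1 and 3 and 0.11 without *Tnfr2*−/− replicate 1. A block for the array set gave 323 shared genes. Within a set alone some genotypes have 1 array, too few to weigh shared calls. For the 236 genes called in *Tnfr1,2*−/− and the 219 in *Tnfr1*−/− glomeruli, mutant and wildtype arrays did not overlap. Their sign within each set was therefore fixed and cannot test the array sets. Of these genes, 233 and 218 passed 1.5-fold in set 1, and 233 and 213 in set 2. Without wildtype replicate 2 the shared count was 92. The correlation between *Tnfr1,2*−/− and *Tnfr1*−/− changes was 0.55 without *Tnfr1,2*−/− replicate 1, 0.85 without *Tnfr1*−/− replicate 2 and 0.43 without *Tnfr1*−/− replicate 3.

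**Figure D3:**
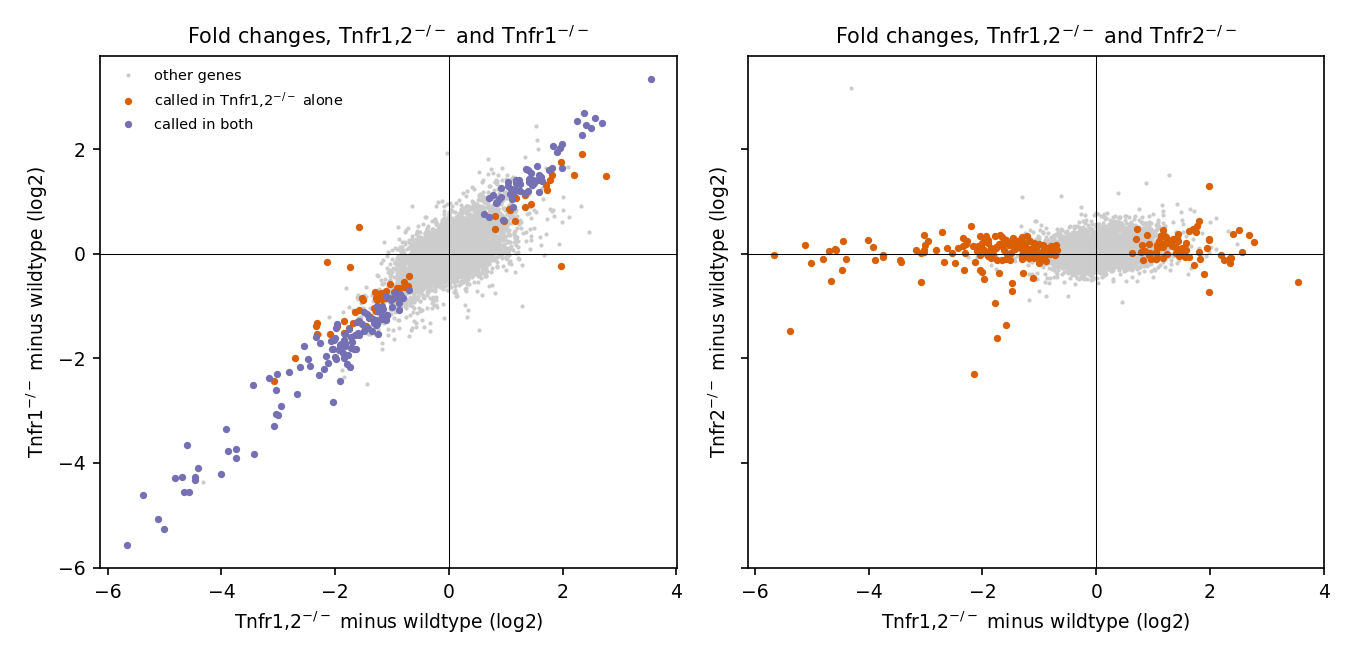
Log2 change of each gene in *Tnfr1,2*−/− against wildtype (x axis) and in *Tnfr1*−/− or *Tnfr2*−/− against wildtype (y axes of the panels). Purple genes were called in both comparisons of a panel, orange genes in *Tnfr1,2*−/− alone, and grey genes in neither or in the other alone; the correlation across genes is 0.718 for *Tnfr1*−/− and 0.153 for *Tnfr2*−/−.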

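Over both *Tnfr1* genotypes, the arrays without Tnfr2 were compared with those that have it, so that 6 arrays stood on each side. This comparison was chosen after the data were seen. Rab6b, a Rab GTPase of membrane traffic, fell by 1.73 on the log2 scale (standard error 0.126, adjusted p = 0.000416 from limma). Tnfrsf1b itself fell by 2.15 (standard error 0.233, adjusted p = 0.00836), and Znf41-ps, a zinc finger pseudogene, by 1.55 (standard error 0.149, adjusted p = 0.00363). Zfp991, a zinc finger gene, was higher by 1.89 (standard error 0.218, adjusted p = 0.00957), and Angptl7, which encodes a secreted angiopoietin-like protein, by 1.75 (standard error 0.199, same adjusted p). Angptl7 was named after its values were seen. These 5 were the genes called, and the count was also 5 with the array set as a block. Another probe set of Zfp991 went the other way, with a log2 value of 6.16 ± 0.05 (SD, n = 3) in wildtype, 5.89 ± 0.39 in *Tnfr1*−/−, 4.45 ± 0.42 in *Tnfr1,2*−/− and 4.34 ± 0.14 in *Tnfr2*−/− glomeruli. Znf41-ps, Zfp991 and Angptl7 lie within 10 Mb of Tnfrsf1b on chromosome 4.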

Expression of 5 genes was decreased in *Tnfr1,2*−/− as well as *Tnfr2*−/− glomeruli (Figure 4C, 6B, Table S4), but not in *Tnfr1*−/−. 

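Of the genes called in *Tnfr1,2*−/− glomeruli, 65 were not called in *Tnfr1*−/− glomeruli. This count was 37 and 38 without wildtype replicates 1 and 2, 27 and 23 without *Tnfr1,2*−/− replicates 2 and 3, and 102 and 115 without *Tnfr1*−/− replicates 2 and 3. Among the 65 were Madcam1, a ligand of homing receptors on lymphocytes (8.43-fold lower in *Tnfr1,2*−/− glomeruli, adjusted p = 0.018), and Csf1, the growth factor of macrophages (3.14-fold lower, adjusted p = 0.0125). In *Tnfr1*−/− glomeruli their log2 changes were -2.44 (adjusted p = 0.073) and -1.12 (adjusted p = 0.114). Col8a1, a short-chain collagen, was 5.09-fold higher in *Tnfr1,2*−/− glomeruli (adjusted p = 0.0249), with a log2 change of 1.91 in *Tnfr1*−/− glomeruli (adjusted p = 0.0808). With the replicate number as a block all 3 passed in *Tnfr1*−/− glomeruli (adjusted p = 0.0029 for Madcam1, 0.025 for Csf1 and 0.012 for Col8a1). Table S1 lists Csf1 as lower in *Tnfr1,2*−/− glomeruli alone. It lists Madcam1 as lower in both genotypes and Col8a1 as higher in *Tnfr1*−/− glomeruli alone. The direct comparison of *Tnfr1,2*−/− with *Tnfr1*−/− glomeruli called 1 gene, Rab6b. At an unadjusted p under 0.05 it counted 472 genes, fewer than chance gives at that threshold, and SAM called 3. With the array set as a block 4 genes were called. Each set alone leaves 1 genotype with a single array, too few to weigh calls there. The Rab6b arrays of both genotypes did not overlap, so its sign within each set was fixed. Its change passed 1.5-fold in both sets. The call for Madcam1 was lost without wildtype replicate 1 (adjusted p = 0.093), wildtype replicate 2 (0.11), *Tnfr1,2*−/− replicate 2 (0.088) or *Tnfr1,2*−/− replicate 3 (0.085). The call for Csf1 was lost without wildtype replicates 1 or 2 (0.067 and 0.076) or *Tnfr1,2*−/− replicates 2 or 3 (0.067 and 0.057), and where probe sets were averaged (0.24). The call for Col8a1 was lost without wildtype replicates 1, 2 or 3 (0.066, 0.12 and 0.097) or *Tnfr1,2*−/− replicate 2 (0.053), by SAM (0.18) and with the 6 arrays alone (0.15).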

The remaining 117 genes were differentially expressed in *Tnfr1,2*−/− glomeruli only. However, as shown in Figure 5 all of these genes had a trend towards similar regulation in *Tnfr1*−/− glomeruli, with mean fold changes of expression levels mostly >1.5, although not reaching statistical significance. In contrast, these genes were not differentially expressed in *Tnfr2*−/− glomeruli compared to wildtype (Figure 5). 

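Table S2 marks 122 genes as not significant in either single mutant, 84 of them lower and 38 higher in *Tnfr1,2*−/− glomeruli. In *Tnfr1*−/− glomeruli 118 of these had the sign listed for *Tnfr1,2*−/− glomeruli, 114 passed a change of 1.2-fold and 88 passed 1.5-fold in that direction. Their median change in the listed direction was 1.09 on the log2 scale in *Tnfr1,2*−/− glomeruli (quartiles 0.90 and 1.35) and 0.82 in *Tnfr1*−/− glomeruli (quartiles 0.55 and 1.08). These medians are 2.13-fold and 1.77-fold. Tspan13, a tetraspanin, was higher by 1.00 in *Tnfr1,2*−/− glomeruli and changed by -0.06 in *Tnfr1*−/− glomeruli. Wipf3, an actin regulator, was higher by 1.22 and changed by -0.08, and Angptl7 was higher by 1.98 and changed by -0.23. These are the genes with 1 symbol among the 4 that did not share the sign, and they were named after their values were seen. Of the 113 genes with 1 symbol, limma called 53 in *Tnfr1,2*−/− glomeruli and 15 in *Tnfr1*−/− glomeruli in the listed direction, and 0 between *Tnfr1,2*−/− and *Tnfr1*−/−. The table was chosen on these arrays, so its direction in *Tnfr1,2*−/− glomeruli is not independent evidence, and *Tnfr1*−/− glomeruli were compared with the same wildtype arrays.

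**Figure D4:**
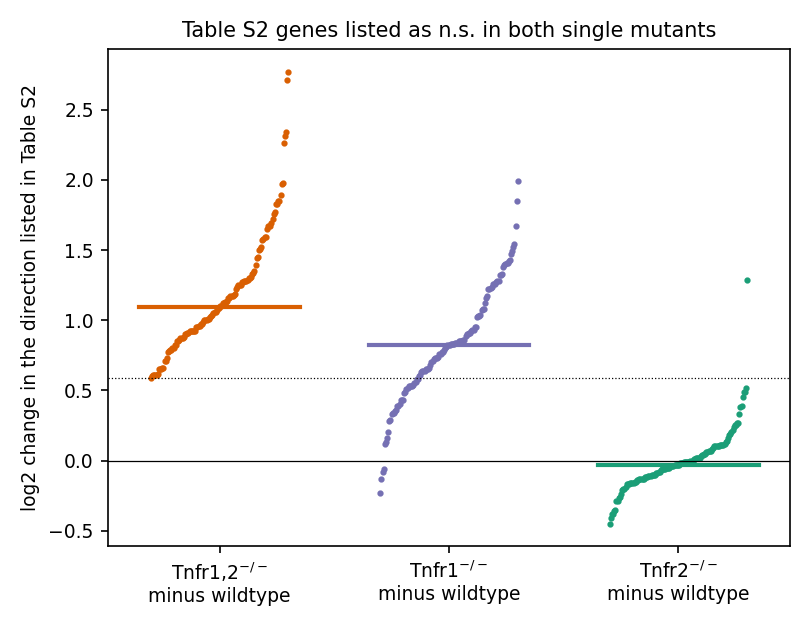
Log2 change in the listed direction (y axis) of the 122 genes in *Tnfr1,2*−/−, *Tnfr1*−/− and *Tnfr2*−/− glomeruli against wildtype (x axis). Points are genes, bars are medians and the dotted line is 1.5-fold; the medians are 1.09, 0.82 and -0.03.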

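In *Tnfr2*−/− glomeruli the 122 genes were spread around no change, with a median of -0.03 on the log2 scale in the direction listed for *Tnfr1,2*−/− glomeruli (quartiles -0.13 and 0.09). Of them 49 had the listed sign, 10 passed 1.2-fold and 1 passed 1.5-fold in that direction, which was Angptl7 with a log2 change of 1.29. The count past 1.5-fold was 3 without wildtype replicate 1, 2 without wildtype replicate 3, 2 without *Tnfr2*−/− replicate 1, 3 without *Tnfr2*−/− replicate 2 and 3 without *Tnfr2*−/− replicate 3.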

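In *Tnfr1,2*−/− glomeruli, members of several groups of immune genes fell. Of 14 measured leukocyte adhesion molecules 3 fell (3 when adjusted over the list alone), led by Vcam1 and Icam1, which hold leukocytes to the endothelium and were 23.7-fold and 15.1-fold lower. Of 25 pattern recognition receptors 9 fell (12 when adjusted over the list alone). Tlr2, which senses bacterial lipopeptides, was 3.83-fold lower (log2 change -1.94, standard error 0.13, n = 3 arrays per genotype, adjusted p = 1.7e-05). Marco, a scavenger receptor, was 8.43-fold lower on its probe set with the highest mean. Over the probe sets that Table S2 lists for Marco, the fold change was -7.04 from the mean linear signal, against -5 in the table. Of 17 genes of MHC class I presentation and the immunoproteasome 7 fell (12 when adjusted over the list alone), with the immunoproteasome subunits Psmb10 and Psmb8 8.20-fold and 8.11-fold lower. None of 14 constitutive proteasome subunits was called by limma, among them Psmb3 (log2 change -0.42, adjusted p = 0.732) and Psmb6 (-0.33, adjusted p = 0.736). Of 14 matrix metalloproteinases 3 fell (4 when adjusted over the list alone), including Mmp3 and Mmp9, which were 4.82-fold and 3.61-fold lower. Of 16 members of the TNF receptor superfamily 3 fell (5 when adjusted over the list alone). This superfamily includes the targeted Tnfrsf1a and Tnfrsf1b, both called lower here, so its count and its test as a set may partly restate the deletion. Tested as sets by camera, the adhesion, recognition, presentation and receptor lists were lower, also with an estimated correlation (adjusted p = 0.016, 0.0046, 0.011 and 0.007). The metalloproteinases did not pass as a set (adjusted p = 0.05, and 0.21 with an estimated correlation), but did with the array set as a block (0.03). Their median of 0.06 and mean of -0.33 differed in sign. The constitutive subunits passed (adjusted p = 0.015), but not with an estimated correlation (adjusted p = 0.44), nor without wildtype replicate 3 (0.49), *Tnfr1,2*−/− replicate 1 (0.1) or *Tnfr1,2*−/− replicate 3 (0.32). Within genotypes, arrays of set 2 differed from those of set 1 by -0.32 on the log2 scale in the mean of the adhesion list and by -0.29 in that of the presentation list.

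**Figure D5:**
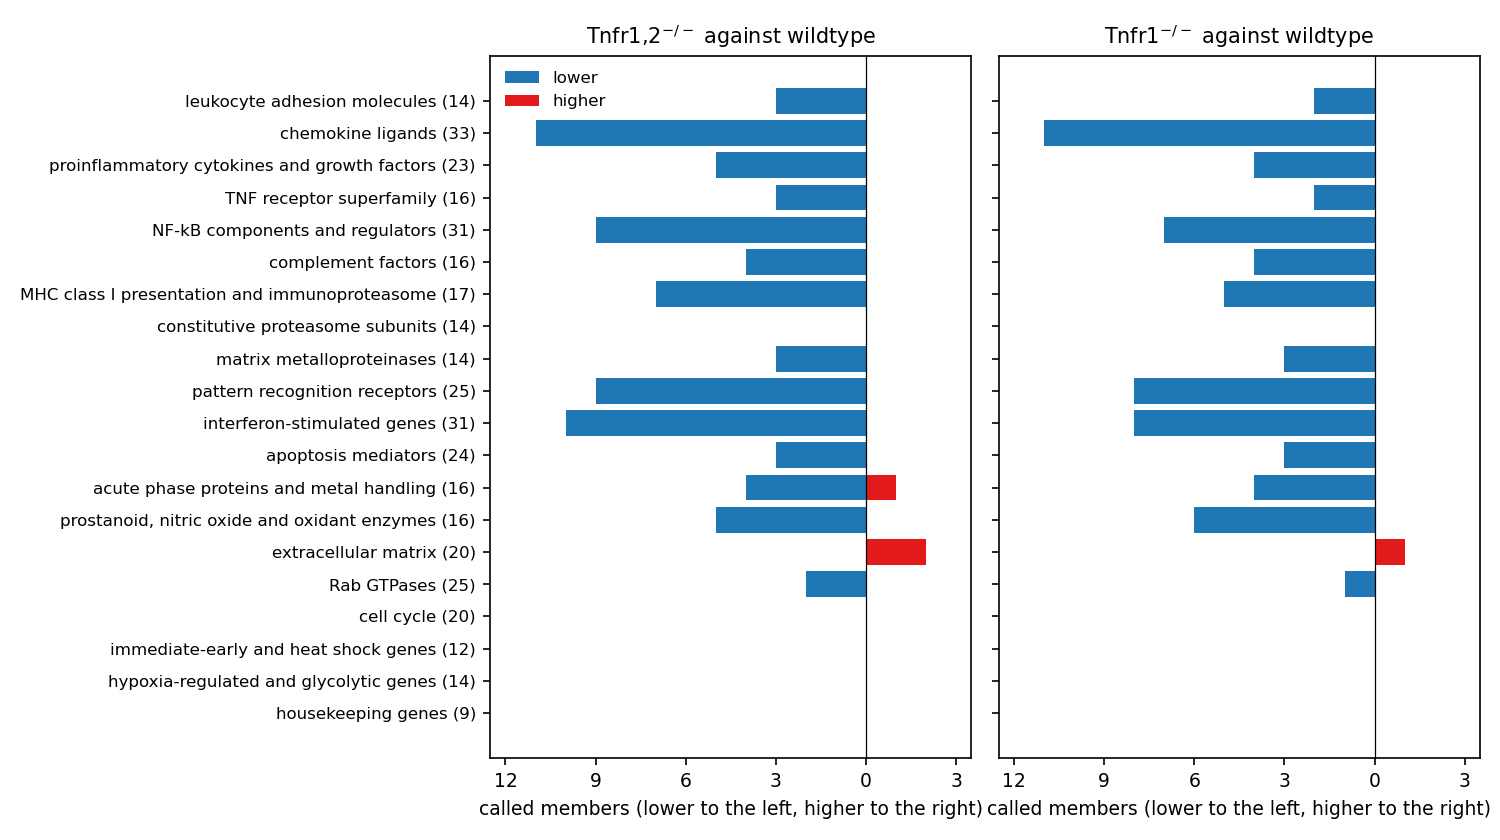
Number of called genes (x axis) in each of the 20 gene lists other than cell type markers (y axis) in *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli against wildtype. Bars to the left are lower genes and bars to the right higher genes; among the 33 chemokine ligands 11 are lower in both panels.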

Functional groups of genes expressed in a TNFR1,2-dependent way included cell adhesion proteins, proinflammatory chemokines, cytokines and cytokine receptors, innate immune effectors, antigen presentation proteins, components of the NF-κB signaling cascade, matrix metalloproteinases (MMPs), transport proteins, and signalling molecules (see Table S1), indicating a robust proinflammatory stimulation of wildtype glomeruli by TNF.

**Figure 4:**
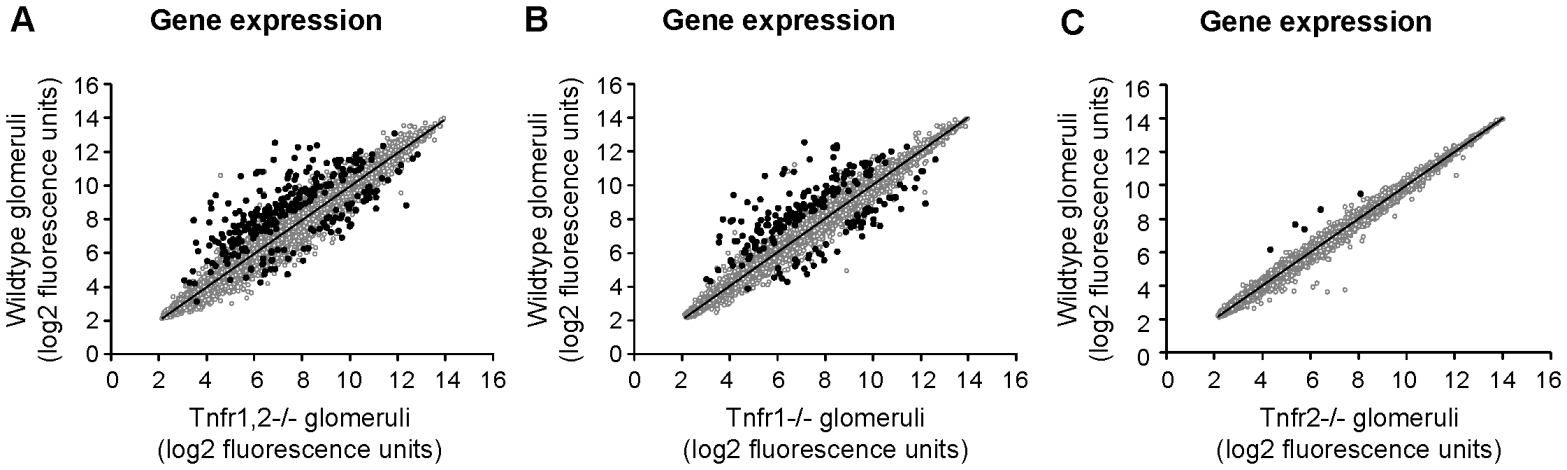
Differentially expressed genes in *Tnfr*-deficient glomeruli compared to wildtype after TNF stimulation. Expression profiling by microarrays was performed on isolated glomeruli from wildtype, *Tnfr1,2*−/−, *Tnfr1*−/− and *Tnfr2*−/− mice after stimulation with 50 ng/ml TNF for 12 hours ex vivo. **A:** Significance analysis using SAM detected differential regulation of 290 unique genes in *Tnfr1,2*−/− glomeruli with at least 1.5-fold difference compared to wildtype (black data points). 219 genes were down-regulated (upper left), and 71 genes were up-regulated (lower right). **B:** In *Tnfr1*−/− mice 219 differentially regulated genes were identified, with lower expression of 159 genes and increased expression of 60 genes. **C:** In *Tnfr2*-deficient glomeruli only 5 genes were differentially expressed, all of them with decreased expression compared to wildtype. In all three genotypes, expression of the majority of genes with fluorescence signals above background level did not significantly differ from wildtype (grey data points). Data represent the mean log2 value of fluorescence signals from three independent experiments per genotype.

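At an unadjusted p under 0.05, 662 of the genes tested were lower and 873 higher in *Tnfr1,2*−/− glomeruli, and 557 lower and 598 higher in *Tnfr1*−/− glomeruli. In *Tnfr2*−/− glomeruli 47 were lower and 81 higher, fewer than chance gives at that threshold. The mutant arrays all lay on 1 side of the wildtype arrays for 11% of the genes in *Tnfr1*−/− and 4.94% in *Tnfr2*−/− glomeruli, where chance gives 10%. Genes listed for their stable expression kept to this pattern, with 0 of 9 measured housekeeping genes called by limma in *Tnfr1,2*−/− or *Tnfr1*−/− glomeruli. Gapdh, an enzyme of glycolysis, had log2 changes of -0.42 (adjusted p = 0.704) and -0.11. The housekeeping list as a set did not pass (adjusted p = 0.67 in *Tnfr1,2*−/− and 0.92 in *Tnfr1*−/− glomeruli). Of 14 hypoxia-regulated and glycolytic genes 0 were called in *Tnfr1,2*−/− or *Tnfr1*−/− glomeruli, among them the glucose transporter Slc2a1 with log2 changes of -0.43 (adjusted p = 0.328) and -0.35 (adjusted p = 0.61), and the list did not pass as a set (adjusted p = 0.61 and 0.35).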

**Figure 5:**
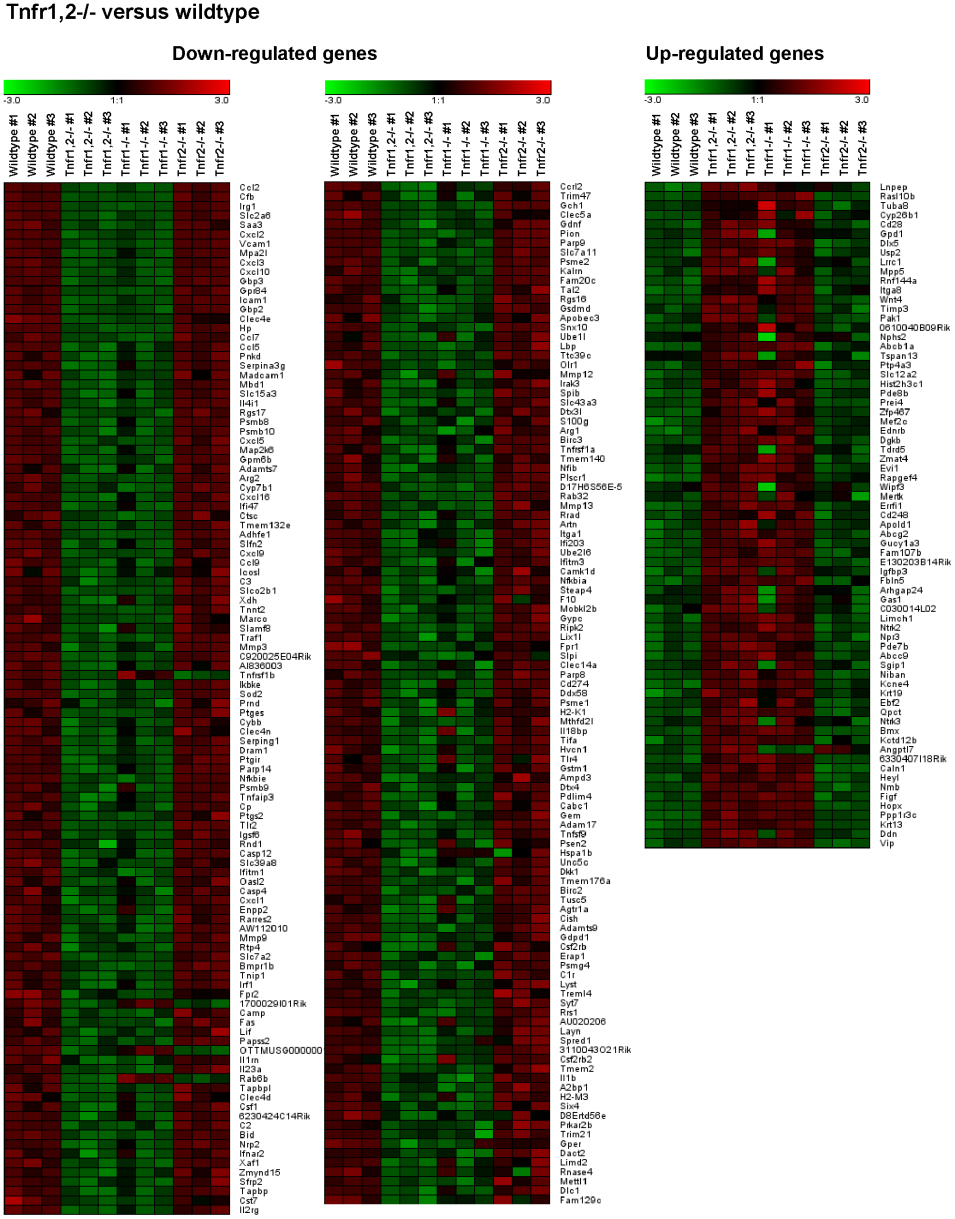
Gene expression profiles in wildtype and *Tnfr1,2-*deficient glomeruli after TNF stimulation ex vivo. Expression profiling by microarrays was performed on isolated glomeruli from wildtype and *Tnfr1,2*−/− mice 12 after stimulation with 50 ng/ml TNF for 12 hours ex vivo. A negativ “fold change” (black to green) indicates decreased expression and a postive “fold change” (black to red) indicates increased expression in a glomerular sample compared with the average of all analyzed samples. The 290 differentially regulated genes identified in *Tnfr1,2*−/− glomeruli are listed according to fold-change values versus wildtype, starting with the most down-regulated gene (CCL2; -50.0-fold). Note that almost all genes found significantly regulated in *Tnfr1,2*−/− glomeruli had a similar trend of expression change in *Tnfr1*−/− glomeruli, although not reaching statistical significance in *Tnfr1*−/− glomeruli for several genes. Table S2 lists all differentially expressed genes with respective probe set IDs, gene bank accession numbers, gene names and fold-changes according to fold-change values compared to wildtype.

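The 160 genes that fell in *Tnfr1,2*−/− glomeruli had a median log2 change of -1.42 in *Tnfr1*−/− glomeruli (quartiles -1.99 and -1.02). Of them 159 were lower in *Tnfr1*−/− glomeruli as well, 154 by at least 1.5-fold, and 114 were called. Traf1, an adaptor of TNF receptor signaling, was 4.90-fold lower in *Tnfr1,2*−/− and 4.96-fold lower in *Tnfr1*−/− glomeruli. Of the 76 genes that rose in *Tnfr1,2*−/− glomeruli, 75 were higher in *Tnfr1*−/− glomeruli, 74 by at least 1.5-fold, and 57 were called, with a median of 1.35 (quartiles 1.09 and 1.60). Krt13, a keratin, was 6.47-fold and 5.66-fold higher, and Vip 10.1-fold higher in *Tnfr1*−/− glomeruli. Direct differences between *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli had a median of -0.18 over the 160 genes lower in *Tnfr1,2*−/−, a selection that favours a decrease, and of -0.04 over the 131 genes lower in *Tnfr1*−/− glomeruli.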

**Figure 6:**
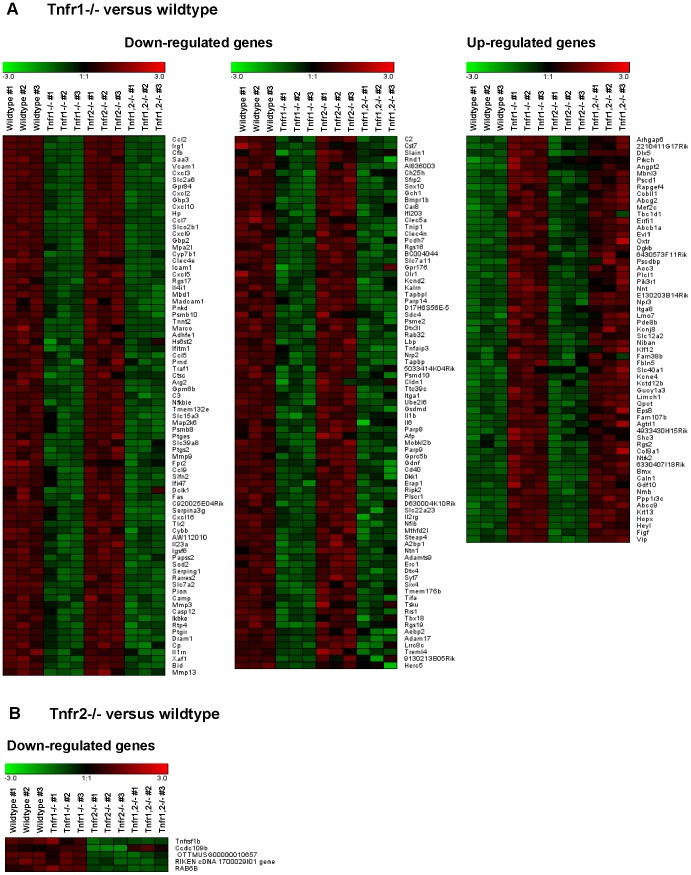
Gene expression profiles in wildtype, *Tnfr1*- and *Tnfr2-*deficient glomeruli after TNF stimulation ex vivo. Expression profiling by microarrays was performed on isolated glomeruli from wildtype, *Tnfr1*−/− and *Tnfr2*−/− mice 12 after stimulation with 50 ng/ml TNF for 12 hours ex vivo. A negativ “fold change” (black to green) indicates decreased expression and a postive “fold change” (black to red) indicates increased expression in a glomerular sample compared with the average of all analyzed samples. **A**: Compared to wildtype 219 significantly regulated genes were found in *Tnfr1*−/− glomeruli. The number of genes identified in *Tnfr1*−/− glomeruli was lower than in *Tnfr1,2*−/− glomeruli, but all genes differentially expressed in *Tnfr1*−/− glomeruli were regulated similarly in *Tnfr1,2*−/− glomeruli, although for some genes pair-wise comparison between *Tnfr1,2*−/− to wildtype did not reach significance or was below the pre-defined 1.5-fold cut-off (see also Table S3). **B**: 5 differentially expressed genes in *Tnfr2*−/− glomeruli are listed according to fold-change values compared to wildtype. These genes are not differentially expressed in *Tnfr1*−/− glomeruli, but 4 of the 5 genes are similarly regulated in *Tnfr1,2−/−* mice. Tables S3 (*Tnfr1*−/−) and S4 (*Tnfr2*−/−) list all differentially expressed genes with respective probe set IDs, gene bank accession numbers, gene names and fold-changes according to fold-change values compared to wildtype.

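All 131 genes that fell in *Tnfr1*−/− glomeruli were lower in *Tnfr1,2*−/− glomeruli too, all but 2 of them by at least 1.5-fold, with a median log2 change of -1.72 (quartiles -2.32 and -1.15). All 88 genes that rose were higher in *Tnfr1,2*−/− glomeruli, 79 by at least 1.5-fold, with a median of 1.13 (quartiles 0.80 and 1.55). Of the genes called in *Tnfr1*−/− glomeruli, 48 were not called in *Tnfr1,2*−/− glomeruli. They included Il1b, the proinflammatory cytokine interleukin 1β, with a log2 change of -0.76 in *Tnfr1,2*−/− glomeruli (standard error 0.173, adjusted p = 0.0681), and Gdf10, a member of the TGF-β family, with a change of 1.55 (adjusted p = 0.0692). In *Tnfr1*−/− glomeruli Gdf10 was 4.50-fold higher (adjusted p = 0.0103), a call that was lost without wildtype replicate 3 (adjusted p = 0.05) and with the 6 arrays alone (0.055). Both sets of genes were measured against the same wildtype arrays.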

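Tnfrsf1b was lower in *Tnfr1,2*−/− than in *Tnfr1*−/− glomeruli by a log2 change of -2.00 (unadjusted p = 1e-04 from limma over all probe sets, adjusted p = 0.58), and it passed when adjusted over the table alone. The study chose the table on these arrays, so this last result is not independent evidence. In *Tnfr1*−/− glomeruli the changes against wildtype were -0.15 (standard error 0.33) for Tnfrsf1b and -0.25 for Znf41-ps, and neither was called.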

Comparing TNF-stimulated wildtype and *Tnfr1*−/− glomeruli, we identified 219 unique genes being differentially expressed between the two genotypes (Figure 4B, 6A, Table S3). Of these, 159 genes were down-regulated in *Tnfr1*−/− glomeruli, and 60 were up-regulated. None of these genes was differentially expressed in *Tnfr2*−/− glomeruli following TNF-stimulation. 

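In *Tnfr1*−/− glomeruli limma called 219 genes. After Ccl2, strongly lowered genes were Acod1 (38.5-fold, log2 change -5.27, standard error 0.197, n = 3 arrays per genotype, adjusted p = 2.7e-07), Cfb (33.7-fold) and Clec4e (24.4-fold, with a fold change of -18.5 over its listed probe sets and of -9.94 from their mean log2 values). Vcam1 and Saa3 were each 23.4-fold lower and Cxcl3 20.2-fold lower. Slc2a6 was 19.6-fold lower. The *Tnfr1*−/− means of Acod1, Cfb, Clec4e, Cxcl3 and Slc2a6 lay under the array medians, near the background, so their folds are lower bounds and their order is not certain. Every *Tnfr1*−/− array of a called gene lay on 1 side of the 3 wildtype arrays. A block for the array set raised the count to 470, with all 219 among them. Within set 1 alone 156 genes were called, while set 2, with 1 array of each genotype, is too small to weigh calls. Since the arrays did not overlap, the sign of the 219 genes within each set was fixed and cannot test the array sets. Of these genes, 218 passed 1.5-fold in set 1 and 213 in set 2. The count of called genes was 437 with the replicate number as a block. It was 97 with the 6 compared arrays alone and 118 without wildtype replicate 2.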

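Lower genes numbered 131, with a median of 3-fold, and higher genes 88, with a median of 2.5-fold. Besides Vip, strong rises were seen in Vegfd (6.48-fold, adjusted p = 0.00021), Heyl (5.83-fold, adjusted p = 0.002) and Abcc9, a subunit of potassium channels of smooth muscle (5.52-fold, adjusted p = 0.0028). Ppp1r3c, which directs a phosphatase to glycogen, rose 5.30-fold and Nmb, neuromedin B, 4.86-fold. Caln1, a calcium-binding protein, rose 4.32-fold. The call for Abcc9 was lost where probe sets that match several transcripts were left out (log2 change 1.06, adjusted p = 0.13). With the array set as a block 258 genes were lower and 212 higher. Within set 1 alone 92 were lower and 64 higher.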

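The 131 genes that fell in *Tnfr1*−/− glomeruli had a median log2 change of 0.07 in *Tnfr2*−/− glomeruli, with 45 lower and 3 of these lower by at least 1.5-fold. The 88 that rose had a median of 0.12, with 71 higher and 1 higher by at least 1.5-fold. Acod1 changed by -0.18 and Cfb by 0.17 in *Tnfr2*−/− glomeruli. Clec4e had a change of -1.49, which did not pass the test (adjusted p = 1). Of all 219 genes listed in Table S3, 104 had the listed sign in *Tnfr2*−/− glomeruli, 5 of them past 1.5-fold, and 2 passed 1.5-fold in the other direction.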

Representative genes differentially expressed in *Tnfr1*−/− glomeruli are shown in Table S1. The proinflammatory chemokine CCL2/MCP-1 was the most prominently down-regulated gene (-42.9-fold) in *Tnfr1*−/− glomeruli. 

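Among the called genes in *Tnfr1*−/− glomeruli, of which some have folds that are lower bounds, Ccl2 had the largest measured decrease. It was 47.2-fold lower than in wildtype (log2 change -5.56, standard error 0.353, n = 3 arrays per genotype, adjusted p = 1.7e-05). Its log2 value was between 12.3 and 12.8 on the wildtype arrays and between 6.30 and 7.84 on the *Tnfr1*−/− arrays. In *Tnfr2*−/− glomeruli the change was -0.02 (adjusted p = 1).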

Of note, the magnitude of this differential expression was similar to our in vivo result showing a 42.5-fold induction of glomerular CCL2/MCP-1 mRNA after intraperitoneal TNF injection in wildtype mice (Figure 3A). 

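Of 33 measured chemokine ligands 11 fell and 0 rose in *Tnfr1*−/− glomeruli, and 22 were not called (12 lower when adjusted over the list alone). Cxcl10, which attracts activated T cells, was 17-fold lower (log2 change -4.09, standard error 0.346, n = 3 arrays per genotype, adjusted p = 0.00012). Cxcl2 was 19.2-fold lower, Cxcl9 13.7-fold lower and Ccl5, which attracts T cells and monocytes, 5.65-fold lower. Of 14 leukocyte adhesion molecules 2 fell (3 when adjusted over the list alone), Icam1 being 10.1-fold lower (log2 change -3.34, standard error 0.25) and Vcam1 the other. Of 23 proinflammatory cytokines and growth factors 4 fell (8 when adjusted over the list alone, 7 with the array set as a block). Il23a, a subunit of interleukin 23, was 3.54-fold lower and Il1b 2.32-fold lower (log2 change -1.22, adjusted p = 0.0047). Il6, an inducer of the acute phase response, changed by -1.15 and did not pass the test (standard error 0.447, adjusted p = 0.538), while SAM called it (q = 0.026). Tested as sets by camera, all 3 lists were lower, also with an estimated correlation (adjusted p = 0.0031 for chemokines, 0.038 for adhesion molecules and 0.0023 for cytokines).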

TNFR1-dependently expressed genes included several cell adhesion molecules, proinflammatory chemokines of the CXC and CC subfamilies, and prototypic proinflammatory cytokines like pro-interleukin (IL)-1β and IL-6, all of which were down-regulated in *Tnfr1*−/− glomeruli. These data suggest a prominent role for TNFR1 in mediating glomerular leukocyte accumulation in TNF-stimulated glomeruli. Additionally, effectors and receptors of the innate immune system, including complement components, the lipopolysaccharide binding protein, toll-like receptor (TLR) 2, and proteolytic enzymes like MMP 3, 9, and 13 were down-regulated in *Tnfr1*-deficient glomeruli. 

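Of 16 measured complement factors 4 fell in *Tnfr1*−/− glomeruli (5 when adjusted over the list alone), among them Serping1, the inhibitor of complement component C1, at 3.53-fold lower (adjusted p = 0.0031). The complement list was lower as a set (adjusted p = 0.00032), but not with an estimated correlation (adjusted p = 0.068). Of 25 pattern recognition receptors 8 fell (10 when adjusted over the list alone). Tlr2 was 3.59-fold lower (log2 change -1.85, standard error 0.13, n = 3 arrays per genotype, adjusted p = 2.8e-05). Marco was 9.78-fold lower on its probe set with the highest mean. The list passed with an estimated correlation too (adjusted p = 0.0057). Lbp, which presents lipopolysaccharide to its receptor, was 2.49-fold lower (log2 change -1.32, standard error 0.256, adjusted p = 0.030). Its call was lost without wildtype replicate 1 (adjusted p = 0.15), wildtype replicate 2 (0.12), *Tnfr1*−/− replicate 2 (0.12) or *Tnfr1*−/− replicate 3 (0.085), over all probe sets (0.054) and with the 6 arrays alone (0.096). Of 14 matrix metalloproteinases 3 fell, Mmp9 3.97-fold (adjusted p = 0.0038), Mmp3 3.27-fold (adjusted p = 0.021) and Mmp13 2.90-fold (adjusted p = 0.0071). Adjusted over the list alone 3 were lower and 1 higher. As a set the metalloproteinases were lower (adjusted p = 0.0016), but not with an estimated correlation (adjusted p = 0.052). The call for Mmp3 was lost without wildtype replicates 2 or 3 (adjusted p = 0.12 and 0.097) or *Tnfr1*−/− replicates 1 or 3 (0.062 and 0.05), and with the 6 arrays alone (0.11).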

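Of 31 measured NF-κB components and regulators 7 fell in *Tnfr1*−/− glomeruli and 0 rose (9 lower when adjusted over the list alone, 11 with the array set as a block). Nfkbie, an inhibitor that holds NF-κB in the cytoplasm, was 4.50-fold lower (adjusted p = 0.0053), and Ikbke, a kinase upstream of NF-κB and interferon responses, 3.18-fold lower (adjusted p = 0.0053). Both calls were lost with the 6 arrays alone (adjusted p = 0.051 and 0.065). Tnip1, which restrains NF-κB together with A20, was 2.69-fold lower (adjusted p = 0.0055). Tnfaip3, which encodes A20, was 2.53-fold lower (log2 change -1.34, adjusted p = 0.0233). The call for Tnfaip3 was lost without wildtype replicates 1 or 2 (adjusted p = 0.1 and 0.12) or *Tnfr1*−/− replicates 1 or 3 (0.1 and 0.084), with the 6 arrays alone (0.092) and where probe sets were averaged (0.19). As a set the list was lower by camera, also with an estimated correlation (adjusted p = 0.011).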

Many TNFR1-induced proinflammatory responses are mediated through NF-κB signaling pathways, and expression of various components and regulators of the NF-κB signaling cascade was reduced in *Tnfr1*−/− glomeruli. 

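Of 24 measured apoptosis mediators 3 fell in *Tnfr1,2*−/− and 3 in *Tnfr1*−/− glomeruli, and 0 rose (4 lower in each when adjusted over the list alone). Bid, which links death receptors to mitochondria, was 3.13-fold lower in *Tnfr1,2*−/− (adjusted p = 0.00026) and 2.94-fold lower in *Tnfr1*−/− glomeruli (adjusted p = 0.00041). Casp12, a caspase of the endoplasmic reticulum, was 3.79-fold and 3.34-fold lower (log2 changes -1.92 and -1.74, standard error 0.257, n = 3 arrays per genotype, adjusted p = 0.0026 and 0.0055). Fas, a death receptor, was 3.10-fold and 3.52-fold lower (adjusted p = 0.023 and 0.013). Dram1, a lysosomal protein linked to autophagy, was 4.00-fold and 3.06-fold lower. Casp4, an inflammatory caspase, had log2 changes of -1.83 and -1.68 that did not pass the test (adjusted p = 0.0615 and 0.0971), while both passed with the array set as a block (0.0029 and 0.0089) and the second with the replicate number as a block (0.0035). As a set the list was lower in both, also with an estimated correlation (adjusted p = 0.033 and 0.035). With the 6 arrays alone the calls for Casp12 in *Tnfr1*−/− glomeruli (adjusted p = 0.07) and for Fas in *Tnfr1,2*−/− (0.094) and *Tnfr1*−/− glomeruli (0.089) were lost. The call for Fas was also lost in *Tnfr1,2*−/− glomeruli without *Tnfr1,2*−/− replicates 1, 2 or 3 (0.07, 0.053 and 0.08), and in *Tnfr1*−/− glomeruli without *Tnfr1*−/− replicate 1 (0.06).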

Besides proinflammatory genes, several mediators of apoptosis (including Fas and caspase 12) were expressed TNFR1-dependently.

In contrast to *Tnfr1*−/−, only 5 genes were found to be differentially expressed in *Tnfr2*−/− glomeruli, all of which were down-regulated compared to wildtype (Figure 4C, Figure 6B, see also Table S1, Table S4). These 5 genes were not differentially expressed in *Tnfr*1−/− glomeruli, but expression of 4 of the 5 genes was also reduced in *Tnfr1,2*−/− glomeruli (Table S1). 

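In *Tnfr2*−/− glomeruli no gene passed the adjusted threshold by limma, and the smallest adjusted p was 0.082. Over all probe sets, those listed in Table S4 were among the lowest in p. Tnfrsf1b had a log2 change of -2.30 (4.92-fold lower, standard error 0.33, n = 3 arrays per genotype), with an adjusted p of 0.27 over all probe sets and 0.074 over all probe sets with the array set as a block. The probe set of Zfp991 listed in the table changed by -1.82 (3.52-fold lower, adjusted p = 0.13), and Znf41-ps by -1.61 (3.05-fold lower, adjusted p = 0.13). Over all probe sets the block for the array set gave an adjusted p of 0.02 for Zfp991 and 0.017 for Znf41-ps. The fifth gene of the table has no symbol in the annotation used here and was not tested as a gene. Adjusted over the table alone the genes passed, with p between 1.6e-05 and 3e-05, which is not independent evidence since the study chose them on these arrays. By SAM 5 probe sets were lower and 0 higher. They gave 4 genes with 1 symbol, namely Zfp991, Tnfrsf1b, Znf41-ps and Rab6b. Over all genes, the array set as a block called Tnfrsf1b (adjusted p = 0.024), Znf41-ps (0.0061) and Rab6b (0.024), the replicate number as a block called Znf41-ps (0.0024), and within set 1 alone 0 genes were called. Set 2 holds 1 array of each of these genotypes, too few to weigh calls there.

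**Figure D6:**
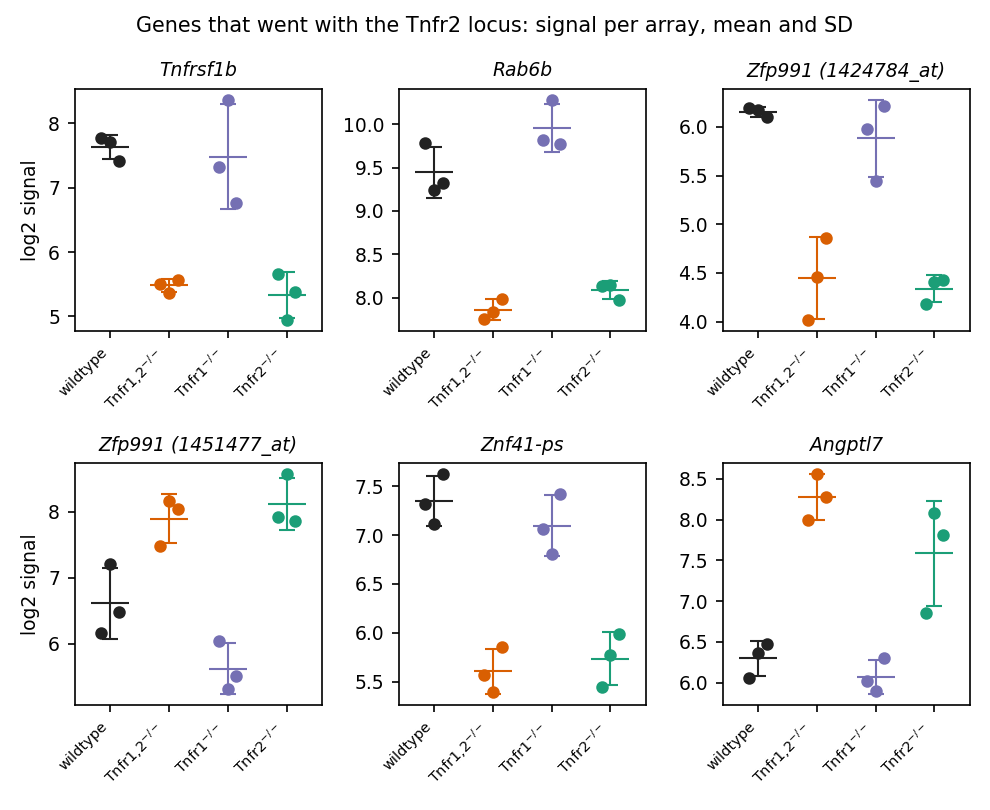
Log2 values (y axis) of Tnfrsf1b, Rab6b, the Table S4 probe set of Zfp991 and its probe set with the higher mean, Znf41-ps and Angptl7 on the 3 arrays of each genotype (x axis). Points are arrays, and the lines give the mean and SD; for Rab6b the *Tnfr2*−/− mean is 8.09 and the wildtype mean 9.45.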

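In *Tnfr1,2*−/− glomeruli Znf41-ps was 3.34-fold lower than in wildtype (log2 change -1.74, standard error 0.21, adjusted p = 0.0013 from limma), and the probe set of Zfp991 in Table S4 was 3.27-fold lower (-1.71, adjusted p = 0.0056 over all probe sets). Znf41-ps had a log2 value of 7.35 ± 0.26 (SD, n = 3) in wildtype, 5.61 ± 0.23 in *Tnfr1,2*−/−, 7.10 ± 0.31 in *Tnfr1*−/− and 5.74 ± 0.27 in *Tnfr2*−/− glomeruli. The probe set of Zfp991 with the higher mean had 6.62 ± 0.54, 7.90 ± 0.37, 5.62 ± 0.38 and 8.12 ± 0.39 in the same order. Its changes did not pass in *Tnfr1,2*−/− (adjusted p = 0.0918), *Tnfr1*−/− (0.278) or *Tnfr2*−/− glomeruli (1).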

Among the 4 TNFR2-dependently expressed genes (excluding TNFR2) we identified a 2.6-fold reduced expression of the small GTPase Rab6B in *Tnfr2*−/− glomeruli (Table S1, Table S4).

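Rab6b, which lies on chromosome 9, was lower on every array without Tnfr2 than on any array with it. The log2 values of its probe set with the highest mean were 9.45 ± 0.29 (SD, n = 3) in wildtype, 7.87 ± 0.12 in *Tnfr1,2*−/−, 9.96 ± 0.28 in *Tnfr1*−/− and 8.09 ± 0.10 in *Tnfr2*−/− glomeruli. The change in *Tnfr2*−/− glomeruli was -1.36 (2.56-fold lower, standard error 0.178), with an adjusted p of 0.0822 from limma. In *Tnfr1,2*−/− glomeruli Rab6b was 2.99-fold lower than in wildtype (adjusted p = 0.00088), and in *Tnfr1*−/− glomeruli it changed by 0.51 (adjusted p = 0.402). Against *Tnfr1*−/− it was 4.26-fold lower in *Tnfr1,2*−/− glomeruli (log2 change -2.09, adjusted p = 0.0021). That call was lost where probe sets were averaged (adjusted p = 0.066) and with the 6 arrays alone (0.1). Its other probe sets changed by -1.40, -1.03 and -1.23 in *Tnfr2*−/− glomeruli, and for 4 of 4 the arrays without Tnfr2 lay below those with it. Among 25 measured Rab GTPases 2 fell in *Tnfr1,2*−/− glomeruli (3 when adjusted over the list alone) and 1 in *Tnfr1*−/− glomeruli (1 lower and 1 higher when adjusted over the list alone). The member that fell in both was Rab32, which serves lysosome-related organelles (2.39-fold and 2.47-fold lower). As a set the Rab list did not pass in *Tnfr1,2*−/− (adjusted p = 1) or *Tnfr1*−/− glomeruli (adjusted p = 0.41).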

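Both single mutants were also compared directly. In *Tnfr2*−/− against *Tnfr1*−/− glomeruli 154 genes were higher and 65 lower. Ccl2 was 46.5-fold higher (log2 change 5.54, standard error 0.353, n = 3 arrays per genotype, adjusted p = 1.22e-05 from limma). Cfb was 38-fold higher, Acod1 33.9-fold higher and Vcam1 24.4-fold higher. Vip was 14.6-fold lower, Caln1 7.16-fold lower and Vegfd 6.88-fold lower. Gbp2b, an interferon-induced GTPase, was 187-fold higher (log2 change 7.54, standard error 1.36, adjusted p = 0.0185), a lower bound, since its *Tnfr1*−/− arrays (4.38, 4.38 and 4.77) lay under the array medians. The same holds for Acod1 and Cfb. Its wildtype arrays had log2 values of 10.8, 4.39 and 11.5, so that no change against wildtype passed the test. The array set as a block gave 462 calls and the replicate number as a block 450. Within set 1 alone the count was 160, while set 2, with 1 array of each genotype, is too small to weigh calls. For all 219 called genes the arrays of both genotypes did not overlap. Their sign within each set was therefore fixed and cannot test the array sets. Of these genes, 218 passed 1.5-fold in set 1 and 215 in set 2. Without *Tnfr2*−/− replicate 2 the count was 127.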

In composite, the array data suggest a prominent role of TNFR1, in contrast to TNFR2, in mediating proinflammatory effects in glomeruli exposed to soluble TNF.

### Enriched Gene Groups and Gene Ontology Classes within TNFR-dependently Expressed Genes

To further characterize functional roles of TNFR-dependently expressed genes we analysed *Tnfr1,2*−/− and *Tnfr1*−/− regulated gene sets using DAVID and the EASE bioinformatic algorithms. Due to the few genes identified in *Tnfr2*−/− glomeruli, this analysis was not performed on the *Tnfr2*−/− specific gene set. 

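Enriched terms were not recomputed here, and lists of genes were tested instead. Of the 20 gene lists other than cell type markers, camera called 16 in *Tnfr1,2*−/− glomeruli, and 11 with an estimated correlation. Those lower with the smallest adjusted p were chemokine ligands and the genes of MHC class I presentation (1.2e-18 each) and pattern recognition receptors (1.1e-16). Enzymes of prostanoid, nitric oxide and oxidant metabolism were lower as well (adjusted p = 1.7e-09, and 0.0038 with an estimated correlation). Of 16 measured, 5 fell and 0 rose (7 lower when adjusted over the list alone). Sod2, a mitochondrial superoxide dismutase, was 3.54-fold lower (adjusted p = 0.00057), and Gch1, which makes the cofactor of nitric oxide synthases, 3.53-fold lower (adjusted p = 0.0022). Markers of leukocytes were measured too. Of 18 macrophage markers 0 were called by limma and the list did not pass (adjusted p = 0.81), with Lyz2, lysozyme, changed by -0.89 (adjusted p = 0.378). Of 10 lymphocyte markers 0 were called and the list did not pass (adjusted p = 0.81), with Cd4 changed by -0.27 (adjusted p = 0.662). Of 10 neutrophil markers 1 fell (2 when adjusted over the list alone), the antimicrobial peptide Camp at 3.26-fold lower (adjusted p = 0.0297). The list did not pass (adjusted p = 0.11, and 0.43 with an estimated correlation), but did with the array set as a block (0.044). The call for Camp was lost without wildtype replicates 1, 2 or 3 (adjusted p = 0.066, 0.078 and 0.12) or *Tnfr1,2*−/− replicates 1 or 3 (0.083 and 0.11), and over all probe sets (0.054). Several lymphocyte and neutrophil markers lay near or under the array medians in wildtype glomeruli already. A decrease of these could hardly be measured, so their lack of calls decides little.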

The enriched functional gene groups differentially expressed in *Tnfr1,2*−/− glomeruli illustrate a robust TNF-mediated proinflammatory response in intrinsic glomerular cells (Table S5). Chemokines and cytokines constituted the most enriched group (enrichment score 8.86), with all members being downregulated in *Tnfr1,2*−/− glomeruli compared to wildtype. 

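Of 33 measured chemokine ligands 11 fell in *Tnfr1,2*−/− glomeruli and 0 rose (13 lower when adjusted over the list alone). Cxcl10 was 21.2-fold lower (log2 change -4.41, standard error 0.346, n = 3 arrays per genotype, adjusted p = 6e-05), Cxcl9 14.7-fold lower on its probe set with the highest mean and Ccl5 10.9-fold lower (-3.44, standard error 0.348, adjusted p = 0.00039). Over the probe sets that Table S2 lists for Cxcl9, the fold change was -10.0 from the mean linear signal and -5.35 from the mean of log2 values. The median of the list was -0.44 on the log2 scale, and 22 of the 33 were not called. Of 23 proinflammatory cytokines and growth factors 5 fell and 0 rose (9 lower when adjusted over the list alone, 8 with the array set as a block), with a median of -0.52. Il23a was 3.16-fold lower (adjusted p = 0.0017). Il6 changed by -1.25 and did not pass (standard error 0.447, adjusted p = 0.398, and q = 1 by SAM), but passed with the array set as a block (-1.51, adjusted p = 0.031). With an estimated correlation the adjusted p of both lists was 0.0038.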

Applying the functional annotation chart feature of DAVID we identified 136 significantly enriched (i.e. overrepresented) gene ontology categories associated with the differentially regulated genes in *Tnfr1,2*−/− glomeruli. 

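Genes of antiviral and antibacterial defence in *Tnfr1,2*−/− glomeruli were counted by list. Of 31 measured interferon-stimulated genes 10 fell and 0 rose (12 lower and 1 higher when adjusted over the list alone). Parp14, an ADP-ribosyltransferase that modifies cytokine signaling, was 3.94-fold lower (adjusted p = 0.00088) and Parp9, its relative, 2.72-fold lower. Xaf1, a proapoptotic protein, changed by -1.58 (adjusted p = 0.0031). The list was lower as a set by camera (adjusted p = 7.1e-13, and 0.036 with an estimated correlation). Of 16 acute phase proteins and genes of metal handling 4 fell and 1 rose (5 lower and 1 higher when adjusted over the list alone). Hp was the most clearly lowered (log2 change -3.74, adjusted p = 6.2e-06), and Slc40a1, the iron exporter, was 3.52-fold higher (adjusted p = 0.0273). The list was lower with an estimated correlation too (adjusted p = 0.0038). The call for Slc40a1 was lost without wildtype replicates 1, 2 or 3 (adjusted p = 0.12, 0.12 and 0.063) or *Tnfr1,2*−/− replicates 2 or 3 (0.11 and 0.095), by SAM (0.059) and with the 6 arrays alone (0.067). Table S1 lists Slc40a1 as higher in *Tnfr1*−/− glomeruli alone.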

Many of the 10 most enriched gene ontology categories in *Tnfr1,2*−/− glomeruli were immune-related, including chemokine activity and chemokine receptor binding (Table 1).

**Table 1:** Overrepresented gene ontology terms within differentially expressed genes in TNF-stimulated *Tnfr1,2*−/− gomeruli 1.

GO term ID	GO term name	Fold enrichment	*P*-value	Gene count	% of regulated genes
GO:0008009	chemokine activity	19.7	1.29E-10	11.0	3.57
GO:0042379	chemokine receptor binding	19.2	1.70E-10	11.0	3.57
GO:0001664	G-protein-coupled receptor binding	12.0	2.26E-08	11.0	3.57
GO:0002474	antigen processing and presentation of peptideantigen via MHC class I	11.0	5.36E-03	4.0	1.30
GO:0000270	peptidoglycan metabolic process	9.5	8.31E-03	4.0	1.30
GO:0006958	complement activation, classical pathway	9.1	9.17E-03	4.0	1.30
GO:0042108	positive regulation of cytokine biosynthetic process	8.8	5.48E-04	6.0	1.95
GO:0008217	regulation of blood pressure	8.6	6.08E-04	6.0	1.95
GO:0050727	regulation of inflammatory response	8.6	1.10E-02	4.0	1.30
GO:0031347	regulation of defense response	8.6	1.10E-02	4.0	1.30

1 The 10 most overrepresented gene ontology (GO) terms are listed according to their enrichment scores. Terms with an EASE score of p ≤0.05, fold enrichment ≥1.5, and at least 4 genes per group were considered significant for overrepresentation.

Enriched gene groups in *Tnfr1*−/− glomeruli were similar to *Tnfr1,2*−/− (Table S6). 

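In *Tnfr1*−/− glomeruli 14 of the 20 gene lists other than cell type markers were called by camera, and 10 with an estimated correlation. Complement factors, constitutive proteasome subunits, matrix metalloproteinases and interferon-stimulated genes were those that no longer passed. Prostanoid, nitric oxide and oxidant enzymes were lower, with 6 of 16 called (7 when adjusted over the list alone). Sod2 was 2.90-fold lower (adjusted p = 0.0023). The list passed with an estimated correlation (adjusted p = 0.0023). Of 16 members of the TNF receptor superfamily 2 fell (5 when adjusted over the list alone), and the list passed with an estimated correlation (adjusted p = 0.011). The superfamily includes the targeted Tnfrsf1a, whose own change did not pass the test. Of 31 interferon-stimulated genes 8 fell (12 lower and 1 higher when adjusted over the list alone). Gbp2 had a log2 change of -3.74 (adjusted p = 0.00024) and Parp14 was 2.66-fold lower. The interferon list was lower by camera (adjusted p = 6.1e-09), but not with an estimated correlation (adjusted p = 0.071). The call for Parp14 was lost without wildtype replicate 2 (adjusted p = 0.052) and with the 6 arrays alone (0.092).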

Again, chemokines and cytokines were the group with the most significant differential expression (enrichment score 7.61). 

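As sets, chemokine ligands had the smallest adjusted p among the lists in *Tnfr1*−/− glomeruli (2.8e-18 by camera), followed by pattern recognition receptors (1.9e-15) and by cytokines and growth factors (4.6e-13). The median log2 changes of chemokines and of cytokines and growth factors were -0.33 and -0.61. Per array, the mean of the chemokine list lay below the wildtype mean by -1.20 ± 0.21 (SD, n = 3) in *Tnfr1*−/−, against -1.32 ± 0.11 in *Tnfr1,2*−/− and 0.06 ± 0.08 in *Tnfr2*−/− glomeruli. The mean of the cytokine list changed by -0.64 ± 0.14, -0.62 ± 0.06 and 0.05 ± 0.04 in the same order.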

Compared to *Tnfr1,2*−/− glomeruli DAVID analysis identified fewer, but substantially overlapping enriched biological terms in *Tnfr1*−/− glomeruli, with 77 overrepresented categories being associated with the differentially regulated genes. Among the 10 most enriched gene ontology categories in *Tnfr1*−/− glomeruli (Table 2) chemokine activity, chemokine receptor binding, G-protein-coupled receptor binding, antigen processing and presentation, and regulation of blood pressure were identical to those found in *Tnfr1,2*−/− glomeruli. 

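Genes of MHC class I presentation and the immunoproteasome fell in *Tnfr1*−/− glomeruli, 5 of 17 being called (7 when adjusted over the list alone). Psmb10 was 6.07-fold lower (adjusted p = 0.0044) and Psmb8 4.92-fold lower (adjusted p = 0.0078). Psmb9, another immunoproteasome subunit, changed by -1.39 and did not pass the test (adjusted p = 0.255). The list was lower with an estimated correlation too (adjusted p = 0.03). Its mean stood at -0.30 on *Tnfr1*−/− replicate 2, against -0.87 and -1.16 on *Tnfr1*−/− replicates 1 and 3. None of 14 constitutive proteasome subunits was called by limma. Their list was lower by camera (adjusted p = 0.0013), but not with an estimated correlation (adjusted p = 0.39) or without wildtype replicate 3 (0.18). Of 16 acute phase proteins and genes of metal handling 4 fell (5 lower and 1 higher when adjusted over the list alone). Hp had a log2 change of -3.90 (adjusted p = 4.6e-06) and Slc39a8, a zinc transporter, was 4.01-fold lower (adjusted p = 0.0051). That list passed with an estimated correlation (adjusted p = 0.0031). With the 6 arrays alone the call for Psmb8 was lost (adjusted p = 0.091).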

Additional highly enriched gene onotology categories were again immune-related, such as acute phase response, positive regulation of the I-κB kinase/NF-κB cascade, acute inflammatory response, and chemotaxis (Table 2).

**Table 2:** Overrepresented gene ontology terms within differentially expressed genes in TNF-stimulated *Tnfr1*−/− glomeruli 1.

GO term ID	GO term name	Fold enrichment	*P*-value	Gene count	% of regulated genes
GO:0008009	chemokine activity	22.8	3.54E-10	10	4.26
GO:0042379	chemokine receptor binding	22.3	4.53E-10	10	4.26
GO:0002474	antigen processing and presentation of peptideantigen via MHC class I	14.1	2.69E-03	4	1.70
GO:0001664	G-protein-coupled receptor binding	13.9	3.62E-08	10	4.26
GO:0006953	acute-phase response	12.5	3.79E-03	4	1.70
GO:0008217	regulation of blood pressure	9.2	2.05E-03	5	2.13
GO:0043123	positive regulation of I-κB kinase/NF-κB cascade	8.5	1.15E-02	4	1.70
GO:0002526	acute inflammatory response	8.3	4.97E-05	8	3.40
GO:0006935	chemotaxis	8.2	8.50E-07	11	4.68
GO:0042330	taxis	8.2	8.50E-07	11	4.68

1 The 10 most overrepresented gene ontology (GO) terms are listed according to their enrichment scores. Terms with an EASE score of p ≤0.05, fold enrichment ≥1.5, and at least 4 genes per group were considered significant for overrepresentation.

Taken together, these results suggest a predominant role of TNFR1 in mediating many aspects of soluble TNF-induced inflammation in the glomerulus. 

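Over both *Tnfr2* genotypes, in a comparison chosen after the data were seen, the 6 arrays without Tnfr1 differed from the 6 with it in 459 genes, of which 290 were lower and 169 higher. The count was 652 with the array set as a block. The smallest adjusted p was 9.3e-09 from limma. The same comparison for Tnfr2 called 5 genes. In *Tnfr1,2*−/− against *Tnfr2*−/− glomeruli, which differ in Tnfr1 alone, 190 genes were lower and 63 higher, with Ccl2 at -5.64 and Cfb at -5.29 on the log2 scale (adjusted p = 9.92e-06 for each). Vip was 16.9-fold higher. The count of 253 genes was 168 with the 6 arrays alone, 167 without *Tnfr1,2*−/− replicate 2, 157 without *Tnfr2*−/− replicate 1 and 147 without *Tnfr2*−/− replicate 2. With the array set as a block 294 were lower and 110 higher. Set 1 holds 1 *Tnfr1,2*−/− array and set 2 holds 1 *Tnfr2*−/− array, too few to weigh calls within a set. For all 253 genes the arrays of both genotypes did not overlap. Their sign within each set was therefore fixed and cannot test the array sets. Of these genes, 249 passed 1.5-fold in set 1 and 251 in set 2.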

In the presence of TNFR1, TNFR2 may additionally contribute to TNF signaling in cooperation with TNFR1, as DAVID analysis identified more enriched gene ontology terms in *Tnfr1,2*−/− glomeruli compared to *Tnfr1*−/− glomeruli.

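Whether the effect of Tnfr2 loss depended on Tnfr1 was tested as the interaction of both loci. No gene passed by limma, with the array set as a block or without it. An unadjusted p under 0.05 was reached by 245 genes, fewer than chance gives, so this is weak evidence of no interaction. SAM was not run on the interaction. Rab6b, with the smallest p for the effect of Tnfr2, had an interaction of -0.73 on the log2 scale (standard error 0.252, adjusted p = 0.998). Between *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli no gene list differed by camera with an estimated correlation (adjusted p between 0.41 and 0.92). With the preset correlation, lists lower in *Tnfr1,2*−/− glomeruli were MHC class I presentation (adjusted p = 6.8e-05), endothelial markers (0.00089), interferon-stimulated genes (0.002), macrophage markers (0.002), immediate-early and heat shock genes (0.0026), NF-κB components (0.022), chemokine ligands (0.038), pattern recognition receptors (0.04) and adhesion molecules (0.049). Lists higher were podocyte markers (8.5e-06), cell cycle (0.00066), extracellular matrix (0.018) and parietal markers (0.022). None of the members of these lists was called between the mutants. Without *Tnfr1*−/− replicate 2 no list passed, with adjusted p = 0.3 for podocyte markers, 0.11 for MHC class I presentation and 0.96 for interferon-stimulated genes. That array stood at -1.05 in the mean of the podocyte markers, against 0.58 on each of the other *Tnfr1*−/− arrays, and at -0.22 in the interferon-stimulated genes, against -0.91 and -0.81.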

### Quantitative RT-PCR Analysis of Differentially Regulated Genes in TNF-stimulated Glomeruli Isolated from Wildtype and *Tnfr*-deficient Mice

Microarray expression data were validated by qRT-PCR for chemokines, adhesion molecules and Rab6B. CCL2/MCP-1 expression was induced in a dose-dependent fashion in TNF-stimulated wildtype glomeruli, and this induction was completely abrogated in *Tnfr1*−/− and *Tnfr1,2*−/− glomeruli at 12 and 24 hours (Figure 7A). In contrast, CCL2 expression was not significantly altered in *Tnfr2*−/− glomeruli at 12 hours compared to wildtype. However, at 24 hours CCL2 mRNA levels were significantly reduced after exposure of *Tnfr2*−/− glomeruli to lower TNF concentrations, i.e 10 ng/ml, with a similar trend for 25 ng/ml. TNF stimulation with 50 ng/ml resulted in a comparable induction of CCL2 mRNAs in *Tnfr2*−/− and wildtype glomeruli (Figure 7A). Similar results were found for CCL5/RANTES (Figure 7B) and the adhesion molecules ICAM-1 (Figure 7C) and VCAM-1 (Figure 7D). We also analyzed the expression pattern of E-selectin (Figure 7E) and P-selectin (Figure 7F) in TNF-stimulated glomeruli of all four genotypes. As shown before in vivo (Figure 3A), we detected an induced expression of both mRNA species in wildtype glomeruli in a dose dependent fashion at 12 hours, but not 24 hours. No induction occurred in *Tnfr1*−/− and *Tnfr1,2*−/− glomeruli. This differential expression may have been missed in the less sensitive microarray studies due to relative low expression levels. 

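On the arrays Sele, which encodes E-selectin, had log2 values between 4.03 and 4.84 on the wildtype arrays, and Selp, which encodes P-selectin, a wildtype mean of 5.88, near the array medians or below. Sele changed by -0.68 in *Tnfr1,2*−/− (standard error 0.248, n = 3 arrays per genotype, adjusted p = 0.421 from limma), -0.58 in *Tnfr1*−/− (adjusted p = 0.699) and -0.14 in *Tnfr2*−/− glomeruli. Selp changed by -0.51 (standard error 0.296, adjusted p = 0.699), -0.64 (adjusted p = 0.799) and 0.27. Neither gene was called.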

In summary, qRT-PCR confirmed the microarray data demonstrating a TNFR1-dependent expression of chemokines and adhesion molecules. Importantly, in the presence of TNFR1, TNFR2 additionally contributed to a prolonged expression of inflammatory mediators when glomeruli were exposed to low TNF concentrations.

**Figure 7:**
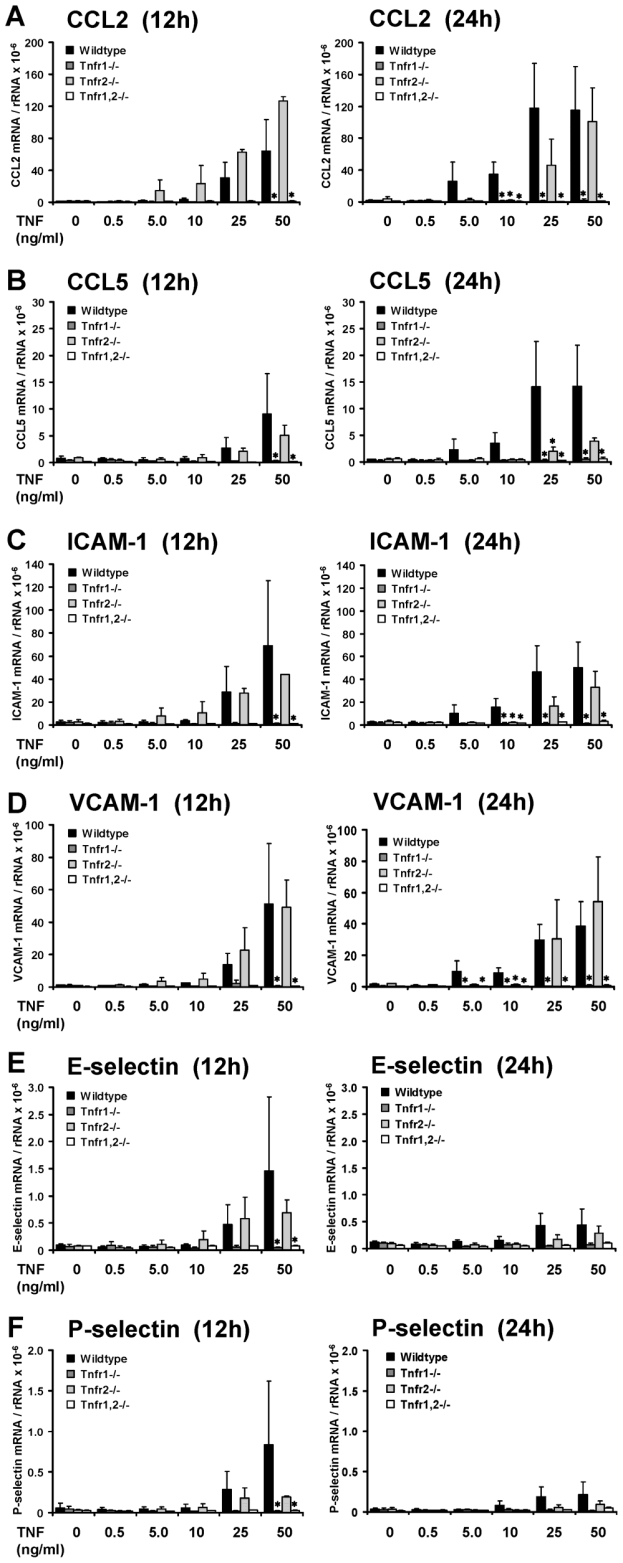
Validation of the array expression pattern by quantitative RT-PCR. Expression of proinflammatory chemokines and adhesion molecules in glomeruli isolated from control mice (black bars), *Tnfr1*−/− (dark grey bars), *Tnfr2*−/− (bright grey bars), and *Tnfr1,2*−/− mice (white bars) was anlayzed after challenge with indicated concentrations of TNF in vitro for 12 or 24 hours. The mRNA levels of CCL2/MCP-1 (**A**), CCL5/RANTES (**B**), ICAM-1 (**C**), VCAM-1 (**D**), E-selectin (**E**), and P-selectin (**F**) were determined by quantitative real-time PCR, and values were normalized to 18S rRNA as reference gene. Data shown are means and SE of n = 3 to 4 per group; ∗ p<0.05 versus wildtype.

In contrast to the TNFR1-dependent induction of chemokines and adhesion molecules in TNF-stimulated glomeruli, expression of Rab6B was not substantially altered by TNF exposure in all four genotypes (Figure 8). However, in unstimulated *Tnfr2*−/− and *Tnfr1,2*−/−, but not *Tnfr1*−/− glomeruli we detected constitutively low expression levels of Rab6B. Compared to wildtype, glomerular expression of Rab6B remained significantly reduced after TNF stimulation of glomeruli lacking TNFR2 (Figure 8).

**Figure 8:**
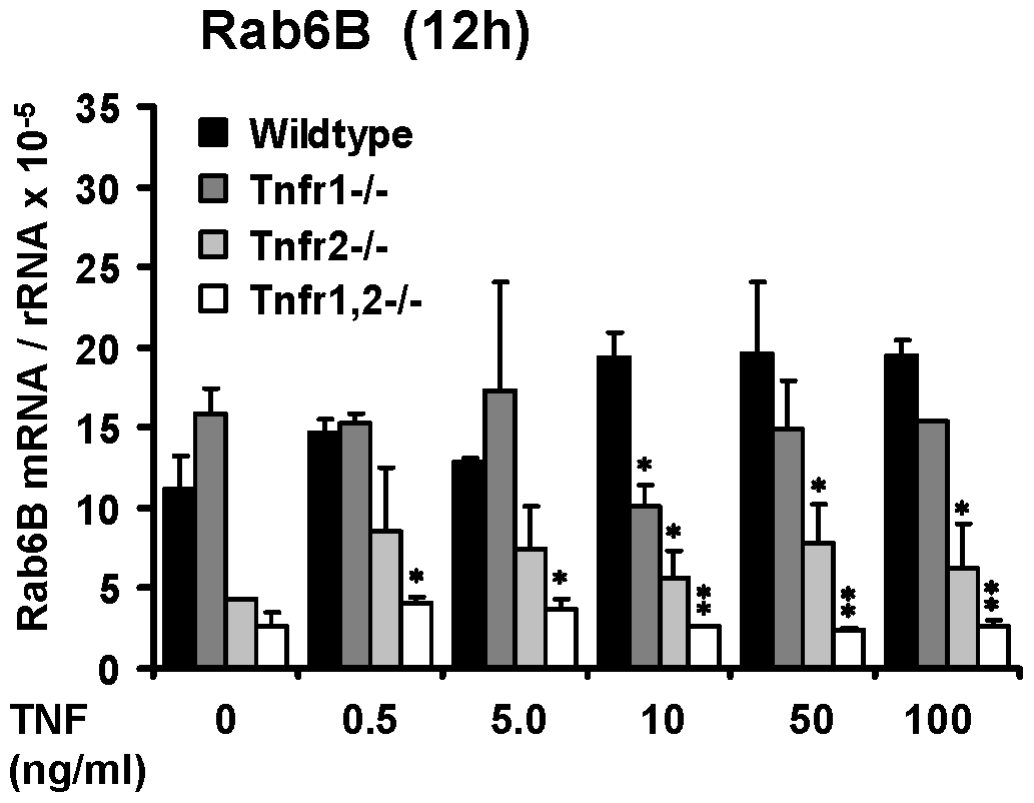
Glomerular expression of the small GTPase Rab6B. Rab6B expression was analyzed in glomeruli isolated from control mice (black bars), *Tnfr1*−/− (dark grey bars), *Tnfr2*−/− (bright grey bars), and *Tnfr1,2*−/− mice (white bars) after challenge with indicated concentrations of TNF in vitro for 12 or 24 hours. The mRNA levels of Rab6B were determined by quantitative real-time PCR, and values were normalized to 18S rRNA as reference gene. Data shown are means and SE of n = 3 per group; ∗ p<0.05, ∗∗ p<0.01 versus wildtype.

### TNF-induced Expression of Chemokines and Adhesion Molecules in Wildtype and *Tnfr*-deficient Primary Mesangial Cells

Resident mesangial cells may substantially contribute to TNF-induced inflammatory responses in glomeruli. We therefore analyzed TNF-stimulated primary mesangial cells (pMCs) isolated from wildtype and *Tnfr*-deficient glomeruli. Responses of pMCs to TNF challenge were similar to isolated intact glomeruli. *Tnfr1*- or *Tnfr1,2*-deficiency, but not *Tnfr2-*deficiency prevented TNF-induced expression of chemokines and adhesion molecules (Figure 9A-D). We could not detect a significant expression of E- and P-selectin in unstimulated or TNF-stimulated pMCs (Figure 9E, 9F), although expression of both selectins was induced in TNF-treated intact glomeruli in vivo and in vitro (Figure 3A, Figure 7E, 7F). These data indicate that mesangial cells significantly contribute to TNF-induced expression of inflammatory mediators in the glomerulus, although some TNF effects like up-regulation of selectins are apparently not mediated by mesangial cells but other glomerular cell types.

**Figure 9:**
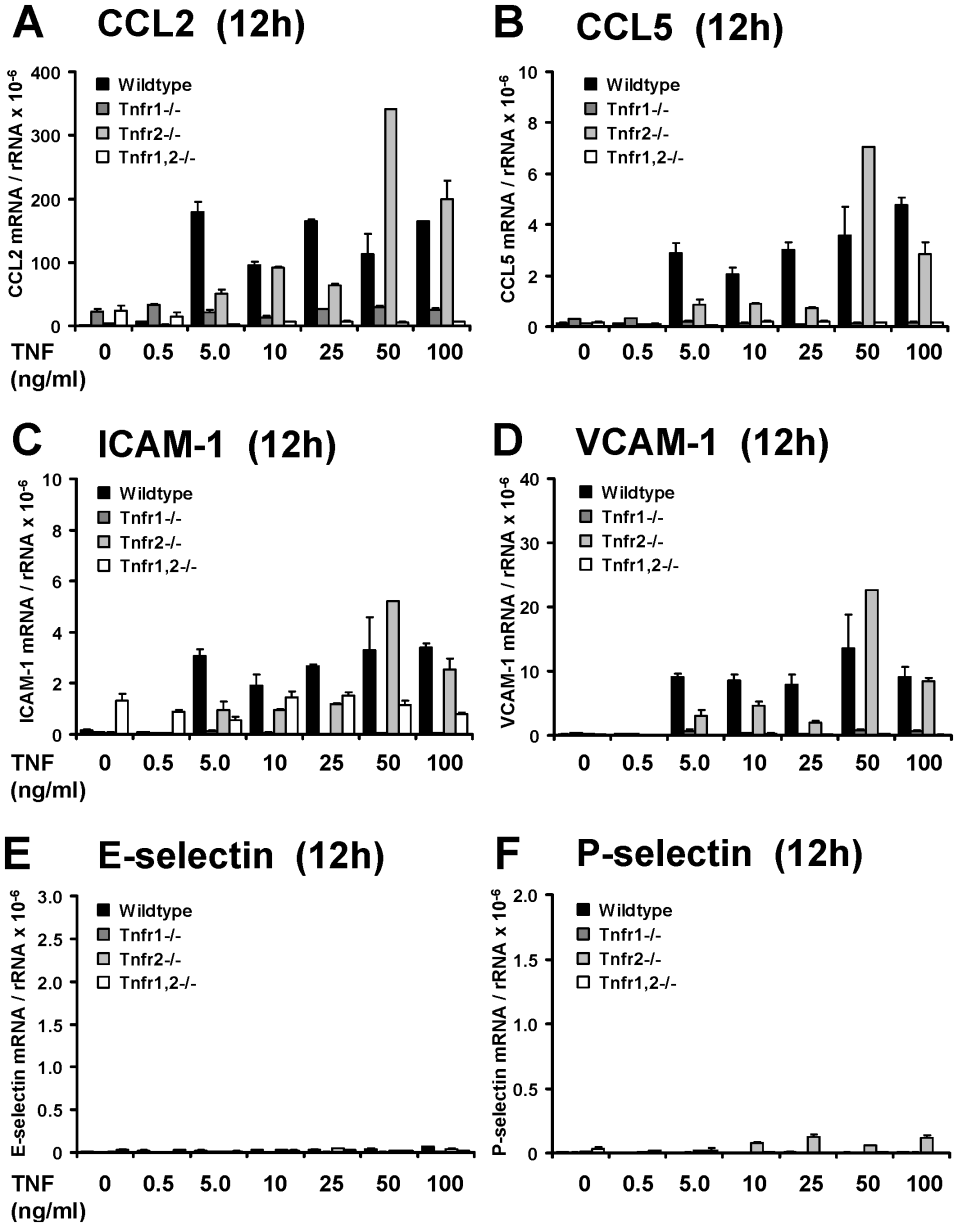
Expression of proinflammatory chemokines and adhesion molecules in TNF-stimulated primary mesangial cells (pMCs). pMCs were isolated from control mice (black bars), *Tnfr1*−/− (dark grey bars), *Tnfr2*−/− (bright grey bars), and *Tnfr1,2*−/− mice (white bars) after stimulation with indicated concentrations of TNF in vitro for 12 hours. The mRNA levels of CCL2/MCP-1 (**A**), CCL5/RANTES (**B**), ICAM-1 (**C**), VCAM-1 (**D**), E-selectin (**E**), and P-selectin (**F**) were determined by quantitative real-time PCR, and values were normalized to 18S rRNA as reference gene. Data shown are means and SE of two independently performed experiments.

### Reduced Secretion of Chemokines in TNF-stimulated Glomeruli from *Tnfr1−/−, Tnfr2−/−* and *Tnfr1,2−/−* Mice

Consistent with the microarray and qRT-PCR data, TNF-induced secretion of CCL2/MCP-1, CCL5/RANTES, and CXCL10/IP-10 in wildtype glomeruli was completely abrogated in *Tnfr1*−/− and *Tnfr1,2*−/− glomeruli (Figure 10). 

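Chemokine transcripts of *Tnfr2*−/− glomeruli were close to wildtype on the arrays. Ccl5 had a log2 change of -0.11 (standard error 0.348, n = 3 arrays per genotype) and Cxcl10 of -0.10 (standard error 0.346), each with an adjusted p of 1 from limma. The 33 measured chemokine ligands included 0 called genes, and the list did not pass as a set (adjusted p = 0.66 by camera, and 0.91 with an estimated correlation). The 23 cytokines and growth factors did not pass either (adjusted p = 0.65).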

Interestingly, TNF-induced chemokine secretion also significantly decreased in *Tnfr2*−/− glomeruli compared to wildtype (Figure 10), although mRNA expression of chemokines was not significantly different after stimulation with TNF under the same conditions (Figure 7, Table S1). Apparently, TNF-induced secretion of these chemokines is additionally dependent on TNFR2-mediated posttranscriptional modifications.

**Figure 10:**
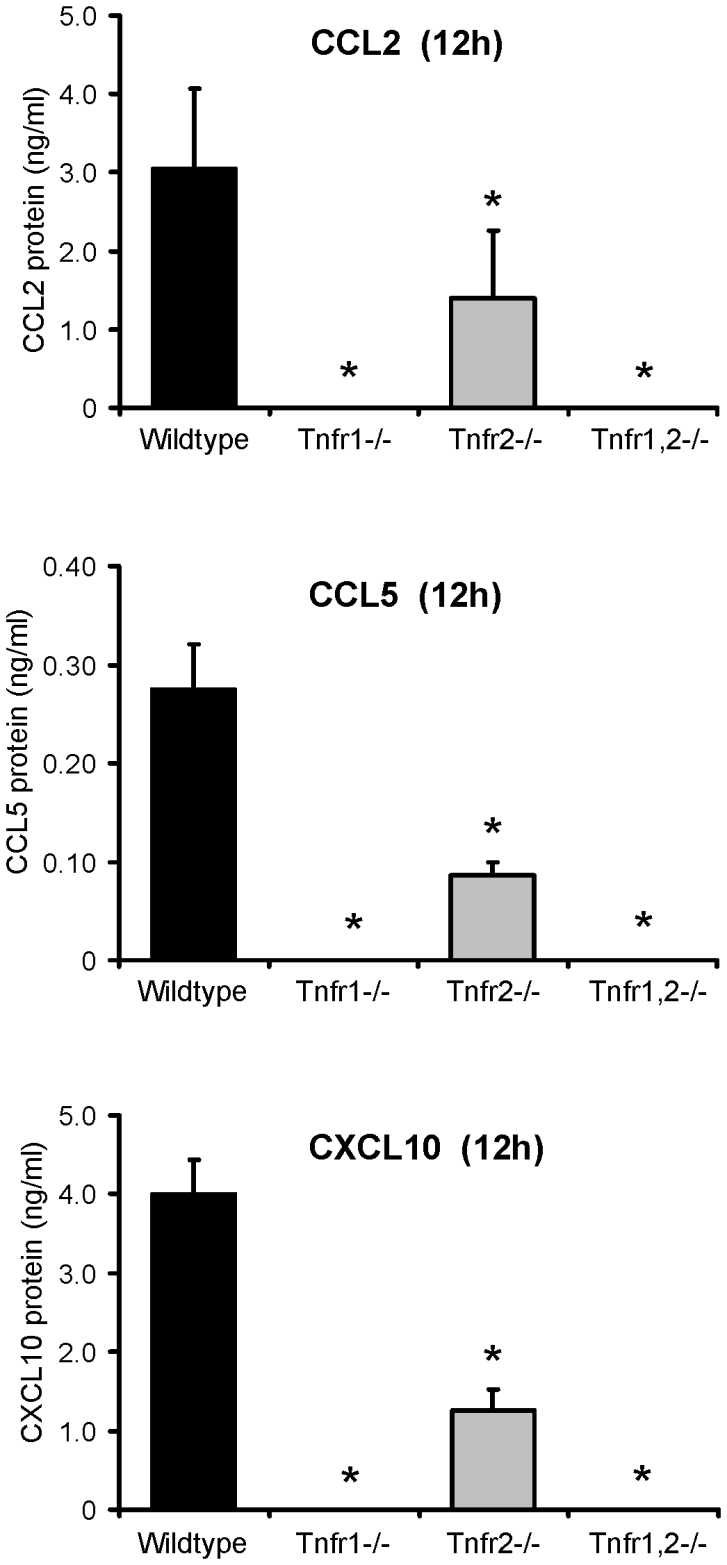
Secretion of proinflammatory chemokines by TNF-stimulated glomeruli ex vivo. Concentrations of CCL2/MCP-1, CCL5/RANTES, and CXCL10/IP-10 were measured by ELISA in culture supernatants of wildtype, *Tnfr1*−/−, *Tnfr2*−/−, and *Tnfr1,2*−/− glomeruli 12 hours after stimulation with 50 ng/ml of TNF. Data shown are means and SD of n = 3 per group; ∗ p<0.05 versus wildtype.

### Functional Roles of TNFR1 and TNFR2 in TNF-mediated Glomerular Inflammation in vivo

Does the predominantly TNFR1-mediated inflammatory response in TNF-stimulated glomeruli in vitro translate into a functional role of TNFR1 in glomerular inflammation in vivo? To address this question we analyzed glomerular leukocyte infiltration in wildtype and *Tnfr*-deficient mice 8 hours after intraperitoneal TNF injection by compartment-specific flow cytometry. TNF-induced infiltrates of CD45^+^ leukocytes and Ly6G^+^ granulocytes were significantly reduced in *Tnfr1*−/− and *Tnfr1,2*−/− mice, but not in *Tnfr2*−/− mice (Figure 11A, 11B). Glomerular accumulation of F4/80^+^ mononuclear phagocytes decreased in *Tnfr1*−/−, *Tnfr1,2*−/− as well as *Tnfr2*−/− mice, indicating a non-redundant functional role of both TNFRs for glomerular phagocyte infiltration in TNF-challenged glomeruli (Figure 11C). Numbers of glomerular CD3^+^ T cells were not significantly different in all four genotypes (Figure 11D), consistent with absent T cell infiltrates (Figure 3B) within the eight hour time frame investigated. Together, these experiments reveal a predominant role of TNFR1 in the recruitment of glomerular leukocytes after exposure to soluble TNF in vivo, consistent with the identified in vitro effects of TNFR1 in TNF-challenged glomeruli. In contrast to neutrophils, TNFR2 contributed to the glomerular infiltration of F4/80^+^ leukocytes. This demonstrates an additional non-redundant role of TNFR2 specifically in the glomerular recruitment of mononuclear phagocytes, possibly due to its contribution to prolonged expression of inflammatory mediators when glomeruli are exposed to low TNF concentrations.

**Figure 11:**
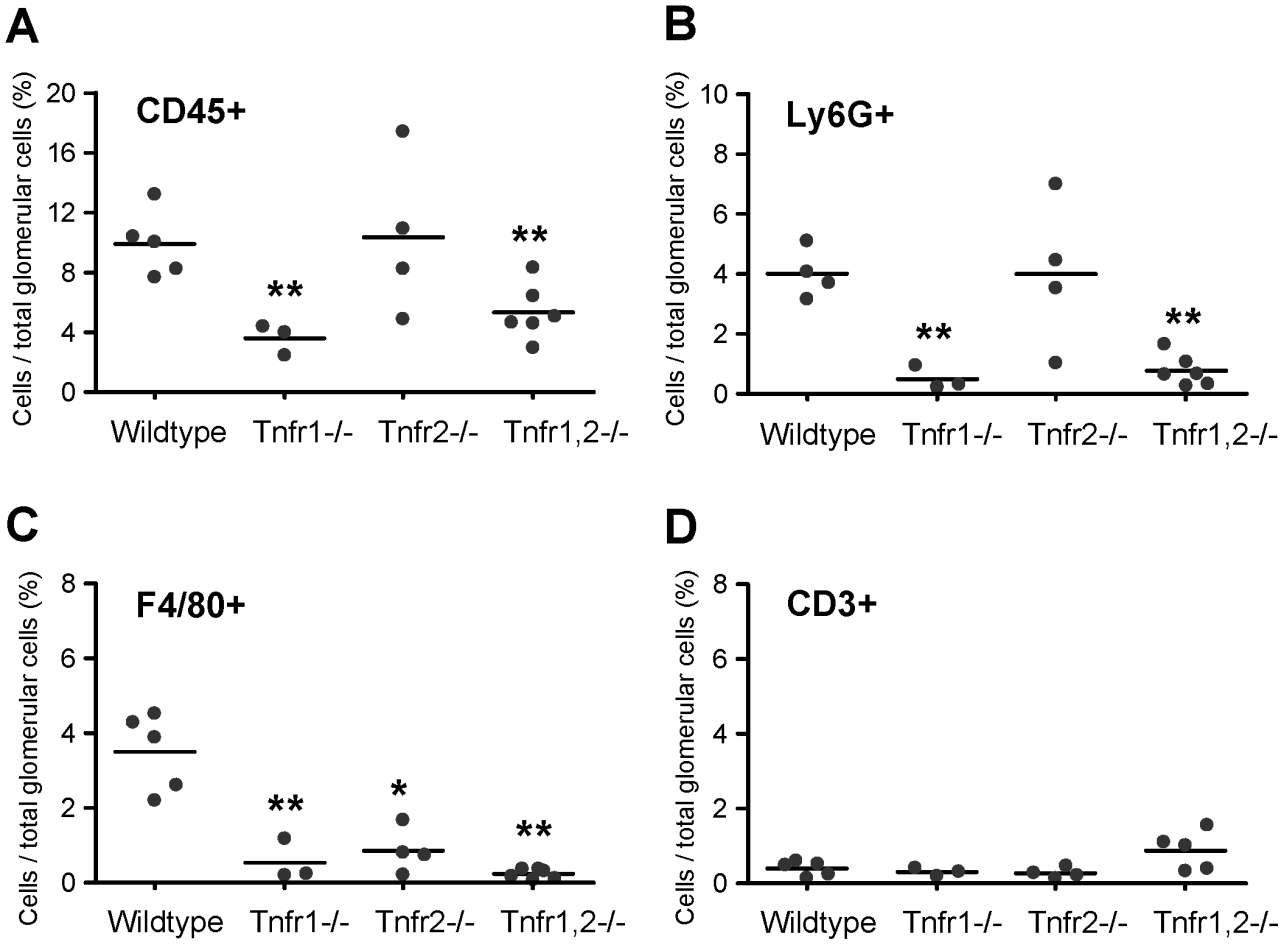
Contribution of TNFR1 and TNFR2 signaling to TNF-mediated infiltration of glomerular leukocytes. Compartment-specific flow cytometry was performed on glomerular tissue prepared from wildtype, *Tnfr1*−/−, *Tnfr2*−/−, and *Tnfr1,2*−/− mice 8 hours after intraperitoneal injection of 5 µg TNF. Leukocyte subpopulations were identified as follows: **A:** CD45^+^ leukocytes, **B:** CD45^+^ Ly6G^+^ F4/80^−^ neutrophils, **C:** CD45^+^ F4/80^+^ Ly6G^−^ mononuclear phagocytes, and **D:** CD45^+^ CD3ε^+^ T cells. Leukocyte numbers are expressed as percentage of all glomerular cells. ∗ p<0.05, ∗∗ p<0.01 versus wildtype.

## Discussion

The functional role of TNF in glomerular inflammation has been shown by a variety of experimental studies [1], [2]. More recent data suggested distinct roles of the two TNF receptors in mediating glomerular inflammation, especially in the setting of immune complex GN [20] or collapsing glomerulopathies [32]. *Tnfr1*-deficiency delayed the onset of GN, but absent TNFR2 signaling in intrinsic renal cells protected from nephritis [20]. These studies demonstrate that resident glomerular cells differently respond to TNFR1 and TNFR2 activation during local, e.g. immune complex-mediated injury. To better understand underlying TNFR-specific inflammatory pathways in parenchymal glomerular cells that would explain the observed in vivo phenotypes in *Tnfr*-deficient mice, we analysed isolated intact glomeruli stimulated with soluble TNF ex vivo. This approach excluded additional changes of glomerular gene expression by leukocytes, which, as we show, readily accumulated in glomeruli following TNF exposure in vivo.

In comparison of wildtype and *Tnfr1,2*-deficient glomeruli without TNF signaling capacity, the results of our microarray experiments demonstrate that TNF induced expression of many innate immune effectors in intrinsic glomerular cells. All of these have been shown to be essential for glomerular leukocyte recruitment and activation, including adhesion molecules, chemokines and cytokines [33], [34], [35], [36], components of the complement system [37], [38], and metalloproteinases [39], [40]. 

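Besides Cfb, the complement regulator Serping1 was 4.12-fold lower in *Tnfr1,2*−/− glomeruli (log2 change -2.04, adjusted p = 0.0012 from limma). Of 16 measured complement factors 4 fell and 0 rose (5 lower when adjusted over the list alone). As a set they were lower by camera (adjusted p = 6.7e-05), but not with an estimated correlation (adjusted p = 0.051). Clec5a, a myeloid receptor that senses viruses, was 2.79-fold lower (adjusted p = 0.0031). Lbp was 2.48-fold lower (log2 change -1.31, standard error 0.256, n = 3 arrays per genotype, adjusted p = 0.031) and Mmp13 2.37-fold lower (-1.24, standard error 0.236, adjusted p = 0.025). The call for Lbp was lost without wildtype replicates 1 or 2 (adjusted p = 0.15 and 0.11) or *Tnfr1,2*−/− replicates 1, 2 or 3 (0.07, 0.11 and 0.096), over all probe sets (0.054) and where probe sets were averaged (0.12). The call for Mmp13 was lost without wildtype replicates 1, 2 or 3 (0.079, 0.066 and 0.11) or *Tnfr1,2*−/− replicates 1 or 2 (0.054 and 0.12).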

Many inflammatory functions of TNF are induced via activation of the NF-κB signaling cascade. TNF treatment induced expression of several NF-κB transcription family members in wildtype glomeruli, as compared to *Tnfr1,2*−/− glomeruli, creating pathogenic feed-forward NF-κB loops in TNF-stimulated glomeruli.

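Of 31 measured NF-κB components and regulators 9 fell in *Tnfr1,2*−/− glomeruli and 0 rose (11 lower when adjusted over the list alone, 12 with the array set as a block). Ikbke was 4.23-fold lower (adjusted p = 0.0011), Tnfaip3 3.92-fold lower (adjusted p = 0.0019) and Tnip1 3.37-fold lower (adjusted p = 0.0013). Traf1 had the smallest adjusted p of the list (8.9e-05). As a set the list was lower by camera, also with an estimated correlation (adjusted p = 0.007). The mean of the list per array was below the wildtype mean by -0.72 ± 0.16 (SD, n = 3) in *Tnfr1,2*−/−, and within genotypes array set 2 differed from set 1 by -0.24.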

When we compared TNF-induced gene expression between wildtype and *Tnfr1*-deficient glomeruli, differentially expressed genes and functional groups were similar to *Tnfr1,2*−/− glomeruli, indicating a predominant role of TNFR1 signaling in TNF-mediated glomerular effects. However, overall less genes were significantly regulated in *Tnfr1*−/− than *Tnfr1,2*−/− glomeruli, which suggests a contribution of TNFR2 to the inflammatory response in glomeruli when TNFR1 is present. This TNFR1-dependent synergistic effect of TNFR2 was also suggested by the qRT-PCR studies that examined expression profiles of selected chemokines and adhesion molecules in glomeruli challanged with increasing TNF concentrations up to 24 hours. In these experiments, low TNF concentrations did not induce mRNAs of these molecules in both *Tnfr1*−/− and *Tnfr2*−/− glomeruli as they did in wildtype glomeruli. In contrast, when glomeruli were stimulated with higher concentrations up to 50 ng/ml, expression of adhesion molecules and chemokines was induced in *Tnfr2*−/−, but not *Tnfr1*−/− glomeruli. Thus, in the presence of TNFR1, activation of TNFR2 may enhance proinflammatory TNF signaling when cells are stimulated with low concentrations of TNF for a prolonged time. This may result from the formation of receptor heterocomplexes [41] or a process referred to as ligand passing in which TNFR2-bound TNF increases the local TNF concentration in the vicinity of TNFR1 [42].

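A further comparison used no array more than once. Changes of *Tnfr1*−/− against wildtype and of *Tnfr1,2*−/− against *Tnfr2*−/− glomeruli both measure the loss of Tnfr1, on different arrays. They shared 115 lower genes (1.37 by chance) and 47 higher genes (0.305 by chance), and the correlation across genes, which are not independent replicates, was 0.623. Ccl2, Acod1 and Cfb were lower in both, and Vip, Hopx and Heyl higher in both. Acod1 had log2 changes of -5.27 and -4.83, Hopx of 2.59 and 2.53. From the genes and functional groups that *Tnfr1*−/− and *Tnfr1,2*−/− glomeruli have in common, the paper concludes that TNFR1 signaling predominates in the effects of TNF on the glomerulus.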

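Genes called numbered 236 in *Tnfr1,2*−/− and 219 in *Tnfr1*−/− glomeruli. Of the 20 gene lists, camera called 16 in *Tnfr1,2*−/− and 14 in *Tnfr1*−/− glomeruli, and with an estimated correlation 11 and 10. The adhesion list changed by -0.96 ± 0.21 in *Tnfr1,2*−/− and -0.69 ± 0.21 in *Tnfr1*−/− glomeruli (mean log2 change per array ± SD, n = 3), and the TNF receptor superfamily by -0.53 ± 0.13 and -0.36 ± 0.16. Neither list differed between these mutants by camera with an estimated correlation (adjusted p = 0.41 and 0.57). The superfamily includes Tnfrsf1b, which of these mutants is targeted in *Tnfr1,2*−/− alone. Other lists did not follow, with cytokines at -0.62 and -0.64 and metalloproteinases at -0.33 and -0.52 in the same order. More genes were called in *Tnfr1*−/− (470) than in *Tnfr1,2*−/− glomeruli (388) with the array set as a block, but fewer with array weights (356 and 1040), with the 6 arrays alone (97 and 161) and by SAM (258 and 282).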

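Gene lists were tested in *Tnfr2*−/− glomeruli as well, where no member of any list was called by limma. Adjusted over each list alone, 1 member of the TNF receptor superfamily was lower, 1 pattern recognition receptor and 2 Rab GTPases. The superfamily includes the targeted Tnfrsf1b, which changed by -2.30 here, so its count may restate the deletion. Rab4a, a GTPase of endosome recycling, changed by -0.92 (adjusted p = 0.552), and Fpr2, a receptor for formyl peptides, by -0.95. By camera 5 of the 20 gene lists passed, and none of them did with an estimated correlation. Cell cycle genes were higher (adjusted p = 5.1e-08, and 0.45 with an estimated correlation), as were adhesion molecules (0.026, and 0.45 with it) and complement factors (0.048, and 0.47 with it). With each of the 6 arrays left out in turn, the cell cycle list passed in 5 cases, with 0.32 as the highest adjusted p. Wildtype replicate 2 stood at -0.47 in the mean of that list, against 0.31 and 0.16 on wildtype replicates 1 and 3. Rab GTPases were lower (0.018, and 0.45 with it), as were immediate-early and heat shock genes (0.026, and 0.47 with it). Ccna2, cyclin A2, changed by 0.46 and Icam1 by 0.14. The number of lists was 3 without wildtype replicate 1 or *Tnfr2*−/− replicate 1, and 2 without wildtype replicate 2, wildtype replicate 3 or *Tnfr2*−/− replicate 2.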

Surprisingly, our microarray analysis identified only 4 genes that were differentially regulated in *Tnfr2*−/− glomeruli compared to wildtype. These genes were not differentially expressed in *Tnfr1*-deficient glomeruli. The only well-characterized gene within this group was Rab6B, a small intracellular GTPase. Subsequent qRT-PCR analysis revealed that Rab6B expression was constitutively suppressed in *Tnfr2*−/− and *Tnfr1,2*−/−, but not *Tnfr1*−/− glomeruli, and was not induced after TNF stimulation. The reason for the TNFR2-dependent expression of Rab6B is not known, nor have functions of renal cell-expressed Rab6B been described. Proteins of the Rab family are important intracellular regulators of vesicular traffic in the secretory and endocytotic pathways [43], [44]. To this end, deficient Rab6B expression in *Tnfr2*−/− glomeruli may compromise the cellular capacity to secrete TNF-induced inflammatory mediators and contribute to reduced chemokine secretion, which we observed in TNF-stimulated *Tnfr2*−/− glomeruli, despite comparable mRNA expression levels with wildtype. Importantly, the latter finding identified a novel posttranscriptional role of glomerular TNFR2 which contributes to local chemokine production.

The lack of exclusively TNFR2-dependently expressed genes in our expression analysis was unexpected. Our data suggest that proinflammatory effects in parenchymal glomerular cells stimulated with soluble TNF are almost exclusively mediated via TNFR1 signaling, with only minor contributions of TNFR2 when TNFR1 is present. Our microarray data were confirmed by qRT-PCR analysis of TNF-stimulated glomeruli and mesangial cells, and importantly correlate in vivo with completely abrogated glomerular leukocyte infiltration in *Tnfr1-*, but not *Tnfr2*-deficient mice after intraperitoneal challenge with soluble TNF. In contrast, Bruggeman et al. recently reported a TNFR2-mediated NF-κB-dependent inflammatory response in immortalized podocytes stimulated with soluble TNF in vitro, without requirement for TNFR1 [32]. Although our data on isolated intact glomeruli do not rule out a contribution of podocyte-expressed TNFR2 to the proinflammatory TNFR2-dependent glomerular effects revealed in this study, we could not identify a TNFR1-independent function of TNFR2 in intact glomeruli ex vivo or TNF-stimulated mice in vivo. TNFR activation, however, may be different in podocytes located within intact glomeruli and immortalized podocytes cultures in vitro. Moreover, as all intrinsic glomerular cells (glomerular endothelial and mesangial cells as shown in this study, and podocytes [32]) can express TNFR1 and TNFR2, their relative contributions to TNF-induced glomerular injury remains to be elucidated analysing mice with cell type-specific deletion of these receptors.

Absence of the TNFR1-mediated proinflammatory effects identified in this study may well explain the delayed onset of GN in *Tnfr1*-deficient mice in vivo described previously [20]. As stimulation of intact glomeruli and mesangial cells with soluble TNF did not reveal any exclusively TNFR2-mediated inflammatory effects, potential mechanisms leading to protection from GN in *Tnfr2*-deficient mice [20] may involve activation of renal cell-expressed TNFR2 by membrane-bound TNF. This hypothesis is supported by findings that glomerular as opposed to systemic TNF mediates renal injury in GN, either expressed by activated adjacent glomerular cells [15], [16] or infiltrating macrophages [45]. Moreover, in contrast to soluble TNF which efficiently activates TNFR1 in vitro [46], membrane-bound TNF has been suggested to preferentially activate TNFR2 [47]. The high affinity of soluble TNF for TNFR1 apparently results from a marked stability of ligand receptor complexes, as opposed to transient interactions of soluble TNF with TNFR2 [46]. On the other hand, membrane-bound TNF was superior to soluble TNF in mediating TNFR2-dependent T cell activation, thymocyte proliferation, and granulocyte/macrophage colony-stimulating factor production [47]. Moreover, recent evidence indicates that TNFR2 activation induces degradation of TNF receptor-associated factor 2 (TRAF2), a key mediator of signal transduction of both TNFR1 and TNFR2 which is required for transcriptional activation of target genes [48]. When TNFR1 and TNFR2 were activated simultaneously, TNFR2-induced TRAF2 degradation and the subsequent decrease in NF-*κ*B activation resulted in an enhancement of cytotoxicity triggered by TNFR1 [49], [50]. Importantly, it was shown that TNFR2 is also able to trigger a cell death process that is independent of TNFR1 activation after upregulation of membrane-bound TNF and TNFR2, potentially involving necroptosis [50], [51]. In the context of GN these data suggest that glomerular activation of TNFR2 by membrane-bound TNF may trigger local cell injury which is essential for the induction of nephritis, as shown in the NTN model in vivo [20].

In summary, our glomerular expression analysis and in vivo studies identified TNFR1 as the major receptor mediating proinflammatory effects of soluble TNF in intrinsic glomerular cells. In the presence of TNFR1, TNFR2 contributes to this inflammatory response when glomeruli are stimulated with low TNF concentrations and promotes chemokine secretion. The potential contribution of membrane-bound TNF to TNFR2-dependent glomerular inflammation remains to be elucidated.

## Supporting Information

Figure S1 **Isolation of glomerular and tubulointerstitial tissue fractions from mouse kidneys. A:** Appearance of mouse glomeruli isolated after paramagnetic bead perfusion. **B:** The tubulointerstitial tissue fraction obtained during the first wash of the glomerular isolation procedure contained tubular fragments, tubular cells and polymorphic interstitial cells. Original magnification×100 (**A–B**). **C:** mRNA expression of the glomerular marker gene nephrin and **D:** FXYD2, the γ-subunit of the tubular Na,K-ATPase, in glomerular and tubulointerstitial tissue from wildtype mice as analyzed by quantitative real-time PCR. Values were normalized to rRNA expression used as reference gene. ∗ p<0.05.
(TIF) Click here for additional data file.

Table S1 Representative genes differentially expressed in TNF-stimulated *Tnfr1,2*−/−, *Tnfr1*−/− and *Tnfr2*−/− glomeruli compared to wildtype as identified by microarray profiling.
(PDF) Click here for additional data file.

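Table S2 lists 290 genes with the fold change of *Tnfr1,2*−/− against wildtype glomeruli, and marks whether each also passed in the single mutants. From the deposited log2 values the fold changes of its probe sets were recomputed as ratios of the mean linear signal over the 3 arrays of each genotype. All 290 had the listed direction and 268 lay within 5% of the listed value, while 3 differed by over 1.5-fold, at most 1.93-fold. Of the 270 genes with 1 symbol in the annotation used here, limma called 193 in the listed direction, left 77 uncalled and called 0 in the other direction. Tnnt2, troponin T of heart muscle, was 4.59-fold lower (log2 change -2.20, adjusted p = 0.00092). Map2k6, a kinase that activates p38, was 7.02-fold lower (-2.81, adjusted p = 0.001). A further 43 genes were called that the table does not list. The authors took q under 5% in SAM and 1.5-fold as limits.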

Table S2 Differentially expressed genes in TNF-stimulated *Tnfr1,2*−/− glomeruli compared to wildtype as identified by microarray profiling.
(PDF) Click here for additional data file.

Table S3 Differentially expressed genes in TNF-stimulated *Tnfr1−/−* glomeruli compared to wildtype as identified by microarray profiling.

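Table S3 holds 219 genes of *Tnfr1*−/− against wildtype glomeruli. All 219 recomputed fold changes had the listed direction, 203 within 5% of the listed value, and 2 differed by over 1.5-fold. Of 205 genes with 1 symbol, 160 were called in the listed direction by limma and 45 were not. Outside the table 59 genes were called. In *Tnfr1,2*−/− glomeruli all 219 listed genes changed in the listed direction, 215 by at least 1.5-fold, with a median of 1.57 on the log2 scale. Adhfe1 was 8.49-fold lower in *Tnfr1*−/− glomeruli (adjusted p = 4.7e-06), and Bmx 4.17-fold higher (log2 change 2.06, adjusted p = 0.00013).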

(PDF) Click here for additional data file.

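Table S4 lists 5 genes lower in *Tnfr2*−/− glomeruli, and all 5 recomputed fold changes lay within 5% of the listed values. A further probe set of Tnfrsf1b had log2 values of 6.31 in wildtype and 5.84 in *Tnfr2*−/− glomeruli, a change of -0.47 (adjusted p = 1 over all probe sets).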

Table S4 Differentially expressed genes in TNF-stimulated *Tnfr2*−/− glomeruli compared to wildtype as identified by microarray profiling.
(PDF) Click here for additional data file.

Table S5 Enriched functional groups of differentially expressed genes in TNF-stimulated *Tnfr1,2*−/− glomeruli compared to wildtype as identified by DAVID.
(PDF) Click here for additional data file.

Table S6 Enriched functional groups of differentially expressed genes in TNF-stimulated *Tnfr1*−/− glomeruli compared to wildtype as identified by DAVID.
(PDF) Click here for additional data file.

# Supplementary material for: Distinct Contributions of TNF Receptor 1 and 2 to TNF-Induced Glomerular Inflammation in Mice
**Source:** PLoS One. 2013 Jul 15;8(7):e68167. doi: 10.1371/journal.pone.0068167
**Supplement:** Table S1 — Representative genes differentially expressed in TNF-stimulated Tnfr1,2−/−, Tnfr1−/− and Tnfr2−/− glomeruli compared to wildtype as identified by microarray profiling.

**Table S1.** Representative genes differentially expressed in TNF-stimulated *Tnfr1,2*<sup>-/-</sup>, *Tnfr1*<sup>-/-</sup> and *Tnfr2*<sup>-/-</sup> glomeruli compared to wildtype (Wt) as identified by microarray profiling.

| GeneBank ID  | Gene symbol | Gene name                                           | Fold-change versus Wt |          |          |
|--------------|-------------|-----------------------------------------------------|-----------------------|----------|----------|
|              |             |                                                     | Tnfr1,2-/-            | Tnfr1-/- | Tnfr2-/- |
|              |             | <u>Cell adhesion proteins</u>                       |                       |          |          |
| NM_016674    | Cldn1       | claudin 1                                           | n.s.                  | -2.4     | n.s.     |
| NM_007739    | Col8a1      | collagen, type VIII, alpha 1                        | n.s.                  | 3.8      | n.s.     |
| NM_011812    | Fbln5       | fibulin 5                                           | 2.7                   | 2.9      | n.s.     |
| NM_015819    | Hs6st2      | heparan sulfate 6-O-sulfotransferase 2              | n.s.                  | -5.4     | n.s.     |
| NM_010493    | Icam1       | intercellular adhesion molecule 1                   | -15.4                 | -9.9     | n.s.     |
| NM_001033228 | Itga1       | integrin alpha 1                                    | -2.3                  | -2.4     | n.s.     |
| NM_001001309 | Itga8       | integrin alpha 8                                    | 1.9                   | 2.7      | n.s.     |
| NM_201529    | Lmo7        | LIM domain only 7                                   | n.s.                  | 2.7      | n.s.     |
| NM_013591    | Madcam1     | mucosal vascular addressin cell adhesion molecule 1 | -9.1                  | -6.1     | n.s.     |
| NM_010939    | Nrp2        | neuropilin 2                                        | -3.1                  | -2.4     | n.s.     |
| NM_018764    | Pcdh7       | protocadherin 7                                     | n.s.                  | -2.7     | n.s.     |
| NM_011693    | Vcam1       | vascular cell adhesion molecule 1                   | -23.8                 | -22.1    | n.s.     |
|              |             | <u>Chemokines and chemokine receptors</u>           |                       |          |          |
| NM_011333    | Ccl2        | chemokine (C-C motif) ligand 2                      | -50.0                 | -42.9    | n.s.     |
| NM_013653    | Ccl5        | chemokine (C-C motif) ligand 5                      | -10.6                 | -5.2     | n.s.     |
| NM_013654    | Ccl7        | chemokine (C-C motif) ligand 7                      | -11.2                 | -14.7    | n.s.     |
| NM_011338    | Ccl9        | chemokine (C-C motif) ligand 9                      | -5.4                  | -3.9     | n.s.     |
| NM_017466    | Ccr12       | chemokine (C-C motif) receptor-like 2               | -2.9                  | n.s.     | n.s.     |
| NM_008176    | Cxcl1       | chemokine (C-X-C motif) ligand 1                    | -3.7                  | n.s.     | n.s.     |
| NM_009140    | Cxcl2       | chemokine (C-X-C motif) ligand 2                    | -24.9                 | -18.0    | n.s.     |
| NM_203320    | Cxcl3       | chemokine (C-X-C motif) ligand 3                    | -22.4                 | -19.4    | n.s.     |
| NM_009141    | Cxcl5       | chemokine (C-X-C motif) ligand 5                    | -7.8                  | -8.3     | n.s.     |
| NM_008599    | Cxcl9       | chemokine (C-X-C motif) ligand 9                    | -5.4                  | -14.0    | n.s.     |
| NM_021274    | Cxcl10      | chemokine (C-X-C motif) ligand 10                   | -21.0                 | -15.0    | n.s.     |
| NM_023158    | Cxcl16      | chemokine (C-X-C motif) ligand 16                   | -6.2                  | -3.6     | n.s.     |

| GeneBank ID | Gene symbol | Gene name                                                                           | Fold-change versus Wt |          |          |
|-------------|-------------|-------------------------------------------------------------------------------------|-----------------------|----------|----------|
|             |             |                                                                                     | Tnfr1,2-/-            | Tnfr1-/- | Tnfr2-/- |
|             |             | <u>Cytokines and cytokine receptors</u>                                             |                       |          |          |
| NM_011611   | Cd40        | CD40 antigen                                                                        | n.s.                  | -2.1     | n.s.     |
| NM_007642   | Cd28        | CD28 antigen                                                                        | 1.8                   | n.s.     | n.s.     |
| NM_021893   | Cd274       | CD274 antigen                                                                       | -2.1                  | n.s.     | n.s.     |
| NM_007778   | Csf1        | colony stimulating factor 1 (macrophage)                                            | -3.2                  | n.s.     | n.s.     |
| NM_007780   | Csf2rb      | colony stimulating factor 2 receptor, beta, low-affinity (granulocyte-macrophage)   | -1.8                  | n.s.     | n.s.     |
| NM_007781   | Csf2rb2     | colony stimulating factor 2 receptor, beta 2, low-affinity (granulocyte-macrophage) | -1.7                  | n.s.     | n.s.     |
| NM_015790   | Icosl       | icos ligand                                                                         | -5.4                  | n.s.     | n.s.     |
| NM_010509   | Ifnar2      | interferon (alpha and beta) receptor 2                                              | -3.1                  | n.s.     | n.s.     |
| NM_010531   | Il18bp      | interleukin 18 binding protein                                                      | -2.1                  | n.s.     | n.s.     |
| NM_008361   | Il1b        | interleukin 1 beta                                                                  | -1.7                  | -2.3     | n.s.     |
| NM_031167   | Il1rn       | interleukin 1 receptor antagonist                                                   | -3.2                  | -3.0     | n.s.     |
| NM_013563   | Il2rg       | interleukin 2 receptor, gamma chain                                                 | -2.9                  | -2.0     | n.s.     |
| NM_031168   | Il6         | interleukin 6                                                                       | n.s.                  | -2.3     | n.s.     |
| NM_031252   | Il23a       | interleukin 23, alpha subunit p19                                                   | -3.2                  | -3.5     | n.s.     |
| NM_008501   | Lif         | leukemia inhibitory factor                                                          | -3.2                  | n.s.     | n.s.     |
| NM_011609   | Tnfrsf1a    | tumor necrosis factor receptor superfamily, member 1a                               | -2.4                  | n.s.     | n.s.     |
| NM_011610   | Tnfrsf1b    | tumor necrosis factor receptor superfamily, member 1b                               | -4.4                  | n.s.     | -4.9     |
| NM_009404   | Tnfsf9      | tumor necrosis factor (ligand) superfamily, member 9                                | -1.9                  | n.s.     | n.s.     |
|             |             | <u>Innate immune effectors and receptors</u>                                        |                       |          |          |
| NM_023143   | C1r         | complement component 1, r sub-component                                             | -1.8                  | n.s.     | n.s.     |
| NM_009778   | C3          | complement component 3                                                              | -5.2                  | -4.5     | n.s.     |
| NM_013484   | C2          | complement component 2 (within H-2S)                                                | -3.1                  | -2.9     | n.s.     |
| NM_009921   | Camp        | cathelicidin antimicrobial peptide                                                  | -3.3                  | -3.2     | n.s.     |
| NM_008198   | Cfb         | complement factor B                                                                 | -35.2                 | -34.0    | n.s.     |
| NM_010819   | Clec4d      | C-type lectin domain family 4, member d                                             | -3.2                  | n.s.     | n.s.     |
| NM_019948   | Clec4e      | C-type lectin domain family 4, member e                                             | -13.2                 | -10.2    | n.s.     |
| NM_020001   | Clec4n      | C-type lectin domain family 4, member n                                             | -4.1                  | -2.7     | n.s.     |
| NM_021364   | Clec5a      | C-type lectin domain family 5, member a                                             | -2.8                  | -2.7     | n.s.     |
| NM_172689   | Ddx58       | DEAD (Asp-Glu-Ala-Asp) box polypeptide 58                                           | -2.1                  | n.s.     | n.s.     |
| NM_013521   | Fpr1        | formyl peptide receptor 1                                                           | -2.2                  | n.s.     | n.s.     |
| NM_008039   | Fpr2        | formyl peptide receptor 2                                                           | -3.4                  | -3.9     | n.s.     |

| GeneBank ID                          | Gene symbol | Gene name                                                                                | Fold-change versus Wt |          |          |
|--------------------------------------|-------------|------------------------------------------------------------------------------------------|-----------------------|----------|----------|
|                                      |             |                                                                                          | Tnfr1,2-/-            | Tnfr1-/- | Tnfr2-/- |
| NM_008489                            | Lbp         | lipopolysaccharide binding protein                                                       | -2.5                  | -2.5     | n.s.     |
| NM_138648                            | Olr1        | oxidized low density lipoprotein (lectin-like) receptor 1                                | -2.5                  | -2.6     | n.s.     |
| NM_011315                            | Saa3        | serum amyloid A 3                                                                        | -25.5                 | -24.7    | n.s.     |
| NM_009776                            | Serping1    | serine (or cysteine) peptidase inhibitor, clade G, member 1                              | -4.1                  | -3.4     | n.s.     |
| NM_011905                            | Tlr2        | toll-like receptor 2                                                                     | -3.8                  | -3.6     | n.s.     |
| NM_021297                            | Tlr4        | toll-like receptor 4                                                                     | -2.0                  | n.s.     | n.s.     |
| <u>Antigen presentation proteins</u> |             |                                                                                          |                       |          |          |
| NM_019909                            | H2-K1       | histocompatibility 2, K1, K region                                                       | -2.1                  | n.s.     | n.s.     |
| NM_013819                            | H2-M3       | histocompatibility 2, M region locus 3                                                   | -1.7                  | n.s.     | n.s.     |
| NM_010724                            | Psmb8       | proteasome (prosome, macropain) subunit, beta type 8 (large multifunctional peptidase 7) | -8.0                  | -4.3     | n.s.     |
| NM_013585                            | Psmb9       | proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2) | -3.9                  | n.s.     | n.s.     |
| NM_013640                            | Psmb10      | proteasome (prosome, macropain) subunit, beta type 10                                    | -7.9                  | -5.7     | n.s.     |
| NM_016883                            | Psmd10      | proteasome (prosome, macropain) 26S subunit, non-ATPase, 10                              | n.s.                  | -2.4     | n.s.     |
| NM_011189                            | Psme1       | proteasome (prosome, macropain) 28 subunit, alpha                                        | -2.1                  | n.s.     | n.s.     |
| NM_011190                            | Psme2       | proteasome (prosome, macropain) 28 subunit, beta                                         | -2.7                  | -2.5     | n.s.     |
| NM_009318                            | Tapbp       | TAP binding protein                                                                      | -2.9                  | -2.4     | n.s.     |
| NM_145391                            | Tapbpl      | TAP binding protein-like                                                                 | -3.2                  | -2.5     | n.s.     |
| <u>NF-κB factors and regulators</u>  |             |                                                                                          |                       |          |          |
| NM_019777                            | Ikbke       | inhibitor of kappaB kinase epsilon                                                       | -4.2                  | -3.1     | n.s.     |
| NM_010907                            | Nfkbia      | nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha      | -2.2                  | n.s.     | n.s.     |
| NM_008690                            | Nfkbie      | nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, epsilon    | -3.9                  | -4.5     | n.s.     |
| NM_138952                            | Ripk2       | receptor (TNFRSF)-interacting serine-threonine kinase 2                                  | -2.2                  | -2.1     | n.s.     |
| NM_145133                            | Tifa        | TRAF-interacting protein with forkhead-associated domain                                 | -2.1                  | -1.8     | n.s.     |
| NM_009397                            | Tnfaip3     | tumor necrosis factor alpha-induced protein 3                                            | -3.9                  | -2.5     | n.s.     |
| NM_021327                            | Tnip1       | TNFAIP3 interacting protein 1                                                            | -3.4                  | -2.7     | n.s.     |
| NM_009421                            | Traf1       | Tnf receptor-associated factor 1                                                         | -4.8                  | -4.9     | n.s.     |

| GeneBank ID                                                     | Gene symbol | Gene name                                                                    | Fold-change versus Wt |          |          |
|-----------------------------------------------------------------|-------------|------------------------------------------------------------------------------|-----------------------|----------|----------|
|                                                                 |             |                                                                              | Tnfr1,2-/-            | Tnfr1-/- | Tnfr2-/- |
| <u>Apoptosis mediators</u>                                      |             |                                                                              |                       |          |          |
| NM_007544                                                       | Bid         | BH3 interacting domain death agonist                                         | -3.1                  | -2.9     | n.s.     |
| NM_007465                                                       | Birc2       | baculoviral IAP repeat-containing 2                                          | -1.9                  | n.s.     | n.s.     |
| NM_007464                                                       | Birc3       | baculoviral IAP repeat-containing 3                                          | -2.4                  | n.s.     | n.s.     |
| NM_007609                                                       | Casp4       | caspase 4, apoptosis-related cysteine peptidase                              | -3.7                  | n.s.     | n.s.     |
| NM_009808                                                       | Casp12      | caspase 12                                                                   | -3.8                  | -3.2     | n.s.     |
| NM_027878                                                       | Dram1       | DNA-damage regulated autophagy modulator 1                                   | -4.0                  | -3.0     | n.s.     |
| NM_007987                                                       | Fas         | Fas (TNF receptor superfamily member 6)                                      | -3.3                  | -3.7     | n.s.     |
| NM_010275                                                       | Gdnf        | glial cell line derived neurotrophic factor                                  | -2.8                  | -2.2     | n.s.     |
| NM_011085                                                       | Pik3r1      | phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1 (p85 alpha) | n.s.                  | 2.6      | n.s.     |
| NM_009251                                                       | Serpina3g   | serine (or cysteine) peptidase inhibitor, clade A, member 3G                 | -9.4                  | -3.7     | n.s.     |
| NM_013671                                                       | Sod2        | superoxide dismutase 2, mitochondrial                                        | -4.2                  | -3.4     | n.s.     |
| NM_009472                                                       | Unc5c       | unc-5 homolog C (C. elegans)                                                 | -1.9                  | n.s.     | n.s.     |
| NM_001037713                                                    | Xaf1        | XIAP associated factor 1                                                     | -3.0                  | -2.9     | n.s.     |
| <u>Cell cycle, proliferation and differentiation regulators</u> |             |                                                                              |                       |          |          |
| NM_007426                                                       | Angpt2      | angiopoietin 2                                                               | n.s.                  | 2.1      | n.s.     |
| NM_007560                                                       | Bmpr1b      | bone morphogenetic protein receptor, type 1B                                 | -3.4                  | -2.7     | n.s.     |
| NM_010216                                                       | Figf        | C-fos induced growth factor                                                  | 5.3                   | 6.4      | n.s.     |
| NM_008086                                                       | Gas1        | growth arrest specific 1                                                     | 2.8                   | n.s.     | n.s.     |
| NM_010260                                                       | Gbp2        | guanylate nucleotide binding protein 2                                       | -14.4                 | -13.5    | n.s.     |
| NM_018734                                                       | Gbp3        | guanylate nucleotide binding protein 3                                       | -20.8                 | -17.4    | n.s.     |
| NM_145741                                                       | Gdf10       | growth differentiation factor 10                                             | n.s.                  | 4.8      | n.s.     |
| NM_008343                                                       | Igfbp3      | insulin-like growth factor binding protein 3                                 | 2.7                   | n.s.     | n.s.     |
| NM_010215                                                       | Il4i1       | interleukin 4 induced 1                                                      | -8.6                  | -6.8     | n.s.     |
| NM_134163                                                       | Mbnl3       | muscleblind-like 3 (Drosophila)                                              | n.s.                  | 2.1      | n.s.     |
| NM_027852                                                       | Rarres2     | retinoic acid receptor responder (tazarotene induced) 2                      | -3.6                  | -3.4     | n.s.     |
| NM_009144                                                       | Sfrp2       | secreted frizzled-related protein 2                                          | -3.0                  | -2.8     | n.s.     |
| NM_011382                                                       | Six4        | sine oculis-related homeobox 4 homolog (Drosophila)                          | -1.6                  | -1.8     | n.s.     |
| NM_023814                                                       | Tbx18       | T-box18                                                                      | n.s.                  | -1.8     | n.s.     |

| GeneBank ID                                 | Gene symbol | Gene name                                                                                     | Fold-change versus Wt |          |          |
|---------------------------------------------|-------------|-----------------------------------------------------------------------------------------------|-----------------------|----------|----------|
|                                             |             |                                                                                               | Tnfr1,2-/-            | Tnfr1-/- | Tnfr2-/- |
| <u>Cytoskeletal proteins and regulators</u> |             |                                                                                               |                       |          |          |
| NM_009707                                   | Arhgap6     | Rho GTPase activating protein 6                                                               | n.s.                  | 1.8      | n.s.     |
| NM_010662                                   | Krt13       | keratin 13                                                                                    | 6.5                   | 5.7      | n.s.     |
| NM_008471                                   | Krt19       | keratin 19                                                                                    | 3.4                   | n.s.     | n.s.     |
| NM_172612                                   | Rnd1        | Rho family GTPase 1                                                                           | -3.8                  | -2.8     | n.s.     |
| NM_011521                                   | Sdc4        | syndecan 4                                                                                    | n.s.                  | -2.5     | n.s.     |
| NM_011619                                   | Tnnt2       | troponin T2, cardiac                                                                          | -5.0                  | -5.6     | n.s.     |
| NM_017379                                   | Tuba8       | tubulin, alpha 8                                                                              | 1.6                   | n.s.     | n.s.     |
| NM_001167860                                | Wipf3       | WAS/WASL interacting protein family, member 3                                                 | 2.3                   | n.s.     | n.s.     |
| <u>Proteases</u>                            |             |                                                                                               |                       |          |          |
| NM_009615                                   | Adam17      | a disintegrin and metallopeptidase domain 17                                                  | -1.9                  | -1.7     | n.s.     |
| NM_001003911                                | Adamts7     | a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 7 | -6.5                  | n.s.     | n.s.     |
| NM_175314                                   | Adamts9     | a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 9 | -1.8                  | -1.9     | n.s.     |
| NM_009982                                   | Ctsc        | cathepsin C                                                                                   | -5.7                  | -4.8     | n.s.     |
| NM_030711                                   | Erap1       | endoplasmic reticulum aminopeptidase 1                                                        | -1.8                  | -2.1     | n.s.     |
| NM_172827                                   | Lnpep       | leucyl/cystinyl aminopeptidase                                                                | 1.5                   | n.s.     | n.s.     |
| NM_010809                                   | Mmp3        | matrix metallopeptidase 3                                                                     | -4.8                  | -3.2     | n.s.     |
| NM_013599                                   | Mmp9        | matrix metallopeptidase 9                                                                     | -3.6                  | -4.0     | n.s.     |
| NM_008605                                   | Mmp12       | matrix metallopeptidase 12                                                                    | -2.5                  | n.s.     | n.s.     |
| NM_008607                                   | Mmp13       | matrix metallopeptidase 13                                                                    | -2.4                  | -2.9     | n.s.     |
| NM_011595                                   | Timp3       | tissue inhibitor of metalloproteinase 3                                                       | 1.9                   | n.s.     | n.s.     |
| <u>Metabolic enzymes</u>                    |             |                                                                                               |                       |          |          |
| NM_175236                                   | Adhfe1      | alcohol dehydrogenase, iron containing, 1                                                     | -5.5                  | -5.5     | n.s.     |
| NM_009667                                   | Ampd3       | AMP deaminase 3                                                                               | -2.0                  | n.s.     | n.s.     |
| NM_007482                                   | Arg1        | arginase 1, liver                                                                             | -2.4                  | n.s.     | n.s.     |
| NM_009705                                   | Arg2        | arginase type II                                                                              | -6.4                  | -4.5     | n.s.     |
| NM_007592                                   | Car8        | carbonic anhydrase 8                                                                          | n.s.                  | -2.7     | n.s.     |
| NM_009890                                   | Ch25h       | cholesterol 25-hydroxylase                                                                    | n.s.                  | -2.8     | n.s.     |
| NM_007825                                   | Cyp7b1      | cytochrome P450, family 7, subfamily b, polypeptide 1                                         | -6.4                  | -10.5    | n.s.     |
| NM_025638                                   | Gdpd1       | glycerophosphodiester phosphodiesterase domain containing 1                                   | -1.8                  | n.s.     | n.s.     |

| GeneBank ID                            | Gene symbol | Gene name                                                                       | Fold-change versus Wt |          |          |
|----------------------------------------|-------------|---------------------------------------------------------------------------------|-----------------------|----------|----------|
|                                        |             |                                                                                 | Tnfr1,2-/-            | Tnfr1-/- | Tnfr2-/- |
| NM_010271                              | Gpd1        | glycerol-3-phosphate dehydrogenase 1 (soluble)                                  | 1.8                   | n.s.     | n.s.     |
| NM_010358                              | Gstm1       | glutathione S-transferase, mu 1                                                 | -2.0                  | n.s.     | n.s.     |
| NM_022415                              | Ptges       | prostaglandin E synthase                                                        | -4.2                  | -4.3     | n.s.     |
| NM_011198                              | Ptgs2       | prostaglandin-endoperoxide synthase 2                                           | -3.8                  | -4.1     | n.s.     |
| <u>Transport proteins and channels</u> |             |                                                                                 |                       |          |          |
| NM_011076                              | Abcb1a      | ATP-binding cassette, sub-family B (MDR/TAP), member 1A                         | 2.0                   | 2.3      | n.s.     |
| NM_011511                              | Abcc9       | ATP-binding cassette, sub-family C (CFTR/MRP), member 9                         | 3.1                   | 5.4      | n.s.     |
| NM_011920                              | Abcg2       | ATP-binding cassette, sub-family G (WHITE), member 2                            | 2.5                   | 2.2      | n.s.     |
| NM_007752                              | Cp          | ceruloplasmin                                                                   | -3.8                  | -3.0     | n.s.     |
| NM_028752                              | Hvcn1       | hydrogen voltage-gated channel 1                                                | -2.1                  | n.s.     | n.s.     |
| NM_019697                              | Kcnd2       | potassium voltage-gated channel, Shal-related family, member 2                  | n.s.                  | -2.6     | n.s.     |
| NM_021342                              | Kcne4       | potassium voltage-gated channel, Isk-related subfamily, gene 4                  | 3.4                   | 3.0      | n.s.     |
| NM_008428                              | Kcnj8       | potassium inwardly-rectifying channel, subfamily J, member 8                    | n.s.                  | 2.8      | n.s.     |
| NM_175429                              | Kctd12b     | potassium channel tetramerisation domain containing 12b                         | 3.9                   | 3.0      | n.s.     |
| NM_010748                              | Lyst        | lysosomal trafficking regulator                                                 | -1.8                  | n.s.     | n.s.     |
| NM_173781                              | Rab6b       | RAB6B, member RAS oncogene family                                               | -3.2                  | n.s.     | -2.6     |
| NM_026405                              | Rab32       | RAB32, member RAS oncogene family                                               | -2.4                  | -2.5     | n.s.     |
| NM_023386                              | Rtp4        | receptor transporter protein 4                                                  | -3.5                  | -3.1     | n.s.     |
| NM_172659                              | Slc2a6      | solute carrier family 2 (facilitated glucose transporter), member 6             | -27.8                 | -19.2    | n.s.     |
| NM_007514                              | Slc7a2      | solute carrier family 7 (cationic amino acid transporter, y+ system), member 2  | -3.5                  | -3.4     | n.s.     |
| NM_011990                              | Slc7a11     | solute carrier family 7 (cationic amino acid transporter, y+ system), member 11 | -2.7                  | -2.7     | n.s.     |
| NM_009194                              | Slc12a2     | solute carrier family 12, member 2                                              | 2.1                   | 2.8      | n.s.     |
| NM_023044                              | Slc15a3     | solute carrier family 15, member 3                                              | -8.8                  | -4.4     | n.s.     |
| NM_001033167                           | Slc22a23    | solute carrier family 22, member 23                                             | n.s.                  | -2.0     | n.s.     |
| NM_026228                              | Slc39a8     | solute carrier family 39 (metal ion transporter), member 8                      | -3.7                  | -4.1     | n.s.     |
| NM_016917                              | Slc40a1     | solute carrier family 40 (iron-regulated transporter), member 1                 | n.s.                  | 3.0      | n.s.     |
| NM_021398                              | Slc43a3     | solute carrier family 43, member 3                                              | -2.4                  | n.s.     | n.s.     |
| NM_175316                              | Slco2b1     | solute carrier organic anion transporter family, member 2b1                     | -5.1                  | -14.3    | n.s.     |

| GeneBank ID                | Gene symbol | Gene name                                                   | Fold-change versus Wt |          |          |
|----------------------------|-------------|-------------------------------------------------------------|-----------------------|----------|----------|
|                            |             |                                                             | Tnfr1,2-/-            | Tnfr1-/- | Tnfr2-/- |
| NM_028035                  | Snx10       | sorting nexin 10                                            | -2.5                  | -2.8     | n.s.     |
| NM_054098                  | Steap4      | STEAP family member 4                                       | -2.2                  | -2.0     | n.s.     |
| NM_018801                  | Syt7        | synaptotagmin VII                                           | -1.8                  | -1.8     | n.s.     |
| <u>Membrane proteins</u>   |             |                                                             |                       |          |          |
| NM_025779                  | Ccdc109b    | coiled-coil domain containing 109B                          | n.s.                  | n.s.     | -4.3     |
| <u>Signaling molecules</u> |             |                                                             |                       |          |          |
| NM_029270                  | Arhgap24    | Rho GTPase activating protein 24                            | 2.8                   | n.s.     | n.s.     |
| NM_009759                  | Bmx         | BMX non-receptor tyrosine kinase                            | 3.6                   | 4.2      | n.s.     |
| NM_009895                  | Cish        | cytokine inducible SH2-containing protein                   | -1.9                  | n.s.     | n.s.     |
| NM_178681                  | Dgkb        | diacylglycerol kinase, beta                                 | 2.2                   | 2.5      | n.s.     |
| NM_010051                  | Dkk1        | dickkopf homolog 1 (Xenopus laevis)                         | -1.9                  | -2.1     | n.s.     |
| NM_010276                  | Gem         | GTP binding protein (gene overexpressed in skeletal muscle) | -1.9                  | n.s.     | n.s.     |
| NM_021896                  | Gucy1a3     | guanylate cyclase 1, soluble, alpha 3                       | 2.6                   | 3.0      | n.s.     |
| NM_028679                  | Irak3       | interleukin-1 receptor-associated kinase 3                  | -2.5                  | n.s.     | n.s.     |
| NM_001164268               | Kalrn       | kalirin, RhoGEF kinase                                      | -2.7                  | -2.5     | n.s.     |
| NM_011943                  | Map2k6      | mitogen-activated protein kinase kinase 6                   | -6.9                  | -4.3     | n.s.     |
| NM_013875                  | Pde7b       | phosphodiesterase 7B                                        | 3.0                   | n.s.     | n.s.     |
| NM_172263                  | Pde8b       | phosphodiesterase 8B                                        | 2.1                   | 2.7      | n.s.     |
| NM_009658                  | Plcl1       | phospholipase C-like 1                                      | n.s.                  | 2.6      | n.s.     |
| NM_008856                  | Prkch       | protein kinase C, eta                                       | n.s.                  | 2.1      | n.s.     |
| NM_019688                  | Rapgef4     | Rap guanine nucleotide exchange factor (GEF) 4              | 2.3                   | 2.2      | n.s.     |
| NM_001013386               | Rasl10b     | RAS-like, family 10, member B                               | 1.5                   | n.s.     | n.s.     |
| NM_009061                  | Rgs2        | regulator of G-protein signaling 2                          | n.s.                  | 3.7      | n.s.     |
| NM_011267                  | Rgs16       | regulator of G-protein signaling 16                         | -2.6                  | -2.7     | n.s.     |
| NM_019958                  | Rgs17       | regulator of G-protein signaling 17                         | -8.6                  | -8.0     | n.s.     |
| NM_026446                  | Rgs19       | regulator of G-protein signaling 19                         | n.s.                  | -1.7     | n.s.     |
| NM_019662                  | Rrad        | Ras-related associated with diabetes                        | -2.4                  | n.s.     | n.s.     |
| NM_033524                  | Spred1      | sprouty protein with EVH-1 domain 1, related sequence       | -1.7                  | n.s.     | n.s.     |
| NM_019636                  | Tbc1d1      | TBC1 domain family, member 1                                | n.s.                  | 2.3      | n.s.     |
| NM_009523                  | Wnt4        | wingless-related MMTV integration site 4                    | 1.9                   | n.s.     | n.s.     |

| GeneBank ID  | Gene symbol        | Gene name                                            | Fold-change versus Wt |          |          |
|--------------|--------------------|------------------------------------------------------|-----------------------|----------|----------|
|              |                    |                                                      | Tnfr1,2-/-            | Tnfr1-/- | Tnfr2-/- |
|              |                    | <u>Transcription factors and regulators</u>          |                       |          |          |
| NM_010056    | Dlx5               | distal-less homeobox 5                               | 1.8                   | 2.0      | n.s.     |
| NM_010095    | Ebf2               | early B-cell factor 2                                | 3.5                   | n.s.     | n.s.     |
| NM_013905    | Heyl               | hairy/enhancer-of-split related with YRPW motif-like | 4.7                   | 6.0      | n.s.     |
| NM_175606    | Hopx               | HOP homeobox                                         | 5.7                   | 5.9      | n.s.     |
| NM_008390    | Irf1               | interferon regulatory factor 1                       | -3.4                  | n.s.     | n.s.     |
| NM_010636    | Klf12              | Kruppel-like factor 12                               | n.s.                  | 2.9      | n.s.     |
| NM_013594    | Mbd1               | methyl-CpG binding domain protein 1                  | -8.9                  | -6.2     | n.s.     |
| NM_025282    | Mef2c              | myocyte enhancer factor 2C                           | 2.2                   | 2.3      | n.s.     |
| NM_008687    | Nfib               | nuclear factor I/B                                   | -2.4                  | -2.0     | n.s.     |
| NM_001083918 | OTTMUSG00000010657 | predicted gene, OTTMUSG00000010657                   | -3.2                  | n.s.     | -3.5     |
| NM_001081009 | Parp8              | poly (ADP-ribose) polymerase family, member 8        | -2.2                  | -2.2     | n.s.     |
| NM_030253    | Parp9              | poly (ADP-ribose) polymerase family, member 9        | -2.7                  | -2.2     | n.s.     |
| NM_001039530 | Parp14             | poly (ADP-ribose) polymerase family, member 14       | -3.9                  | -2.5     | n.s.     |
| NM_027285    | 1700029I01Rik      | RIKEN cDNA 1700029I01 gene                           | -3.4                  | n.s.     | -3.1     |
| NM_020589    | Zfp467             | zinc finger protein 467                              | 2.2                   | n.s.     | n.s.     |

n.s.: not significant

# Supplementary material for: Distinct Contributions of TNF Receptor 1 and 2 to TNF-Induced Glomerular Inflammation in Mice
**Source:** PLoS One. 2013 Jul 15;8(7):e68167. doi: 10.1371/journal.pone.0068167
**Supplement:** Table S2 — Differentially expressed genes in TNF-stimulated Tnfr1,2−/− glomeruli compared to wildtype as identified by microarray profiling.

**Table S2.** Differentially expressed genes in TNF-stimulated *Tnfr1,2*<sup>-/-</sup> glomeruli compared to wildtype (Wt) as identified by microarray profiling<sup>1</sup>.

<sup>1</sup>Genes are listed according to fold-change of *Tnfr1,2-/-* versus wildtype (Wt) glomeruli. For each gene all identifying probe sets are listed. Multiple GeneBank IDs are given for probe sets detecting multiple transcripts of one gene.  
n.s.: not significant.

# Supplementary material for: Distinct Contributions of TNF Receptor 1 and 2 to TNF-Induced Glomerular Inflammation in Mice
**Source:** PLoS One. 2013 Jul 15;8(7):e68167. doi: 10.1371/journal.pone.0068167
**Supplement:** Table S3 — Differentially expressed genes in TNF-stimulated Tnfr1−/− glomeruli compared to wildtype as identified by microarray profiling.

**Table S3.** Differentially expressed genes in TNF-stimulated *Tnfr1*<sup>-/-</sup> glomeruli compared to wildtype (Wt) as identified by microarray profiling<sup>1</sup>.

<sup>1</sup>Genes are listed according to fold-change of *Tnfr1*<sup>-/-</sup> versus wildtype (Wt) glomeruli. For each gene all identifying probe sets are listed. Multiple GeneBank IDs are given for probe sets detecting multiple transcripts of one gene. n.s.: not significant.

# Supplementary material for: Distinct Contributions of TNF Receptor 1 and 2 to TNF-Induced Glomerular Inflammation in Mice
**Source:** PLoS One. 2013 Jul 15;8(7):e68167. doi: 10.1371/journal.pone.0068167
**Supplement:** Table S4 — Differentially expressed genes in TNF-stimulated Tnfr2−/− glomeruli compared to wildtype as identified by microarray profiling.

**Table S4.** Differentially expressed genes in TNF-stimulated *Tnfr2*<sup>-/-</sup> glomeruli compared to wildtype (Wt) as identified by microarray profiling<sup>1</sup>.

| Affymetrix probe set ID | GeneBank ID  | Gene symbol        | Gene name                                             | Fold-change versus Wt       |                             |                               |
|-------------------------|--------------|--------------------|-------------------------------------------------------|-----------------------------|-----------------------------|-------------------------------|
|                         |              |                    |                                                       | <i>Tnfr2</i> <sup>-/-</sup> | <i>Tnfr1</i> <sup>-/-</sup> | <i>Tnfr1,2</i> <sup>-/-</sup> |
| 1418099_at              | NM_011610    | Tnfrsf1b           | tumor necrosis factor receptor superfamily, member 1b | -4.9                        | n.s.                        | -4.4                          |
| 1418778_at              | NM_025779    | Ccdc109b           | coiled-coil domain containing 109B                    | -4.3                        | n.s.                        | n.s.                          |
| 1424784_at              | NM_001083918 | OTTMUSG00000010657 | predicted gene, OTTMUSG00000010657                    | -3.5                        | n.s.                        | -3.2                          |
| 1436574_at              | NM_027285    | 1700029I01Rik      | RIKEN cDNA 1700029I01 gene                            | -3.1                        | n.s.                        | -3.4                          |
| 1434914_at              | NM_173781    | Rab6b              | RAB6B, member RAS oncogene family                     | -2.6                        | n.s.                        | -3.2                          |

<sup>1</sup>Genes are listed according to fold-change of *Tnfr2*<sup>-/-</sup> versus wildtype (Wt) glomeruli.  
n.s.: not significant.

# Supplementary material for: Distinct Contributions of TNF Receptor 1 and 2 to TNF-Induced Glomerular Inflammation in Mice
**Source:** PLoS One. 2013 Jul 15;8(7):e68167. doi: 10.1371/journal.pone.0068167
**Supplement:** Table S5 — Enriched functional groups of differentially expressed genes in TNF-stimulated Tnfr1,2−/− glomeruli compared to wildtype as identified by DAVID.

**Table S5.** Enriched functional groups of differentially expressed genes in TNF-stimulated *Tnfr1,2*<sup>-/-</sup> glomeruli compared to wildtype (Wt) as identified by DAVID<sup>1</sup>

Functional group 7: Zinc ion binding proteins (enrichment score: 1.39)

<sup>1</sup>The gene functional classification tool of DAVID was used to rank the overall importance of functional gene groups that reached an enrichment score of  $\geq 1.3$  (p-value  $< 0.05$ ) as described in Materials and Methods.

# Supplementary material for: Distinct Contributions of TNF Receptor 1 and 2 to TNF-Induced Glomerular Inflammation in Mice
**Source:** PLoS One. 2013 Jul 15;8(7):e68167. doi: 10.1371/journal.pone.0068167
**Supplement:** Table S6 — Enriched functional groups of differentially expressed genes in TNF-stimulated Tnfr1−/− glomeruli compared to wildtype as identified by DAVID.

**Table S6.** Enriched functional groups of differentially expressed genes in TNF-stimulated *Tnfr1*<sup>-/-</sup> glomeruli compared to wildtype (Wt) as identified by DAVID<sup>1</sup>.

Functional group 3: Innate immune effectors (enrichment score: 2.77)

Functional group 4: Matrix metallopeptidases (enrichment score: 2.05)

<sup>1</sup>The gene functional classification tool of DAVID was used to rank the overall importance of functional gene groups that reached an enrichment score of  $\geq 1.3$  (p-value  $< 0.05$ ) as described in Materials and Methods.

How the deposited data were processed for this re-analysis (not part of the article)

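Gene expression was measured in isolated mouse glomeruli that had been exposed to TNF (50 ng/ml, 12 hours) ex vivo, on 12 expression arrays of 4 genotypes (wildtype, *Tnfr1,2*−/−, *Tnfr1*−/− and *Tnfr2*−/−, 3 arrays each). The array carries 45101 probe sets, 64 of them controls. The authors scanned the arrays, computed probe signals and normalized the 12 arrays together by the robust multichip average, so that the deposited table holds log2 values, which were used as they are. The range and the medians of the arrays were checked against that unit, and the recomputed fold changes were checked against the fold changes of Tables S2 to S4. Unstimulated glomeruli, renal tissue after injection of TNF, real-time PCR, protein assays, histology and flow cytometry were not analysed here.

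Of the probe sets, 34958 carried 1 gene symbol in the platform annotation, 932 carried several and 9211 none. The last 2 kinds were left out of the tests by gene, since their signal cannot be given to 1 gene, so genes without a single symbol are not reported. Each of 18194 genes was represented by the probe set with the highest mean over the 12 arrays; 9182 genes had 1 probe set and 9012 had more. Linear models were fitted to the 4 genotypes with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes without trend, 8 residual degrees of freedom). The 6 comparisons were each mutant against wildtype and each pair of mutants. P-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, and a gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold. Shared calls were set beside the number that independent lists would share and beside 100 simulated draws of unchanged groups against the same wildtype arrays (seed 1). Fold changes of listed genes were recomputed from the mean linear signal of their listed probe sets and compared at a tolerance of 5%. The functional groups of Table S1 were counted by member, and the enrichment of functional terms was not recomputed.

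The 28 gene lists were tested with camera at a preset correlation between genes of 0.01, with camera at an estimated correlation, and with fry, each adjusted over the lists of a comparison. The 20 lists of genes by function were leukocyte adhesion molecules; chemokine ligands; proinflammatory cytokines and growth factors; TNF receptor superfamily; NF-κB components and regulators; complement factors; MHC class I presentation and immunoproteasome; constitutive proteasome subunits; matrix metalloproteinases; pattern recognition receptors; interferon-stimulated genes; apoptosis mediators; acute phase proteins and metal handling; prostanoid, nitric oxide and oxidant enzymes; extracellular matrix; Rab GTPases; cell cycle; immediate-early and heat shock genes; hypoxia-regulated and glycolytic genes; and housekeeping genes. The 8 lists of cell type markers were those of podocytes, glomerular endothelium, mesangial and vascular smooth muscle cells, parietal epithelium, tubular epithelium, macrophages, neutrophils and lymphocytes. Several lists share genes. Genes near a targeted locus were counted within 10 Mb on either side and compared with all other genes of known position by Fisher's exact test.

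The genes named follow a rule in 5 parts. They are the genes that the paper names in its array results; the 10 called genes with the largest decrease and the 10 with the largest increase per comparison with wildtype, where the 3 arrays of each genotype did not overlap; the 5 largest called changes in each direction between mutants; 2 to 4 members of each list with the smallest adjusted p; and up to 4 members of each Table S1 group with the largest listed fold change. The values of the paper's tables had been seen when the last part was written. Where a gene is named outside the rule, the text says that it was named after its values were seen. Of the genes that the rule names, 1 is left out and not reported here.

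The alternatives set with the rule were all probe sets in place of 1 per gene; the mean of a gene's probe sets; the statistic of SAM with all permutations and a q under 5%; only the 6 arrays compared; a mean-variance trend; array weights; no fold threshold or a 2-fold threshold; median centring; cyclic loess; leaving out dim probe sets (log2 value of at least 6 required on at least 3 arrays); leaving out probe sets whose identifiers mark several transcripts; a block for the replicate number; each array left out; windows of 5 and 20 Mb; a threshold of 1.2-fold for trends; the listed probe set with the highest mean; and the mean of log2 values for listed fold changes. Added after the values were seen were a block for the array set, each array set alone, the effects of the Tnfr1 and Tnfr2 loci over all 12 arrays, and the 20 genes with the smallest p in place of called genes. SAM was written anew from its published description, since the program itself was not used here.

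The models were tested on simulated data, in which log2 changes were added to 50 genes at each of 4 sizes in the same run. So many changed genes ease the adjustment, and the shares do not hold where few genes change. At a log2 change of 1, limma called 62% of the changed genes in *Tnfr1,2*−/−, 66% in *Tnfr1*−/− and 70% in *Tnfr2*−/− glomeruli, and SAM 36%, 38% and 48%. False calls by limma numbered 5, 6 and 14 among 18194 genes. Camera called the 1 list that was shifted by -0.5 in *Tnfr1*−/− glomeruli and 0 of the others. This does not measure false list calls on the real arrays. There another grouping of the *Tnfr1*−/− and wildtype arrays gave 15 lists, against 14 for the real one. Where the lower group of a comparison lay under the array medians (5.59 to 5.64), a fold change is a lower bound. The number of arrays sets the precision. In the deviations from the genotype means, arrays with the same replicate number correlated above 0.1 in all pairs among wildtype, *Tnfr1*−/− and *Tnfr2*−/− glomeruli (0.18 to 0.73) but not with *Tnfr1,2*−/− glomeruli (lowest -0.23). For the comparisons among those 3 genotypes, values with the replicate number as a block are given where they change a call that is reported. The pairing is read from these correlations, since neither the labels nor the paper state it, and all 4 arrays numbered 3 stood in array set 2, which may raise the correlations (0.48 to 0.73 for these). Correlations between replicates ran from 0.983 to 0.994 in wildtype, 0.967 to 0.985 in *Tnfr1,2*−/−, 0.975 to 0.987 in *Tnfr1*−/− and 0.985 to 0.993 in *Tnfr2*−/− glomeruli.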

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

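Of the tests below, the list of mesangial markers and the search for called genes near Tnfrsf1b in *Tnfr2*−/− glomeruli were set before their results were seen, and those of the control probe sets, of the genes that differ with the Tnfr2 locus and of Rab6b were chosen afterwards.

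The 12 arrays fell into 2 sets on control probe sets that the paper does not discuss. In the poly-A spike-in controls, which are labelled together with the glomerular RNA, the 3′ minus 5′ difference was higher by 1.32 on the log2 scale in set 2 (3.39 ± 0.40, SD, n = 5) than in set 1 (2.07 ± 0.26, n = 7). The hybridization spike-ins, which do not stem from the glomeruli, were also higher by 0.796 in set 2 (exact permutation p = 0.0013), which argues against degraded glomerular RNA alone, and all 4 genotypes stood in both sets, which argues against genotype. Labelling or hybridization in different runs may account for the sets, since the poly-A difference of 1.32 is what it needs, but neither the labels nor the paper name such runs. No biological explanation was tested.

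Of the 5 genes that differed with the Tnfr2 locus over all 12 arrays, 3 lay within 10 Mb of Tnfrsf1b itself (3 of 238 tested genes there, against 1 of 17795 elsewhere, Fisher's exact p = 9e-06). These were Znf41-ps, Angptl7 and Zfp991, the second of them named after its values were seen, and no gene besides these and Tnfrsf1b and Rab6b was called. Among the 20 genes with the smallest p between *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli 5 lay there (odds ratio 25.4, Fisher's exact p = 5.1e-06), so DNA of the stem cell strain that flanks the targeted allele may account for them, while the planned count of called genes there in *Tnfr2*−/− against wildtype glomeruli was 0 and leaves it open. Rab6b lies on chromosome 9 and not on chromosome 4 with Tnfrsf1b. Flanking DNA at Rab6b itself is therefore excluded (0 of its probe sets lie in the window), while an indirect effect was not tested. A fault of 1 probe set is excluded for Rab6b too, since 4 of its 4 probe sets were lower. An effect of TNF receptor 2 on the genes near its locus stays open as untested.

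Mesangial and vascular smooth muscle markers, which the paper does not discuss as a group, rose in *Tnfr1*−/− glomeruli: 6 of 17 measured were called higher and 0 lower, and 7 were higher when adjusted over the list alone. Among them were Gucy1a1, a subunit of the nitric oxide receptor (3.07-fold higher, adjusted p = 0.0037), and Itga8, an integrin of mesangial cells (2.65-fold higher, adjusted p = 0.0052), both of which Table S1 lists as higher, the former as Gucy1a3. The call for Gucy1a1 was lost with the 6 arrays alone (adjusted p = 0.059), and that for Itga8 where probe sets were averaged (0.14). The mean of the list was higher by 0.75 ± 0.22 on the log2 scale (SD, n = 3), and camera gave an adjusted p of 5.1e-11 with the preset and 0.014 with the estimated correlation. Endothelial markers were also higher (0.67 ± 0.36, adjusted p = 0.03 with the estimated correlation), and the array with the highest mesangial mean (0.97) had podocyte markers at -1.05; no explanation was tested.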

How the results depend on the processing

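The array set block, each array set alone and the effects of the loci over all arrays were chosen after the values were seen, while the other settings were planned. Of the values that answer a comparison, 491 stayed on their side of the threshold or within 1.5 times the count, 85 moved further, 10 newly passed, 6 no longer passed and no called value changed sign, and among the other values 18358 kept their side, 208 newly passed, 398 no longer passed and again no called value changed sign. Values that were not called did change sign, as the ranges below show. The cause was not tested for any change below. In set 2 every comparison, and in set 1 those with *Tnfr1,2*−/− glomeruli, leave 1 array in a genotype, too few to weigh calls there. For all genes called over the 12 arrays the compared groups did not overlap. Their sign within each set was therefore fixed and is no check on the array sets. Genes called in *Tnfr1,2*−/− against wildtype glomeruli (236) numbered 1040 with array weights, 597 with the replicate block, 388 with the array set block, 60 in set 1 and 17 in set 2. In *Tnfr1*−/− glomeruli (219) the count was 97 with only the 6 arrays compared, 356 with array weights, 437 with the replicate block, 470 with the array set block and 0 in set 2. In *Tnfr2*−/− glomeruli (0) it was 4 by SAM, 3 with array weights, 1 with the replicate block and 3 with the array set block. Between *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli (1) it was 0 with the mean of probe sets, 3 by SAM, 0 with only the 6 arrays, 3 with a mean-variance trend, 4 with array weights, 3 without dim probe sets, 4 with the replicate block, 4 with the array set block, 0 in set 1 and 0 in set 2. Between *Tnfr2*−/− and *Tnfr1*−/− glomeruli (219) it was 450 with the replicate block, 462 with the array set block and 2 in set 2. Between *Tnfr1,2*−/− and *Tnfr2*−/− glomeruli (253) it was 168 with only the 6 arrays, 760 with array weights, 639 with the replicate block, 404 with the array set block, 97 in set 1 and 16 in set 2. Genes shared by *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli (171) numbered 75 with only the 6 arrays, 302 with array weights, 329 with the replicate block, 323 with the array set block, 57 in set 1 and 0 in set 2, and those shared by *Tnfr1,2*−/− and *Tnfr2*−/− glomeruli (0) 4 by SAM, 3 with array weights, 1 with the replicate block and 3 with the array set block. Replicate numbers did not pair the *Tnfr1,2*−/− arrays with the others (15 of 18 pairs above 0.1, lowest -0.23, and 6 of 12 arrays correlated best with those of their own number). Among the other 3 genotypes the replicate block changed calls only toward more genes, and no call of a gene list. Of the genes called in *Tnfr1,2*−/− glomeruli, 455 were lower and 585 higher with array weights, and 328 and 269 with the replicate block. The correlation of changes in *Tnfr1*−/− and *Tnfr2*−/− glomeruli was 0.35 in set 2. At 1.2-fold, 10 genes of Table S2 marked for *Tnfr1,2*−/− glomeruli alone passed in *Tnfr2*−/− glomeruli (1 at 1.5-fold). With an estimated correlation camera called 1 marker list in *Tnfr1,2*−/− (4), 0 marker lists in *Tnfr2*−/− (3), 0 other lists in *Tnfr2*−/− glomeruli (5), and 0 marker lists (4) and 0 other lists (9) between *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli, where 5 other lists passed without dim probe sets. Called genes near Tnfrsf1b between *Tnfr2*−/− and *Tnfr1*−/− glomeruli were enriched in a window of 5 Mb (4, Fisher's exact test, p = 0.038), as were those near Tnfrsf1a (5, p = 0.03), the latter also over all probe sets (6, p = 0.038). Tnfrsf1a no longer passed in *Tnfr1,2*−/− glomeruli with only the 6 arrays (-1.27, adjusted p = 0.055), and newly passed in *Tnfr1*−/− glomeruli with array weights (-0.88, 0.024), the replicate block (-0.82, 0.031) and the array set block (-0.82, 0.0065). Tnfrsf1b no longer passed in *Tnfr1,2*−/− glomeruli with the mean of probe sets (-1.12, 0.055), newly passed in *Tnfr2*−/− glomeruli by SAM (-2.30), with array weights (-2.34, 0.0054) and the array set block (-2.30, 0.024), and between *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli with array weights (-2.05, 0.046). Leave-one-out counts ran from 130 to 247 in *Tnfr1,2*−/− (152 without wildtype replicate 1, 130 without wildtype replicate 2), 118 to 177 in *Tnfr1*−/− (118 without wildtype replicate 2), 0 to 0 in *Tnfr2*−/−, 1 to 1 between *Tnfr1,2*−/− and *Tnfr1*−/−, 127 to 184 between *Tnfr2*−/− and *Tnfr1*−/− (127 without *Tnfr2*−/− replicate 2), and 147 to 250 between *Tnfr1,2*−/− and *Tnfr2*−/− glomeruli (167 without *Tnfr1,2*−/− replicate 2, 157 and 147 without *Tnfr2*−/− replicates 1 and 2). Shared genes ran from 92 (without wildtype replicate 2) to 165 for *Tnfr1,2*−/− and *Tnfr1*−/−, and 0 to 0 for *Tnfr1,2*−/− and *Tnfr2*−/−. The correlation of changes ran from 0.43 (without *Tnfr1*−/− replicate 3) to 0.85 (without *Tnfr1*−/− replicate 2) for *Tnfr1,2*−/− and *Tnfr1*−/−, with 0.55 without *Tnfr1,2*−/− replicate 1, from -0.12 (without *Tnfr2*−/− replicate 3) to 0.5 (without wildtype replicate 3) for *Tnfr1,2*−/− and *Tnfr2*−/−, and from 0.11 (without *Tnfr2*−/− replicate 1) to 0.42 (without wildtype replicate 1) for *Tnfr1*−/− and *Tnfr2*−/−, with 0.37 without wildtype replicate 3. Of the Table S2 genes marked for *Tnfr1,2*−/− alone, 111 to 121 shared the sign in *Tnfr1*−/− and 38 to 68 in *Tnfr2*−/−, and 75 to 104 and 1 to 3 passed 1.5-fold. Listed fold changes within 5% ran from 225 to 475 (264, 271 and 225 without wildtype replicates 1, 2 and 3), and those in the listed direction from 514 to 514. Lists called ran from 15 to 17 in *Tnfr1,2*−/−, 13 to 15 in *Tnfr1*−/− and 2 to 5 in *Tnfr2*−/− (3, 2 and 2 without wildtype replicates 1, 2 and 3, and 3 and 2 without *Tnfr2*−/− replicates 1 and 2), and marker lists from 2 (without *Tnfr1,2*−/− replicate 1) to 5, 2 to 4 and 2 to 3. Between *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli lists called ran from 0 (without *Tnfr1*−/− replicate 2) to 8, with 4 without *Tnfr1,2*−/− replicate 1, and marker lists from 0 (without *Tnfr1*−/− replicate 2) to 5, with 2 without *Tnfr1,2*−/− replicate 1. Tnfrsf1a ran from -1.43 to -1.18 in *Tnfr1,2*−/−, -1.03 to -0.57 in *Tnfr1*−/−, 0.01 to 0.26 in *Tnfr2*−/− and -0.70 to -0.24 between *Tnfr1,2*−/− and *Tnfr1*−/−, and Tnfrsf1b from -2.26 to -2.08, -0.59 to 0.21, -2.46 to -2.11 and -2.36 to -1.56. Of 92 genes named as called in *Tnfr1,2*−/− glomeruli, 63 stayed called in all settings that keep the 12 arrays and were planned, and 63 without each array, of 84 in *Tnfr1*−/− glomeruli 48 and 61, and the 1 between *Tnfr1,2*−/− and *Tnfr1*−/− in 0 and 1. Signal over background limits dim genes, and leaving out dim probe sets moved the count between *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli (3) among the values that answer a comparison. All settings that had been planned were run.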

Differences from the paper's values

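The array set block was chosen after the values were seen, while the other settings below were set before the data were examined. The paper called genes by SAM at a q under 5% and at least 1.5-fold, and the counts here are by limma at an adjusted p under 0.05 and at least 1.5-fold.

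For genes changed in *Tnfr2*−/− glomeruli the paper's count is 5 and the count here 0. The 128 genes at an unadjusted p under 0.05 are fewer than chance gives at that threshold. By SAM 5 probe sets were called, all lower, which gave 4 genes with 1 symbol. This count of 4 lies within the paper's value. It was 3 with array weights and 1 with the replicate block, and it stayed outside with these and with all probe sets, the mean of probe sets, the mean-variance trend, no fold threshold, the 2-fold threshold, median centring, cyclic loess, without dim probe sets, with only the 6 arrays and without probe sets marked for several transcripts. None of the 6 settings that leave out an array came within the paper's value. For genes shared by *Tnfr1,2*−/− and *Tnfr2*−/− glomeruli the paper's count is 5 and the count here 0, again with 4 by SAM, the only setting that keeps all arrays within the paper's value, 3 with array weights and 1 with the replicate block, and none of the 9 that leave out an array. Elsewhere in its text the paper gives 4 shared genes, as do the marks of its tables, against 0 here. SAM gave 4, and array weights gave 3, within 1.5 times of the paper's value but without Zfp991. No other setting planned and none that leaves out an array came as close, while the array set block, chosen after seeing the values, gave 3 and dropped 1 of the paper's 4. SAM called Zfp991, Tnfrsf1b, Znf41-ps and Rab6b in *Tnfr2*−/− glomeruli, array weights called Tnfrsf1b (adjusted p = 0.0054), Znf41-ps (0.0054) and Rab6b (0.013), and the replicate block Znf41-ps (0.0024). The array set block, chosen after seeing the values, called 3 genes, Tnfrsf1b (adjusted p = 0.024), Znf41-ps (0.0061) and Rab6b (0.024), and did not reach the paper's count.

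For genes changed in *Tnfr1,2*−/− glomeruli and in no single mutant the paper's count is 117 and the count here 65. It was within the paper's value by SAM (103) and with only the 6 arrays (86), and outside it with all probe sets, the mean of probe sets, the mean-variance trend, array weights (735), no fold threshold, the 2-fold threshold, median centring, cyclic loess, the replicate block (267), without dim probe sets and without probe sets marked for several transcripts. Without *Tnfr1,2*−/− replicate 1 (90) or *Tnfr1*−/− replicates 1, 2 or 3 (83, 102 and 115) it was within the paper's value, and without wildtype replicates 1, 2 or 3 (37, 38 and 54) or *Tnfr1,2*−/− replicates 2 or 3 (27 and 23) it was not.

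Some fold changes of Tables S2 and S3 differed. For Clec4e in *Tnfr1,2*−/− glomeruli the paper's value is -13.2 and the value from the mean linear signal here -25.5. It was -12.9 from the mean of log2 values, which lies within the paper's value. In *Tnfr1,2*−/− glomeruli this held for the mean of log2 values alone, and for none of the 6 settings without an array, for Clec4e and for the next 2 genes. For Cxcl9 in *Tnfr1,2*−/− glomeruli the paper's value is -5.4 and the value here -10.0 (-5.35 from the mean of log2 values), and for Slco2b1 in *Tnfr1,2*−/− glomeruli the paper's value is -5.1 and the value here -2.90 (-5.10 from the mean of log2 values). In *Tnfr1*−/− glomeruli the paper's value for Clec4e is -10.2 and the value here -18.5, with -9.94 from the mean of log2 values and -15.3 without wildtype replicate 2, both within the paper's value. For Ctsc in *Tnfr1*−/− glomeruli the paper's value is -4.8 and the value here -3.07, with -4.73 from the mean of log2 values, -3.57 without wildtype replicate 2 and -3.47 without *Tnfr1*−/− replicate 3 within it.

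Tallies of the marks in Table S2 differ from the counts in the paper's text. The table marks 164 genes with a value in *Tnfr1*−/− glomeruli, 4 with a value in *Tnfr2*−/− glomeruli and 122 as not significant in both. The paper states that all genes called in *Tnfr1,2*−/− glomeruli alone moved alike in *Tnfr1*−/− glomeruli; 118 of the 122 so marked had that sign and 4 did not, while 88 passed 1.5-fold. The paper lists Il6 as lower in *Tnfr1*−/− glomeruli alone. Here its log2 change was -1.15 in *Tnfr1*−/− (adjusted p = 0.538) and -1.25 in *Tnfr1,2*−/− glomeruli, not called, while SAM called it in *Tnfr1*−/− glomeruli (q = 0.026) and the array set block, added after seeing the values, in *Tnfr1,2*−/− glomeruli (-1.51, adjusted p = 0.031). The paper gives Zfp991 as lower in *Tnfr2*−/− glomeruli, and the probe set it lists was lower here, but the probe set with the highest mean was not (8.12 ± 0.39 against 6.62 ± 0.54 in wildtype, SD, n = 3, adjusted p = 1). Table S1 lists Col8a1 and Slc40a1 as higher in *Tnfr1*−/− glomeruli alone and Madcam1 as lower in both genotypes. Here limma called each of them in *Tnfr1,2*−/− and not in *Tnfr1*−/− glomeruli. Ccl2, Ccl5, Icam1 and Vcam1 fell in *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli as the paper states.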

Other observations

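The tests of the array sets, of the added effect of Tnfr2 loss and of the effects of the loci were chosen after the results were seen, and the counts over other groupings of the arrays and the test without *Tnfr1*−/− replicate 1 were set before, while the test without the *Tnfr1*−/− array lowest in podocyte markers was chosen after.

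Markers of resident glomerular cells differed between the genotypes. Camera called 4 of 8 marker lists in *Tnfr1,2*−/− glomeruli at the preset correlation, and 1 of these, the mesangial and vascular smooth muscle markers, passed with the estimated correlation (adjusted p = 4.5e-07 and 0.036). Of these 17 markers 4 were called higher, with a mean of 0.62 ± 0.17 on the log2 scale (SD, n = 3). Gucy1a1 was 2.55-fold higher (adjusted p = 0.0096), a call lost without wildtype replicate 2 (0.063) or *Tnfr1,2*−/− replicate 2 (0.05). Of 21 podocyte markers 1 was called higher, Ddn, which encodes dendrin (6.82-fold, adjusted p = 0.0361). The call was lost over all probe sets (0.067) and without each of wildtype replicates 1, 2 and 3 (0.11, 0.18 and 0.1) and *Tnfr1,2*−/− replicates 1, 2 and 3 (0.057, 0.16 and 0.12). Podocyte markers rose as a list at the preset correlation alone (adjusted p = 2.7e-05, against 0.29 with the estimated one), by 0.66 ± 0.03 in *Tnfr1,2*−/− glomeruli, while in *Tnfr1*−/− glomeruli they changed by 0.04 ± 0.94 (adjusted p = 0.65), with 1 array at -1.05. Endothelial markers were higher as a list in *Tnfr1,2*−/− glomeruli at the preset correlation alone, with 0 of 20 called (adjusted p = 0.0022, estimated 0.26, and 0.21 without *Tnfr1,2*−/− replicate 1). In *Tnfr1*−/− glomeruli they were higher with both correlations (adjusted p = 4.3e-11, estimated 0.03, mean 0.67 ± 0.36), with 1 gene called. That gene was Kdr, the receptor of VEGF (2.13-fold higher, adjusted p = 0.0414), whose call was lost over all probe sets (0.072), by SAM (0.3), with the 6 arrays alone (0.21), with a mean-variance trend (0.053), without wildtype replicates 1 or 2 (0.15 and 0.2) and without *Tnfr1*−/− replicates 2 or 3 (0.14 and 0.084). Within genotypes these markers also differed between the array sets, by -0.52.

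Of 5 parietal epithelial markers, Krt19, which encodes keratin 19, rose 3.42-fold in *Tnfr1,2*−/− glomeruli (adjusted p = 0.0118), a call lost with the 6 arrays alone (0.05) and without wildtype replicate 2 (0.068). By camera the list passed in *Tnfr1,2*−/− glomeruli (adjusted p = 0.029, estimated 0.28) and not in *Tnfr1*−/− glomeruli (0.46), and in *Tnfr1,2*−/− glomeruli it no longer passed without wildtype replicates 2 or 3 (0.073 and 0.087) or *Tnfr1,2*−/− replicate 1 (0.25). Of 20 tubular markers 0 were called in *Tnfr1,2*−/− (adjusted p = 0.57) or *Tnfr1*−/− glomeruli (0.26), with means of 0.15 ± 0.06 and 0.21 ± 0.30. Macrophage markers rose in *Tnfr1*−/− glomeruli at the preset correlation alone (0 of 18 called, adjusted p = 0.0093, estimated 0.55), and not without wildtype replicates 1 or 3 (0.14 and 0.1) or *Tnfr1*−/− replicate 2 (0.98). Also in *Tnfr1*−/− glomeruli, neutrophil markers held 1 gene called lower of 10 (adjusted p = 0.058), and lymphocyte markers held 0 calls (0.19). Several markers of both lists lay near or under the array medians in wildtype glomeruli, where a decrease could hardly be measured. Endothelial (adjusted p = 3.7e-11, estimated 0.26), macrophage (1.7e-05, 0.47) and parietal markers (0.048, 0.47) were higher in *Tnfr2*−/− glomeruli at the preset correlation alone. Macrophage markers no longer passed without wildtype replicate 1 (0.052) or *Tnfr2*−/− replicate 2 (0.58). Parietal markers no longer passed without wildtype replicates 2 or 3 (0.63 and 0.24), without *Tnfr2*−/− replicates 1, 2 or 3 (0.091, 0.48 and 0.055), with the mean of probe sets (0.098), cyclic loess (0.07), the array set block (0.11) or without dim probe sets (0.058).

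Genes of the extracellular matrix were higher as a list in *Tnfr1,2*−/− glomeruli at the preset correlation alone (adjusted p = 0.00018, estimated 0.1). There 2 of 20 were called higher and 0 lower, with a mean of 0.53 ± 0.30, against 1 called in *Tnfr1*−/− glomeruli (adjusted p = 0.074). Fbln5, which encodes the elastic fibre protein fibulin 5, was 2.72-fold higher in *Tnfr1,2*−/− (adjusted p = 0.0099) and 2.93-fold higher in *Tnfr1*−/− glomeruli (adjusted p = 0.007). Its call in *Tnfr1,2*−/− glomeruli was lost with the mean of probe sets (0.082) and without wildtype replicate 2 (0.056). Cell cycle genes were higher in *Tnfr1,2*−/− glomeruli at the preset correlation alone (adjusted p = 0.0057, estimated 0.43, 0.48 without wildtype replicate 2 and 0.062 without *Tnfr1,2*−/− replicate 3), with 0 of 20 called, and not in *Tnfr1*−/− glomeruli (0.92). Immediate-early and heat shock genes were lower in *Tnfr1,2*−/− glomeruli at the preset correlation alone (adjusted p = 0.0088, estimated 0.21), with 0 of 12 called, and not in *Tnfr1*−/− glomeruli (0.92). Within genotypes this list also differed between the array sets, by -0.37, against a mean of -0.47 ± 0.29 in *Tnfr1,2*−/− glomeruli. It passed there with the array set as a block too (adjusted p = 0.0056 by camera).

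Gbp2b, which encodes an interferon-induced GTPase, stood at log2 values of 10.8, 4.39 and 11.5 on wildtype replicates 1, 2 and 3, between 4.36 and 4.90 on the *Tnfr1,2*−/− arrays, between 4.38 and 4.77 on the *Tnfr1*−/− arrays and between 11.8 and 12.3 on the *Tnfr2*−/− arrays. Called genes within 10 Mb of Tnfrsf1a numbered 8 of 221 in *Tnfr1,2*−/− (odds ratio 2.91, Fisher's exact p = 0.0086), 7 in *Tnfr1*−/− against wildtype glomeruli (2.73, p = 0.018), 7 between *Tnfr1,2*−/− and *Tnfr2*−/− glomeruli (2.35, p = 0.035) and 14 that differed with the Tnfr1 locus (2.66, p = 0.0015). Between *Tnfr2*−/− and *Tnfr1*−/− glomeruli 5 lay there (1.91, Fisher's exact p = 0.2), and of the 20 genes with the smallest p in *Tnfr1,2*−/− or *Tnfr1*−/− against wildtype glomeruli 1 each (4.26, p = 0.22), as between *Tnfr1,2*−/− and *Tnfr2*−/− glomeruli and for the Tnfr1 locus.

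Regroupings of 3 against 3 arrays number 10, too few for a share under 0.05. The real grouping gave 236 called genes in *Tnfr1,2*−/− against wildtype glomeruli and the highest other 0, and for gene lists 16 against 10. In *Tnfr1*−/− glomeruli these were 219 against 0 genes and 14 against 15 lists, in *Tnfr2*−/− glomeruli 0 against 0 genes and 5 against 6 lists. They were 219 against 0 genes between *Tnfr2*−/− and *Tnfr1*−/−, and 253 against 0 between *Tnfr1,2*−/− and *Tnfr2*−/− glomeruli. Between *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli the real grouping gave 1 gene and the highest other 2637, from the grouping that parts the 3 arrays of set 2 from the 3 of set 1. The same parting gave 0 genes among the *Tnfr1,2*−/− and wildtype arrays, and 0 among the *Tnfr1,2*−/− and *Tnfr2*−/− arrays. Whether the array sets account for the 2637 genes therefore stays open. With the array set as a block 4 genes were called. Over all 12 arrays, 3 of 100 regroupings gave at least as many genes as the Tnfr2 locus (5, highest other 1952) and 2 of 100 as many as the Tnfr1 locus (459, highest other 1386). The regroupings kept the genotype of the other locus but not the array sets. Those with many more genes point to a structure among the arrays, so these shares do not settle whether chance can be excluded.

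Fewer genes were called in *Tnfr1*−/− (219) than in *Tnfr1,2*−/− glomeruli (236), a difference that SAM (258 and 282), array weights (356 and 1040) and the 6 arrays alone (97 and 161) kept. The test of an *Tnfr1*−/− array with few podocyte transcripts had been set for *Tnfr1*−/− replicate 1 (156 genes without it), but *Tnfr1*−/− replicate 2 had the low podocyte markers (-1.05, against 0.58 on each of the other *Tnfr1*−/− arrays). Without *Tnfr1*−/− replicate 2 the count was 177, and without *Tnfr1*−/− replicates 1 or 3 it was 156 and 175, so the share of that array stays open, since fewer arrays lower the count as well. The uneven spread of the array sets may contribute, since with the array set as a block, chosen after the values were seen, 470 genes were called in *Tnfr1*−/− and 388 in *Tnfr1,2*−/− glomeruli. An added effect of Tnfr2 loss where Tnfr1 is lost too was tested between *Tnfr1,2*−/− and *Tnfr1*−/− glomeruli, where 1 gene was called. Inflammatory lists were lower in *Tnfr1,2*−/− glomeruli at the preset correlation alone (chemokine ligands, adjusted p = 0.038, against 0.41 with the estimated one and 0.74 without *Tnfr1*−/− replicate 2), so it stays open.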
